# Transcriptome sequencing of a keystone aquatic herbivore yields insights on the temperature-dependent metabolism of essential lipids

**DOI:** 10.1186/s12864-019-6268-y

**Published:** 2019-11-21

**Authors:** Heidrun S. Windisch, Patrick Fink

**Keywords:** Omega-3 fatty acids, Eicosapentaenoic acid, Temperature, Gene expression, *Daphnia*

## Abstract

**Background:**

Nutritional quality of phytoplankton is a major determinant of the trophic transfer efficiency at the plant-herbivore interface in freshwater food webs. In particular, the phytoplankton’s content of the essential polyunsaturated omega-3 fatty acid eicosapentaenoic acid (EPA) has been repeatedly shown to limit secondary production in the major zooplankton herbivore genus *Daphnia*. Despite extensive research efforts on the biological model organism *Daphni*a, and the availability of several *Daphnia* genomes, little is known regarding the molecular mechanisms underlying the limitations in *Daphnia* related to dietary EPA availability.

**Results:**

We used RNA-seq to analyse the transcriptomic response of *Daphnia magna* which were fed with two different diets — each with or without supplementation of EPA — at two different temperature levels (15 and 20 °C). The transcripts were mapped to the *D. magna* genome assembly version 2.4, containing 26,646 translations. When *D. magna* fed on green alga, changing the temperature provoked a differential expression of 2001 transcripts, and in cyanobacteria-fed daphnia, 3385 transcripts were affected. The supplementation of EPA affected 1635 (on the green algal diet), or 175 transcripts (on the cyanobacterial diet), respectively. Combined effects for diet and temperature were also observed (669 for the green algal and 128 transcripts for the cyanobacterial diet). Searching for orthologous genes (COG-analysis) yielded a functional overview of the altered transcriptomes. Cross-matched transcript sets from both feed types were compiled to illuminate core responses to the factors temperature and EPA-supplementation.

**Conclusions:**

Our highly controlled eco-physiological experiments revealed an orchestrated response of genes involved in the transformation and signalling of essential fatty acids, including eicosanoid-signalling pathways with potential immune functions. We provide an overview of downstream-regulated genes, which contribute to enhance growth and reproductive output. We also identified numerous EPA-responsive candidate genes of yet unknown function, which constitute new targets for future studies on the molecular basis of EPA-dependent effects at the freshwater plant-herbivore interface.

## Background

Primary producer biomass is typically of poor quality in herbivores, which limits the trophic transfer of energy through food webs to higher trophic levels (trophic transfer efficiency) [1]. In aquatic environments, the photosynthetic base of the food web consists of small unicellular phytoplankton that is consumed by herbivorous zooplankton. Several constraints on algal food quality have been demonstrated, as algae can be hard to either ingest or digest by herbivores [2, 3]. Further, they can provide an unbalanced supply (stoichiometry) of nutrients [4]. In many cases their biochemical composition does not meet the herbivores’ demands in essential nutritional compounds, such as essential fatty acids [5, 6], sterols [7, 8], vitamins [9], or amino acids [10, 11].

In freshwater ecosystems, crustacean zooplankton of the genus *Daphnia* are the major pelagic herbivores, and form a crucial link between primary producers and consumers [12]. Beyond their key role in freshwater food webs, daphnids are a well-established model system of environmental toxicology, experimental ecology and evolution, due to their ecological importance and exceptionally high level of phenotypic plasticity [13–16]. The genomes of several *Daphnia* species have been sequenced, and it is therefore one of the few animal genera for which extensive ecological and genomic information is available [17, 18]. Interestingly, all the complex and plastic responses of daphnids are generated from a relatively small genome [17, 19]. This makes *Daphnia* an excellent animal model for gene expression studies in response to environmental cues, such as kairomone signalling of vertebrate and invertebrate predation, exposure to parasite spores, crowding, and grazing on toxic and non-toxic food sources [20–22].

Daphnids have been repeatedly shown to be highly affected by diets with an inappropriate supply of essential fatty acids, as they are unselective filter-feeders that cannot preferentially take up algal cells rich in particular lipids [23]. A lack or limiting availability of certain omega-3 (ω3, and to a lesser degree ω6) polyunsaturated fatty acids (PUFAs) has been shown to constrain somatic growth, reproduction, and population growth in several *Daphnia* species [24–26]. This is due to the fact that ω3 and ω6 PUFAs typically can only be synthesized by primary producers, and not by animals [5, 27–29]. These ‘families’ of PUFAs can therefore be considered as essential dietary constituents for most animals, including *Daphnia* [30].

Beyond their role in growth and reproduction, PUFAs are well recognised critical components of the so-called ‘homeoviscous adaptation’ of biological membranes to low temperatures [31]. This concept implies an incorporation of more highly-unsaturated fatty acids with ‘bent’ alkene chains (versus ‘straight’ chains of saturated alkanes in saturated fatty acids) to maintain high flexibility of cellular lipid bilayers at low temperatures with concomitant low molecular motion [32]. It has been shown that low temperatures increase *Daphnia*’s demand for dietary PUFAs to allow the maintenance of normal physiology [33, 34] and behaviour [35]. Thus, food quality and temperature constitute intertwined factors that influence the expression of different phenotypes, in order to achieve the best possible performance through plastic acclimatory responses.

In particular, the availability of the highly unsaturated ω3-PUFA eicosapentaenoic acid (EPA, C-20:5 ω3) was repeatedly shown to be crucial for *Daphnia* growth and reproduction, via controlled PUFA supplementation experiments [5, 6, 36]. Aquaculture studies have shown reduced fitness and increased inflammatory responses in organisms from higher trophic levels — such as fish — when ω3 fatty acids are limiting [37, 38], therefore it is of global importance to understand the molecular mechanisms triggered by EPA availability. Alarming prospects in connection with the future availability of EPA on a larger scale were proposed by the results of a meta-analysis, which connected higher water temperatures — due to climate change — with reduced primary production of long chain PUFAs [39].

Despite the growing body of evidence underscoring the importance of dietary PUFAs in general — and of EPA in particular — our understanding of the molecular physiology underlying the PUFA/EPA metabolism, and the gene networks responsive to the availability of this critical dietary compound remain very limited. Heckmann et al. [40] conducted an in-silico analysis of the genome of *Daphnia pulex,* which produced the first insights on potential mechanisms that are affected by ω6 – eicosanoids. Proposed candidate genes are involved in signalling pathways deduced from the ω6-PUFA arachidonic acid (ARA, C-20:4 ω6), affecting prostaglandin and leukotriene signalling. These candidates were confirmed in follow-up gene expression studies [41–43]. However, it is important to emphasise that ω6 PUFAs (like ARA) are generally believed not to be inter-convertible into ω3 PUFAs (such as EPA) in metazoans [30], although this has been questioned [44].

In this study, we hypothesise that dietary availability of EPA will affect specific gene networks connected to lipid metabolism, cellular signalling, and immune-regulating pathways; similar to that which has been demonstrated for eicosanoids derived from ω6-PUFAs [40–42]. We aim to unravel the gene networks specific to dietary EPA availability using a single genotype (clone) of *Daphnia magna* as a model system. Since EPA is crucial for acclimation to low temperatures in *D. magna* [35], such gene networks may become particularly visible at lower temperatures. We thus employed a strictly controlled EPA supplementation experiment at two temperatures, in order to characterise gene expression patterns in *D. magna* using RNA-seq. We discuss these results in connection with the animals’ respective growth performance and fatty acid composition. While an earlier study [6] focused exclusively on single target genes whose expression was dependent on dietary EPA availability, we here look for larger scale transcriptomic adjustments driven by different food types and EPA availability, which should yield insights on PUFA-dependent gene regulation networks. Due to the high level of control of the experimental factors, the results illuminate the genetic basis underlying EPA (and more generally ω3 PUFA)-dependent metabolism in this keystone herbivore; these findings offer important insights for the wider field of herbivore ecology and physiology.

## Results

### Physiological effects at whole animal level

In our experiment, we fed *D. magna* with two different basal diets (GA – green alga, CY – cyanobacteria) that do not contain any long-chain (i.e. > C-18) polyunsaturated fatty acids to monitor physiological and transcriptomic effects of controlled supplementations with the essential C-20 ω3 PUFA EPA.

Somatic growth rates (SGR) — which are a good fitness proxy in cladocerans [45] — were strongly affected by EPA-availability (2way-ANOVA, *F*_5, 48_ = 411.318, *p* ≤ 0.001) and temperature (2way-ANOVA, *F*_1, 48_ = 2295.402, *p* ≤ 0.001; Fig. 1). Combined effects were also detected (2way-ANOVA, *F*_5, 48_ = 28.779, *p* ≤ 0.001).

**Fig. 1:**
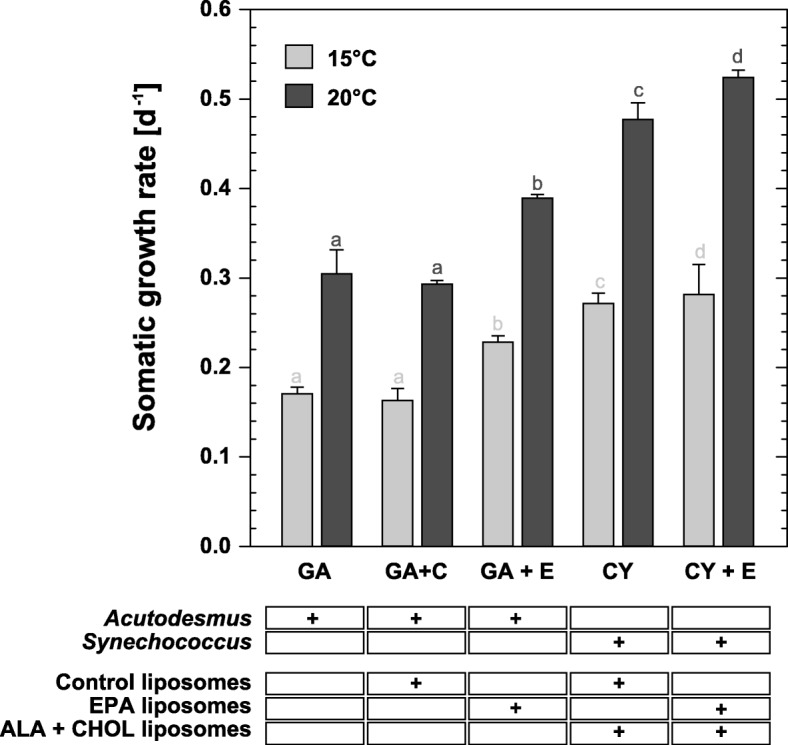
Juvenile somatic growth rates of *D. magna* (means ± SD of *n* = 5) in response to different food sources and EPA-supplementation via liposomes at two experimental temperatures. Different superscript letters indicate significant differences within each temperature regime according to Tukey’s HSD post-hoc tests following a two-way ANOVA. Letters indicate differences (‘a’ is different from ‘b’, ‘c’ is different from ‘d’) within one temperature (by colour); the hash key indicates a difference between the treatments by the factor temperature

In general, growth rates were much lower at 15 °C, reaching only 56.8–61.7% of the performance at 20 °C. EPA had a positive effect on *D. magna* growth when fed with the green alga *Acutodesmus obliquus* at both experimental temperatures (GA + EPA *p* ≤ 0.001). Similarly, EPA improved the SGR when given as a supplement alongside the cyanobacterium *Synechococcus elongatus* (CY + EPA), at 20 °C (*p* ≤ 0.001) and 15 °C (*p* = 0.014).

Somatic growth rates were higher in all CY-treatments than in respective GA-fed cultures. As stated below (see Material and Methods), cyanobacterial diets were further supplemented with cholesterol and alpha linoleic acid in order to support the *Daphnia* to reach maturity (time point of sampling) on this poor diet, which may have enhanced growth rates to the observed levels.

At both temperatures, the supplementation with empty control liposomes (GA + C) had no effect on SGR (20 °C *p* = 0.593; 15 °C *p* ≤ 0.881), indeed similar growth rates were observed when raising *D. magna* on supplement-free food or the respective supplementation of control liposomes to the same basal diet. Although lower growth rates were determined at 15 °C, the animals were up to 26.8% heavier in absolute body mass (data not shown) than the individuals kept at 20 °C.

### EPA incorporation and fatty acid composition

The supplementation of EPA and the natural differences in fatty acid composition in basal diets were considered as main drivers for the observed growth performances — and subsequently for the detected expression profiles — at the respective temperatures.

*D. magna* in EPA treatments accumulated supplemented EPA (Fig. 2a + b). Tissue EPA content of *D. magna* was significantly higher at 20 °C compared to 15 °C.

**Fig. 2:**
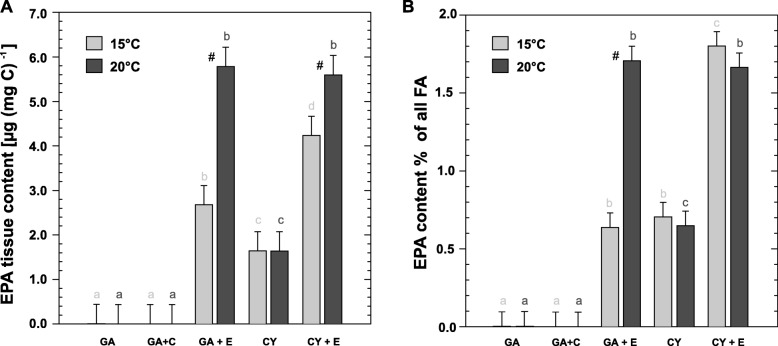
EPA levels in *D. magna*. **a** Mean tissue EPA concentrations (± SEM of *n* = 3 independent replicates consisting of 3 individuals each); **b** mean EPA proportion (± SEM) of all fatty acids. Treatment effects are indicated by different letters, temperature effects by hash keys as determined by two-way-ANOVA followed by Tukey’s HSD *post-hoc* comparisons. Treatment codes indicate basal food item (GA = *Acutodesmus obliquus*, a green alga; CY = *Synechococcus elongatus*, a cyanobacterium) and the supplements (C = control liposomes, E = EPA liposomes)

The two different basal diets resulted in different tissue fatty acid compositions in *D. magna* (Fig. 3), with respect to the proportions of different fatty acid species (state of saturation). No significant differences were seen for saturated fatty acids (SAFAs), either from the basal diets or from the applied treatment conditions. However, monounsaturated fatty acid (MUFA) proportions differed significantly between diets. At 15 °C, higher MUFA contents were found in CY-fed daphnids (for CY vs GA, GA + C and GA + E *p* < 0.001; for CY + E vs GA, GA + C *p* < 0.001; and CY vs GA + E *p* = 0.002). Similarly, higher contents were detected at 20 °C (for CY as well as for CY + E vs GA, GA + C and GA + E *p* < 0.001). A temperature effect of differing MUFA level was only detectable in the treatment CY + E with (*p* < 0.001).

**Fig. 3:**
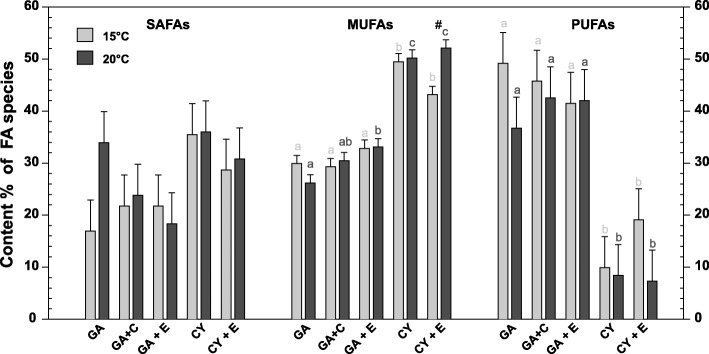
Fatty acid composition of *D. magna* in the experiment. The three groups display the mean (± SEM of *n* = 3) proportion of saturated (SAFAs), monounsaturated (MUFAs) and polyunsaturated fatty acids (PUFAs) in *D. magna* in the respective treatments. Different letters indicate significantly different means within temperatures according to Tukey’s HSD following two-way ANOVA, hash key indicates significant temperature effects. Treatment codes indicate basal food item (GA = *Acutodesmus obliquus*, a green alga; CY = *Synechococcus elongatus*, a cyanobacterium) and the supplements (C = control liposomes, E = EPA liposomes)

Polyunsaturated fatty acids (PUFAs) were found to be significantly higher in GA-food sources (all single GAs vs all single CYs *p* < 0.001), with a tendency of higher recruitment at lower temperature, although this result was not significant.

### Differential gene expression overview

Reads with “poor quality” were excluded (approved by FastQC analyses [46]). The total sequencing output of all samples was 1540.9 million reads, with an average read amount of 51.4 million reads (± 4.1 SD) per sample (see Additional file 1: Table S1). 

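The data analysed here come from whole *D. magna* kept at 15 °C. RNA from pools of animals was sequenced in 15 libraries, 3 for each of 5 groups: the GA diet, GA + EPA, the CY diet, CY + EPA, and a further group fed *Cryptomonas* (CRY). The labels of the deposited data give pools of 3 animals and the paper's methods give pools of 5. The labels name the green algal group without EPA GA, whereas the paper's growth and fatty acid figures name it GA + C, after the control liposomes, and Table S1 names it GA-E; GA is used here. The paper's methods do not list CRY among the food treatments. The libraries of the 20 °C treatments were not analysed here. The authors trimmed the reads, aligned them with bowtie2 to the *D. magna* reference and estimated the number of read pairs per gene with RSEM. Their files give an expected count and an FPKM value for each of 26646 genes, which are listed by product accession. The expected counts summed to between 18649441 and 22037993 (median 21044118) in GA, 18938122 and 20060094 (median 19145316) in GA + EPA, 18062681 and 20286810 (median 19245237) in CY, 20026630 and 22287959 (median 20238212) in CY + EPA, and 18218136 and 19749270 (median 19054391) in CRY. These totals count mapped pairs, while the total sequencing output of the paper counts single reads before mapping; the values here use the mapped pairs. The expected counts were rounded, genes with too few counts for a test were removed with edgeR's filterByExpr, and library sizes were scaled with its TMM method. Groups were compared with edgeR's quasi-likelihood test, and p-values were adjusted for all tested genes after Benjamini and Hochberg. A gene was called at an adjusted p of at most 0.01. Only the libraries of the groups compared entered each test. Levels are given as CPM, the counts divided by the TMM-scaled total of the library, as the mean ± SD of n = 3 libraries, and changes as log2 fold changes with a standard error. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1. Where RSEM gave a gene a count that is not whole, it split reads between that gene and another, so the gene's value is uncertain, and this is stated beside it.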

We did not detect differences in the total expression output among treatments or temperatures, thus sequencing depth of the samples was comparable. 

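The summed expected counts differed with EPA by -5.81% on the GA diet (exact two-sided permutation test of 3 libraries against 3, p = 0.4) and by 8.61% on the CY diet (exact p = 0.3). Between the basal diets, CY differed from GA by -6.70% (exact p = 0.3). They cover the libraries at 15 °C, so that no test of temperature was made.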

With a mapping success of 79.89% (± 0.69% SD), we calculated FPKM values for further analyses for each replicate. To broadly compare expression profiles in terms of differential expression driven by food composition and culture temperature, we used the ArtNOG annotation to analyse the transcript diversity among different treatments (Fig. 4) by functional COG (categories of orthologous groups) assignments.

**Fig. 4:**
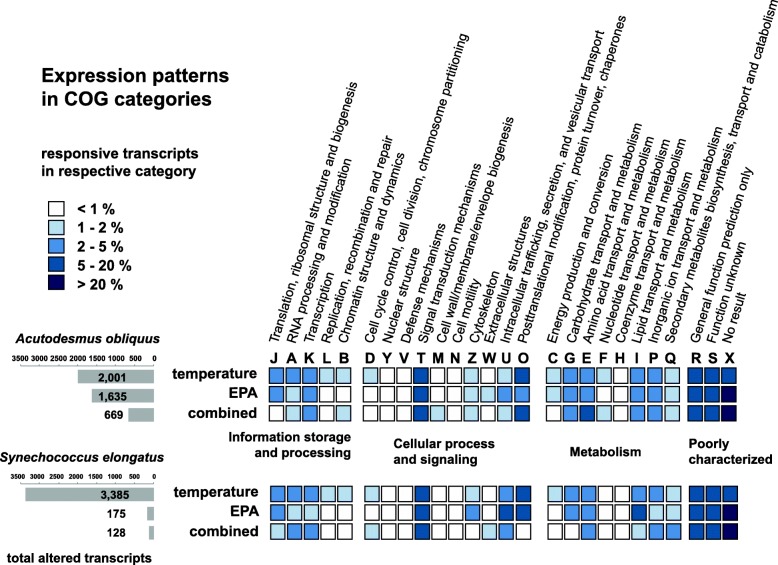
Differential gene expression analysed within basal diets. Display shows a result summary of a two-way ANOVA (at significance level of *p* = 0.01) among expression profiles with the factors ± EPA and ± temperature within basal food types. Grey bars on the left show the amount of significantly different expressed transcripts that were found to be modulated either by temperature, food or combined effects. The total amount of the respective transcripts was then functionally annotated by the ArtNOG categorisation (given in % of the total response). Colour coding indicates the abundance of transcripts in each category

We distinguished differential responses by altered transcripts in *D. magna* fed either GA or CY. In general, the total amount of altered transcripts (driven by EPA, temperature and combined effects) was slightly different, with 3688 and 4305 altered transcripts for GA and CY, respectively. However, temperature-sensitive transcripts were much more pronounced when *D. magna* were raised on cyanobacteria (3385 temperature-specific sequences), whereas on the green algal diet far fewer transcripts (2001 sequences) were altered. 

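With EPA on the GA diet, 14353 genes were tested and 0 were called, and the smallest adjusted p was 0.0834 (edgeR). At an unadjusted p of at most 0.05, 2638 genes passed, against 718 expected by chance. At an unadjusted p of at most 0.01, 929 genes passed, against 144 expected. With EPA on the CY diet, 0 of 14162 genes were called. Here 274 genes passed at an unadjusted p of at most 0.05, against 708 expected, and 45 at an unadjusted p of at most 0.01, against 142 expected. The choice of tool moved these counts most among the alternatives with an adjusted p: DESeq2 called 360 genes on GA and 4 on CY at the same threshold. The 4 genes on CY, named after their values were seen, were KZS08933.1, KZS04474.1, KZS14749.1 and KZS12425.1. Of the paper's own list of 1635 EPA-responsive transcripts on GA, 1535 were tested at 15 °C alone and 343 of these had an unadjusted p of at most 0.01. Of its 175 transcripts on CY, 130 were tested and 22 had such a p. Adjusted over the list alone, 3 genes were called on GA (KZS04605.1, KZS11367.1 and KZS10165.1, named after their values were seen) and 0 on CY, where 55 passed at an unadjusted p of at most 0.05. The paper chose the lists on these samples, so these counts are not independent evidence.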

The opposite trend was seen for transcripts that displayed EPA-sensitivity: GA treatments yielded 1635 alterations, whereas CY treatments showed only 175 differently expressed transcripts. Similarly, combined effects were more pronounced in GA diet (669 transcripts; CY: 128 transcripts). For both basal diets, altered expression levels were most prominently detected in categories (with known functions) T and O, i.e. ‘Signal transduction mechanisms’ and ‘Posttranslational modifications’, in connection with the factors of temperature and EPA availability. 

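No gene was called by edgeR with EPA at 15 °C, so the categories were counted among the 929 genes with an unadjusted p of at most 0.01 on GA, a choice made after the counts were seen. Signal transduction (T) held 88 of these genes (9.47%), against 9.18% of all tested genes (Fisher's exact test, two-sided, p = 0.725, adjusted p = 0.850 over all categories). Only the categories of general or unknown function (R and S) and the genes without a match in artNOG (X) were larger. Against all annotated genes, tested or not, the background share of T was 5.70% (Fisher's exact p = 3.33e-06, adjusted p = 2.58e-05). Untested genes could not enter the list, so this second value also reflects which genes were tested and cannot show an effect of EPA. Posttranslational modification (O) held 39 (4.20%, background 5.34%, Fisher's exact p = 0.113, adjusted p = 0.368), fewer than lipid transport (I, 54) and transcription (K, 46). In the paper's own GA list, T held 189 of the 1533 genes that could be tested (12.3%, Fisher's exact p = 1.58e-05, adjusted p = 2.06e-04) and O held 75 (4.89%, adjusted p = 0.583), the most after T among the categories with a known function. On CY, 1 of the 45 genes with an unadjusted p of at most 0.01 was in T and 4 in O. Genes measured in the same libraries are not independent, so the Fisher p-values of the categories are descriptive.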

Further changes in cellular processes and signalling categories were seen for ‘Cytoskeleton’ (Z) and ‘Intracellular trafficking, secretion and vesicular transport’ (U). Affected metabolic functions concerned ‘Carbohydrate- ‘(G), ‘Amino acid-’ (E), ‘Lipid-’ (I) and ‘Inorganic ion transport’ (P), as well as ‘Secondary metabolite biosynthesis, transport and catabolism’ (Q). These alterations were paralleled by changes in the ‘Transcription machinery’ (K), as well as alterations in ‘Translational-’ (J) and ‘RNA processing’ (A) transcripts, which were strongly affected by the factor temperature.

The significant gene sets were plotted as volcano plots with a LOG-2-fold change of at least 1 against the adjusted *p*-values to give a general overview on the strongest responses (see Additional file 5 and respective data in Additional file 6).

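At 15 °C, 211 genes on GA had an unadjusted p of at most 0.01 and a log2 fold change with EPA of at least 1 in size, 158 of them higher and 53 lower. On CY there were 18 such genes, 11 higher and 7 lower. Of the paper's tested GA list, 108 transcripts reached that size of change at 15 °C (52 higher, 56 lower), and of its CY list 14 did (9 higher, 5 lower).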

### Core response profiles of affected transcripts

To provide a more detailed overview of the large set of responsive genes depicted in Fig. 4, we further analysed genes in the respective categories to extract common responses in connection with the factors: temperature, EPA availability, and combined effects of both factors. From the most prominent categories, we cross-matched congruently regulated transcripts in GA and CY treatments to obtain basal diet-independent gene expression patterns (Table 1 and Additional file 2, Additional file 3, Additional file 4).

**Table 1:** Overview of altered transcripts in COG regulated independent from basal diets. Two-way ANOVA results of *D. magna* expression profiles were cross-matched [47] between GA and CY diets to determine common gene expression patterns in functional COG groups. Resulting transcript numbers are given in connection with the respective factors

COG cluster	COG	Category description	Temperature	EPA	Interactions
Information storage and processing	J	Translation, ribosomal structure and biogenesis	31	2	0
	A	RNA processing and modification	54	0	0
	K	Transcription	27	0	0
Cellular processes and signalling	T	Signal transduction mechanisms	50	2	1
	Z	Cytoskeleton	48	1	0
	U	Intracellular trafficking, secretion, and vesicular transport	9	1	0
	O	Posttranslational modification, protein turnover, chaperones	44	1	0
Metabolism	G	Carbohydrate transport and metabolism	17	0	0
	E	Amino acid transport and metabolism	39	1	1
	I	Lipid transport and metabolism	22	0	0
	P	Inorganic ion transport and metabolism	20	1	0
	Q	Secondary metabolites biosynthesis, transport and catabolism	20	0	1
Poorly characterised	R	General function prediction only	100	2	1
	S	Function unknown	97	2	0
	X	No match in artNOG	104	2	1
Total			682	15	5

In total, we found 381 transcripts with a specific functional artNOG assignment that were affected by temperature (details in Additional file 2). The strongest altered gene expression was detected in the cluster of ‘Information storage and processing’, indicating a transcriptomic remodeling driven by temperature. Most of the genes were up-regulated at 15 °C when compared to 20 °C. This may not only be provoked by the necessity of different functions, but also by compensation to maintain efficient reaction norms through increased transcript amounts at lower temperatures. To a lesser extent, this holds also for the COG clusters ‘Cellular processes and signalling’, as well as for genes in ‘Metabolism’ with more complex patterns. Here, functional changes became visible that were not thoroughly connected to compensation strategies. The overall increments in gene expression profiles also varied with the applied basal diet, often with higher expression levels in GA diets than in CY. 

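Between the diets without EPA at 15 °C, 854 of 14264 tested genes were called, 181 higher in CY and 673 lower in CY than in GA. Of these, 571 changed by a log2 fold change of at least 1 in size. By the paper's methods, the CY diets were also given alpha linoleic acid and cholesterol. A difference between CY and GA can therefore come from these supplements as well as from the basal food. The split between directions moved with the fit. With all 15 libraries in one fit, 918 genes were called, 473 higher and 445 lower in CY, and limma on log2(FPKM + 1) gave 106 higher and 1016 lower. On that FPKM scale the median log2 fold change of all tested genes was -0.14, and with a pseudocount of 0.1 it was -0.18, against -0.0016 with TMM. A test per gene on FPKM moved the count most, to 2458 genes at an unadjusted p of at most 0.01, 2310 of them lower in CY. Without GA replicate 3, 114 genes were called.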

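Among the genes called between CY and GA, KZS15995.1, annotated as a sodium- and chloride-dependent amino acid transporter, had 93.8 ± 23.5 CPM in GA and 4.99 ± 1.80 CPM in CY, a log2 fold change of -4.26 (standard error 0.31, edgeR adjusted p = 7.26e-04). KZS18442.1, a UDP-glucuronosyltransferase, had 24.9 ± 9.07 CPM in GA and 0.981 ± 0.953 CPM in CY. KZS08828.1, an uncharacterised protein, was at least 53.9-fold lower in CY. The largest rises were in 3 uncharacterised proteins that share reads with other genes: KZS01355.1 was at least 24.6-fold higher in CY, where it had 3.36 ± 2.93 CPM, KZR96608.1 went from 0.420 ± 0.209 to 26.6 ± 23.6 CPM and KZR99769.1 from 1.83 ± 1.08 to 111 ± 108 CPM. Each of these 3 lost its call in 4 of the 6 fits without 1 library, as did KZS18442.1. The rises lean on CY replicate 1. There KZS01355.1 had 6.74 CPM, against 1.62 and 1.72 in the other CY libraries, so its bound is lower without that library. KZR96608.1 had 53.6 CPM there against 10.4 and 15.7, and KZR99769.1 had 234 against 35.5 and 62.4.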

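Of the paper's temperature-responsive transcripts tested in CY against GA, 256 of 374 were higher in CY than in GA (68.4%), with a median log2 fold change of 0.15 (limma's fry set test, adjusted p = 0.306 over 12 tests). Of these, 34 were called over all genes and 47 when adjusted over the list alone, which is not independent evidence because the paper chose the list on these samples. With all 15 libraries in one fit the median was 0.18 and the set passed (limma's fry, adjusted p = 0.00839); no other alternative on all libraries passed. The median is about as large as the shift of all genes on the FPKM scale, on which the set was not tested.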

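From the paper's heatmaps, 378 transcripts that responded to temperature on both diets could be read, fewer than the paper counts, of which 374 could be tested at 15 °C on GA. With EPA, 247 of them were higher (66.0%), against 50.1% of all tested genes. Their median log2 fold change was 0.09, with a range from -2.29 to 2.46 (limma's fry, adjusted p = 0.136 over 12 set tests). On CY, 232 of 376 were higher with EPA (61.7%, all tested genes 44.1%), with a median of 0.03 (limma's fry, adjusted p = 0.562). Neither set passed the threshold of 0.05. With limma's camera and an estimated correlation between genes in place of fry, the set on GA had an adjusted p = 0.526, and neither call changed. Over all genes 0 of the list were called on GA and 0 on CY, while 52 and 5 had an unadjusted p of at most 0.01. Adjusted over the list alone, 1 was called on GA, the opsin KZS10165.1, named after its value was seen, and 39 passed an adjusted p of 0.05; on CY 0 passed either. The list was chosen by the paper on these samples and the count is not independent evidence.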

Interestingly, most temperature-responsive genes of all clusters display a generally higher expression level when EPA was available (see Additional file 2). Specific expression profiles will be detailed and discussed below with respect to the functional patterns.

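At an adjusted p of at most 0.01 or of at most 0.05 in edgeR, 0 genes passed with EPA on both diets at 15 °C, since edgeR called 0 on either. At an unadjusted p of at most 0.01, 916 of the 13940 genes tested on both diets passed on GA and 44 on CY, and 3 passed on both, against 2.89 expected by chance (Fisher's exact test, two-sided, p = 0.765). These were KZS11284.1, KZS13729.1 and KZS15908.1, named after their values were seen, and 1 of the 3 changed in the same direction on both diets. The paper's lists for the diets share 15 transcripts, and KZS15908.1 is among them.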

Far fewer genes were detected for a common response to EPA (15 candidates) or in connection with combined effects (5 candidates; see Table 1 and Additional file 3). 

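The 15 shared EPA candidates of the paper were all tested here. On the GA diet without EPA they ranged from 1.76 ± 0.601 CPM for KZS18664.1, an uncharacterised protein that shares reads with another gene in 13 of 15 libraries, to 2654 ± 79.7 CPM for KZS17311.1, the 60S ribosomal protein L4 gene.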

The selection of shared altered transcripts between basal diets did include candidates with very different levels of transcript amount.

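Of the 15 shared candidates, 2 were higher with EPA on GA, with a median log2 fold change of -0.20 and a range from -1.22 to 0.42. On CY 5 were higher, with a median of -0.08 and a range from -0.83 to 0.68. Of the paper's list for GA, 1185 of 1535 tested transcripts were lower with EPA at 15 °C (77.2%), and of its list for CY 55 of 130 were (42.3%). Over all genes with an unadjusted p of at most 0.01 on GA the split went the other way, with 672 higher and 257 lower. A test per gene on FPKM at the same threshold gave 242 higher and 319 lower, and DESeq2 at an adjusted p of at most 0.01 gave 276 higher and 84 lower.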

Many EPA-influenced genes displayed a down-regulation with supplementation, in particular on the GA diets. 

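The gene of the carboxylic ester hydrolase, KZS07853.1, lies on scaffold LRGB01002384.1 from 329113 to 331680. At 15 °C it had 6.45 ± 0.682 CPM on GA, 8.59 ± 2.30 on GA + EPA, 31.7 ± 5.77 on CY and 17.9 ± 6.92 on CY + EPA. Its log2 fold change with EPA was 0.42 (standard error 0.23, edgeR adjusted p = 0.366) on GA, where the libraries of the groups overlapped, and -0.83 (standard error 0.31, edgeR adjusted p = 1.000) on CY, where every library with EPA was below every library without (exact permutation test, two-sided, p = 0.1). The aromatic-L-amino-acid decarboxylase gene, KZS20105.1, lies on scaffold LRGB01000248.1 from 606625 to 609054. It had 10.3 ± 0.792 CPM on GA, 13.4 ± 3.20 on GA + EPA, 18.9 ± 0.853 on CY and 14.2 ± 1.35 on CY + EPA. With EPA it changed by 0.38 (standard error 0.18, edgeR adjusted p = 0.329) on GA and by -0.41 (standard error 0.11, edgeR adjusted p = 1.000) on CY, and the groups did not overlap on either diet (exact p = 0.1 each). On GA the nearest libraries with and without EPA had 11.26 and 11.25 CPM. Without GA + EPA replicate 2, which had 17.0 CPM, the change on GA was 0.14. For both genes the mean was higher on CY than on GA + EPA at this temperature.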

An exception to this are the transcripts of the carboxylic ester hydrolase and the aromatic-L-amino-acid decarboxylase, which were expressed at the highest levels in animals on GA diets supplemented with EPA. The first may be attributed to lipid metabolism — although jet assigned with artNOG category “R – functional prediction only” — the second is part of amino acid metabolism, and is involved in cell communication and signalling, as this enzyme catalyses the production of dopamine, serotonin, tryptamine, and histamine.

In animals fed CY-EPA diets, the highest expression levels were observed for endo-beta-1.4-mannanase, animal haem peroxidase, and THAP domain-containing protein, which are involved in fructose-mannose metabolism, cyclooxygenase activity, and the regulation of transcription, respectively. 

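Endo-beta-1.4-mannanase, KZS21774.1, lies on scaffold LRGB01000024.1 from 3323301 to 3324635 and at 15 °C had 3.87 ± 0.155 CPM on GA, 3.68 ± 1.08 on GA + EPA, 3.75 ± 0.350 on CY and 6.02 ± 0.242 on CY + EPA. It changed with EPA by 0.68 (standard error 0.15, edgeR adjusted p = 1.000) on CY and by -0.07 (standard error 0.22, edgeR adjusted p = 0.890) on GA, where the sign turned when GA + EPA replicate 1 or 2 was left out. The gene that the paper names animal haem peroxidase, KZS15908.1, is annotated as an uncharacterised protein on scaffold LRGB01000782.1 from 218 to 2575. It had 254 ± 40.2 CPM on GA, 146 ± 7.63 on GA + EPA, 318 ± 22.2 on CY and 468 ± 35.9 on CY + EPA, and with EPA changed by 0.55 (standard error 0.10, edgeR adjusted p = 1.000) on CY and by -0.79 (standard error 0.13, edgeR adjusted p = 0.102) on GA. The groups were fully separated on both diets (exact p = 0.1 each), and DESeq2 called the gene on GA. THAP domain-containing protein 2, KZS02578.1, on scaffold LRGB01004036.1 from 136 to 707, had 3.18 ± 0.241 CPM on GA, 2.28 ± 0.232 on GA + EPA, 1.74 ± 0.431 on CY and 2.32 ± 0.170 on CY + EPA. Its log2 fold change with EPA was 0.41 (standard error 0.24, edgeR adjusted p = 1.000) on CY and -0.48 (standard error 0.16, edgeR adjusted p = 0.200) on GA. Adjusted over the paper's named genes alone, KZS15908.1 was called on GA (edgeR adjusted p = 0.00465), and 0 genes were called on CY, where it had an adjusted p = 0.0306 (edgeR) and 8 of the list's genes had an unadjusted p under 0.05. These genes were chosen by the paper on these samples, so the counts are not independent evidence.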

Here, a contrasting regulation of transcripts between the different basal diets and EPA supply becomes very explicit.

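The difference between the diets in the response to EPA was tested as an interaction over 12 libraries and 14816 genes. Of these, 0 were called, with 0.0784 as the smallest adjusted p (edgeR), and 1599 had an unadjusted p of at most 0.05, against 741 expected. At an unadjusted p of at most 0.01, 431 genes passed, of which 266 rose more on GA and 165 more on CY. A test per gene on FPKM at that threshold passed 449, with the opposite balance of 88 and 361. The gene with the smallest p was KZS15908.1, with an interaction log2 fold change of -1.37 (standard error 0.17). Adjusted over the list alone, here the paper's named genes, its edgeR adjusted p = 2.23e-04, and of the 31 genes tested it was the 1 that was called. The list was chosen on these samples and is not independent evidence. Over all genes DESeq2 called 44, KZS15908.1 among them. For KZS07853.1 the interaction was 1.23 (standard error 0.42) and for KZS20105.1 0.76 (standard error 0.22), in the opposite direction to KZS15908.1. From the transcripts that were highest on GA + EPA and those that were highest on CY + EPA, the paper states that EPA supply regulates transcripts in a contrasting way on the basal diets. 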

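Myosin-IB, KZS14111.1, changed with EPA by -0.51 (standard error 0.18, edgeR adjusted p = 0.217) on GA, from 4.82 ± 0.877 to 3.37 ± 0.372 CPM, and by -0.19 (standard error 0.17, edgeR adjusted p = 1.000) on CY, from 3.84 ± 0.540 to 3.38 ± 0.0768 CPM. KZS03735.1, which the annotation of the files names charged multivesicular body protein 1a, changed by -0.26 (standard error 0.09, edgeR adjusted p = 0.212) on GA and by -0.27 (standard error 0.11, edgeR adjusted p = 1.000) on CY. For both genes the libraries of the groups did not overlap on either diet, which gives the smallest exact p of 0.1. The angiopoietin-1 receptor-like gene, KZS11357.1, changed by -0.08 (standard error 0.07, edgeR adjusted p = 0.572) on GA and -0.08 (standard error 0.10, edgeR adjusted p = 1.000) on CY, with overlapping groups. KZS16114.1, which the paper names glycerol ether metabolic process and the files an uncharacterised protein, changed by -0.32 (standard error 0.13, edgeR adjusted p = 0.274) on GA and -0.05 (standard error 0.12, edgeR adjusted p = 1.000) on CY.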

Genes regulated congruently in both basal diets were Myosin–IB, an uncharacterised protein (KZS03735.1), Angiopoetin-1 receptor-like protein, and Glycerol ether metabolic process (protein); with a down-regulation while EPA is available.

Our statistical analysis, followed by a cross-match of significant genes between diets, yielded six genes that display combined effects of temperature and EPA availability (see Additional file 3). The highest expression level was detected for Cytochrome P450. At the higher temperature, this enzyme was upregulated in the CY + EPA diet, and at the lower temperature in the GA + EPA regime. 

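The cytochrome P450 of the paper's combined effects, KZS08908.1, is annotated as an uncharacterised protein on scaffold LRGB01002148.1 from 348 to 2813. At 15 °C no library of the GA, GA + EPA, CY or CY + EPA groups held more than 8 counts of it, and it fell below the filter of the test. It had 0.0769 ± 0.0306 CPM on GA, 0.274 ± 0.0673 on GA + EPA, 0.217 ± 0.218 on CY and 0.102 ± 0.0549 on CY + EPA. Every library on GA + EPA had a higher value than every library on GA (exact permutation test, two-sided, p = 0.1), and the gene shares reads with another gene in 3 libraries. The level at the higher temperature was not analysed here.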

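At 15 °C putative Trypsin-7, KZS06769.1, had 19.4 ± 10.6 CPM on GA, 26.3 ± 6.37 on GA + EPA, 102 ± 25.6 on CY and 175 ± 9.49 on CY + EPA. With EPA it changed by 0.77 (standard error 0.18, edgeR adjusted p = 1.000) on CY and by 0.44 (standard error 0.46, edgeR adjusted p = 0.622) on GA, where the spread between libraries exceeded the change. Opsin Rh6, KZS05717.1, which shares reads with another gene in 8 of 15 libraries, had 2.95 ± 0.501 CPM on GA, 1.84 ± 0.564 on GA + EPA, 1.20 ± 0.387 on CY and 1.67 ± 0.388 on CY + EPA and changed by 0.47 (standard error 0.33, edgeR adjusted p = 1.000) on CY. The remaining candidate of the combined effects, KZS11091.1, is annotated as an uncharacterised protein and changed by -0.17 (standard error 0.18, edgeR adjusted p = 0.618) on GA and -0.56 (standard error 0.22, edgeR adjusted p = 1.000) on CY.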

Transcripts of (putative) Trypsin-7, Endo-beta-1.4-mannanase, as well as Opsin Rh6, were similarly regulated, with higher levels at lower temperature in CY + EPA diets, and were repressed at the higher temperature in GA + EPA diets.

## Discussion

We studied transcriptomic effects of dietary EPA availability in combination with temperature to disentangle responsive gene networks underpinning the beneficial effects of this long chain ω3-PUFA on a physiological level. We further explore these effects by quantifying somatic growth rates as a fitness proxy, together with the animals’ fatty acid composition. This allows us to discriminate gene expression patterns indicative of a complex interplay between resource availability and temperature responses in the aquatic model herbivore *Daphnia magna*.

### Physiological performance and fatty acid composition

As for most animals, the fatty acid composition of *Daphnia* sp. reflects the composition of their diet [48]. In nature, the occurrence of PUFA-rich phytoplankton in lakes at cooler temperatures in spring matches the nutritional demand of zooplankton at the beginning of this season, providing high proportions of PUFAs for growth and reproduction [49], as well as for membrane remodelling [32]. Seasonal shifts in temperature and food availability should therefore be mirrored in altered transcript expression with signatures that are particularly attributable to these factors.

In our analysis, responses in life history traits in connection with EPA availability at different temperatures — demonstrated by impaired growth when EPA was limiting (Fig. 1) — showed that *Daphnia* cultivated at 15 °C displayed a higher demand for EPA than specimens at 20 °C, which is in line with the findings of an earlier study [50]. However, EPA levels of *D. magna* were higher at 20 °C (Fig. 2), contrary to the assumption that more EPA should be required at 15 °C for homeoviscous adaptation. Similar results have been found previously for the same temperature regime [50, 51].

The total amount of EPA as a proportion of total body mass in *D. magna* is higher at the lower temperature. Nevertheless *D. magna* may have been ultimately limited by EPA availability due to the enhanced PUFA demand at lower temperatures. A higher amount of EPA accumulation in somatic tissue at 20 °C than at 15 °C is further supported by a recent study [51].

Overall, when we analysed the daphnids’ fatty acid (FA) composition with respect to saturation state (SAFAs, MUFAs and PUFAs; see Fig. 3) almost no temperature-effects were visible within the different food types (except for MUFAs in the CY + EPA treatment). Consequently, it is likely that the applied thermal difference of 5 °C was not severe enough to alter the animals’ FA contents.

### Gene expression

By assessing gene expression profiles in *D. magna* under strictly controlled experimental conditions, we were able to attribute particular functional changes specific to temperature and EPA availability. In general, temperature elicits large responses connected to RNA and DNA related processes (“Information storage and processing”, see Fig. 4), which are represented by a complex network of genes involved with replication as well as with transcription and translation. This key abiotic factor also provoked the alteration of transcripts that affect signal transduction mechanisms, posttranslational modification, as well as carbohydrate-, amino acid- and lipid transport mechanisms, and inorganic ionic transport processes.

Although the effect size of EPA altered transcripts was lower than the temperature-induced effects, this dietary constituent is nevertheless a major driver of improved growth at the physiological level.

The transcriptomic responses so far analysed in connection with long chain polyunsaturated fatty acids rely on studies of enzymes that are involved in eicosanoid synthesis of the “arachidonic pathway” [52]. These enzymes are known to convert eicosanoids into important signalling molecules, such as prostaglandins or leukotrienes in invertebrates, but also in mammals [40, 53]. 

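Among the genes with an unadjusted p of at most 0.01 for EPA on GA at 15 °C, lipid transport and metabolism (I) held 54 genes (5.81%, background 2.63%, Fisher's exact p = 3.04e-08, adjusted p = 7.89e-07), and inorganic ion transport (P) 33 genes (3.55%, background 2.21%, Fisher's exact p = 0.00740, adjusted p = 0.0385). Both shares lay above those of all tested genes. Translation (J) held 8 genes (0.861%, background 2.61%, Fisher's exact p = 1.64e-04, adjusted p = 0.00213), below its share of tested genes. Energy production (C) held 4 genes (0.431%, background 1.62%, Fisher's exact p = 0.00110, adjusted p = 0.00713) and the category without a match in artNOG (X) 176 genes (18.9%, background 23.3%, Fisher's exact p = 8.69e-04, adjusted p = 0.00713), both below their shares. Transcription (K) held 46 genes (adjusted p = 0.632, Fisher's exact test), intracellular trafficking (U) 26 (adjusted p = 0.827), carbohydrate metabolism (G) 30 (adjusted p = 0.917) and amino acid metabolism (E) 32 (exact p = 0.313). These results depend on the background. Against all annotated genes, tested or not, K, U and E (Fisher's exact adjusted p = 0.00616 each) and G (adjusted p = 0.0208) lay above their shares. With that background J had an adjusted p = 0.164 and C an adjusted p = 0.127. Untested genes could not enter the list, and X held 40.7% of all annotated genes but 23.3% of the tested ones. Shares against all annotated genes thus also reflect which genes were tested, and cannot show an effect of EPA. On CY, amino acid metabolism held 8 of the genes at that threshold (17.8%, background 2.93%, Fisher's exact adjusted p = 0.00110). The 45 genes on CY are fewer than the 142 expected by chance. Fisher's test treats genes as independent, which genes measured in the same libraries are not. Of the 17 tested vitellogenin genes, for example, 13 had an unadjusted p of at most 0.01 with EPA on GA. The p-values of the categories are therefore descriptive. This use of the unadjusted threshold was chosen after 0 genes were called.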

In our study, EPA availability provoked various functional changes in translation and transcription, but also in signal transduction mechanisms, changes in intracellular trafficking, as well as altered transcript levels for carbohydrate-, amino acid-, and lipid metabolism that are detailed below.

### Information storage and processing

In this cluster, the strongest thermal effects are seen for the categories ‘RNA processing and modification’ (category A); ‘translation, ribosomal structure and biogenesis’ (J), and ‘transcription’ (K). Adjustments in the transcriptome become visible here, as these functions are modulated as a first response to the altered conditions. A high proportion of maintenance costs is attributed to regulation of this gene, which compensates effects of bio-physical reaction norms [54–56]. Generally, higher expression values were observed at the colder temperature, and were more enhanced than in other functional classes, such as ‘cellular processes and signalling’ or ‘metabolism’ (see Additional file 2). This effect is known as the compensatory effect, and was previously shown to vary between clones of *D. pulex* due to local adaptation [57]. Many candidates attributed in this cluster through artNOG annotation showed high transcript levels at both lower temperature and dietary EPA availability. This indicates adjustments of the transcriptome in response to changes in both factors.

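Of the paper's temperature-responsive transcripts in information storage and processing, 101 of 111 were higher with EPA on GA at 15 °C, with a median log2 fold change of 0.15 (limma's fry, adjusted p = 0.158) and a range from -0.21 to 0.52. RNA processing (A) had 50 of 53 transcripts higher (median 0.14), translation (J) 26 of 33 (median 0.09) and transcription (K) 25 of 25 (median 0.21). On CY, 86 of 111 were higher with EPA, with a median of 0.04 (limma's fry, adjusted p = 0.622): 43 in A, 28 in J and 15 in K. Single genes are not independent of each other within a library, so the shares carry no p of their own.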

### Signalling

Numerous G-protein signalling transcripts, as well as serine/threonine kinases and opsins, were found to be thermally sensitive and were elevated with dietary EPA availability. Such candidates are potential mediators of anti-inflammatory processes, and are connected to healing and growth of cells in mammals [58]. 

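The paper's temperature list holds 6 opsins, of which 1 was higher with EPA on GA at 15 °C, with a median log2 fold change of -0.31 and a range from -1.17 to 0.22. On CY 5 of 6 were higher, with a median of 0.20. The strongest change on GA was in KZS10165.1, a long-wavelength-like opsin on scaffold LRGB01001877.1 from 196535 to 198168, with 32.4 ± 2.07 CPM without and 14.4 ± 1.68 CPM with EPA, a log2 fold change of -1.17 (standard error 0.10, edgeR adjusted p = 0.0834). It shares reads with other genes in 7 of 15 libraries. Over all 20 tested genes named opsin, 3 were higher on GA (median -0.17, limma's fry, adjusted p = 0.0255 over 9 families), and 16 of 18 on CY (median 0.21, adjusted p = 0.435). The GA result did not pass with camera and an estimated correlation (limma, adjusted p = 0.242). It also lost its pass in 4 of the 6 fits without 1 library. RLE in place of TMM scaling kept both directions. Of the 3 G-protein coupled receptors of the list, 2 were higher with EPA on GA (median 0.03) and 2 on CY (median 0.24), where RLE scaling gave 3. Of its 4 serine/threonine kinases, 3 were higher on GA (median 0.15, range -0.12 to 0.30) and 2 on CY (median -0.01), where limma on the FPKM scale gave 4 higher.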

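Of the 5 transcripts of the paper's temperature list with Ras or Ran in their name, 5 were higher with EPA on GA at 15 °C (median log2 fold change 0.09, range 0.01 to 0.48), a number that limma on the FPKM scale, or a fit without the filter, lowered to 4. On CY 3 were higher (median 0.04, range -0.05 to 0.07), and 4 on the FPKM scale. The largest change on GA was in KZS06184.1, a Ras association domain-containing protein, with 0.48 (standard error 0.12, edgeR adjusted p = 0.132). The E3 SUMO-protein ligase RanBP2, KZS05199.1, changed by 0.38 (standard error 0.07, edgeR adjusted p = 0.105) and shares reads with another gene in 1 library.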

Further, RAs and Ran- transcripts (RAs-related nuclear protein) — that are factors involved in G-protein signalling affecting gene expression cascades involved in cell growth, differentiation and survival [59] — were upregulated. It is likely that RAs and Ran transcripts mediate sensing and signalling cascades for growth in *Daphnia* and other invertebrates. Similarly, the production of resolvins and protectins, molecules derived from EPA as well as from the longer docosahexaenoic acid (DHA, 22:6 ω3), are involved in cytokine and leukotriene signalling via G-proteins [60]. 

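The sodium-dependent serotonin transporter, KZS12304.1, lies on scaffold LRGB01001361.1 from 546108 to 548231 and had 28.6 ± 0.906 CPM on GA, 38.8 ± 5.38 on GA + EPA, 36.7 ± 5.83 on CY and 39.7 ± 0.968 on CY + EPA at 15 °C. Its log2 fold change with EPA was 0.44 (standard error 0.10, edgeR adjusted p = 0.120) on GA and 0.11 on CY.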

Transcripts of signalling cascades involving stimulators like dopamine or serotonin (products of the aromatic-L-amino-acid decarboxylase) were found to be upregulated in the EPA treatments. It remains to be investigated whether such products do function as neurotransmitters, or if they serve other endocrine functions in invertebrates. The first indication for the utilization of dopamine in *Daphnia* sp. was found in connection with predatory stress [61].

We also identified transcripts of cytochrome P450 in connection with the combined effects of temperature and EPA availability (Additional file 3). This is an important indicator for the biotransformation of EPA. Potential mechanisms are the conversions of EPA into five regioisomeric epoxyeicosatetraenoic acids (EETeTrs) and ω/(ω-1)- hydroxyeicosapentaenoic acids (19- and 20-HEPE) [62], which mediate (at least in mammals) a delicate balance between pro- and anti-inflammatory responses [63].

Numerous gene families of cytochrome P450, as well as pseudogenes, have been identified across the animal kingdom [64]. For *Daphnia*, 75 functional CYP genes and 3 pseudogenes belonging to 4 clans, 13 families, and 19 subfamilies are so far identified [65]. However, the particular functional implications for many of these genes are still to be determined.

### Cellular structure and metabolism

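Of the fibronectin transcripts of the temperature list at 15 °C, KZS18339.1, which the files name an uncharacterised protein, changed with EPA on GA by 0.57 (standard error 0.12, edgeR adjusted p = 0.105), from 800.2 ± 82.2 to 1183 ± 122 CPM. KZS16485.1, with a fibronectin type-III domain, changed by 0.07 (standard error 0.11, edgeR adjusted p = 0.765), and its sign turned without GA replicate 3. On CY 1 of the 2 was higher, with values from -0.09 to 0.20. A putative vascular endothelial growth factor receptor 1, KZS14820.1, which shares reads with another gene in 4 libraries, changed by 0.20 (standard error 0.08, edgeR adjusted p = 0.263) on GA and by -0.13 on CY.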

The higher growth rates were paralleled by higher expression of genes for cytoskeletal structures, accompanied by induced growth factor receptors and fibronectin, which were expressed at higher levels at 15 °C when EPA was available.

The different profiles of carbohydrate metabolic transcripts (G, but also in E) maltase, amylase and alpha-glucan branching enzymes indicate a different quality of the basal food sources, as well as different energetic demands at both temperatures. 

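At 15 °C, 3 of the 5 maltase, amylase and glucan branching transcripts of the list were higher in CY than in GA (median log2 fold change 0.33, range -0.38 to 1.24). With EPA, 3 were higher on GA (median 0.06, range -2.29 to 0.39) and 1 on CY (median -0.40, range -0.65 to 0.06). On GA the median turned to -0.13 with limma on log2(FPKM + 0.1). Maltase A6, KZS09326.1, had 207 ± 5.40 CPM in GA and 498 ± 147 CPM in CY, a log2 fold change of 1.24 (standard error 0.19, edgeR adjusted p = 0.00757). In 4 of the 6 fits without 1 library this gene lost its call. Alpha-amylase 1, KZS19963.1, changed with EPA on GA by -2.29 (standard error 0.54, edgeR adjusted p = 0.122), alpha-amylase-related protein, KZS21471.1, by -1.10 (standard error 0.36, edgeR adjusted p = 0.195), and the glucan branching enzyme, KZS08657.1, by 0.30 (standard error 0.08, edgeR adjusted p = 0.137).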

Whilst sugars seem to be strongly metabolized at 20 °C, glycogen anabolism becomes more effective at 15 °C. This may be due to the fact that a faster metabolism is connected to a higher temperature, and is thus accompanied by a higher demand for sugars; this is mirrored by higher growth rates at the physiological level. Carbohydrate metabolism was also differentially regulated when *Daphnia sp.* were challenged with diets of different qualities in terms of nutrient stoichiometry [66], which may indicate that this is a very general response to food quality alterations. Genes in carbohydrate metabolism involved in inflammatory processes (SAPA), or connected to chitin and moulting (chitotriosidase), were also regulated in a temperature-dependent manner; these do however reflect a higher variation that may mirror the variability of individuals in sample pools.

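Of the 6 trypsin and chymotrypsin transcripts of the temperature list, 6 were higher in CY than in GA at 15 °C, with a median log2 fold change of 0.92 and a range from 0.15 to 2.36; with limma on the FPKM scale 5 were. With EPA, 6 were higher on CY (median 0.77) and 3 on GA (median 0.03), or 2 on the FPKM scale. Over all 30 tested genes named trypsin or chymotrypsin, 16 were higher in CY than in GA (median 0.02, limma's fry, adjusted p = 0.980). With EPA, 20 of 31 were higher on CY (median 0.08, limma's fry, adjusted p = 0.435) and 14 of 30 on GA (median -0.03). Without CY + EPA replicate 3 the median on CY turned to -0.03. A trypsin-like transcript, KZS14750.1, which the files name an uncharacterised protein and which shares reads in 2 libraries, had 26.0 ± 5.42 CPM in GA and 73.8 ± 19.5 CPM in CY, a log2 fold change of 1.47 (standard error 0.24, edgeR adjusted p = 0.00816), and changed with EPA on CY by 0.83 (standard error 0.20, edgeR adjusted p = 1.000). Its call between the diets was lost in 5 of the 6 fits without 1 library. Another putative Trypsin-7, KZS01724.1, had a log2 fold change of 1.74 (standard error 0.30, edgeR adjusted p = 0.0107) between the diets and of 1.06 (standard error 0.24, edgeR adjusted p = 1.000) with EPA on CY. The 3 aminotransferases lay between -0.19 and -0.02 in CY against GA, where RLE scaling turned the sign of 1, and 1 of them was higher with EPA on CY (range -0.07 to 0.01). The metalloendopeptidase KZS14798.1, which shares reads with another gene in all 15 libraries, had a log2 fold change of 0.43 (standard error 0.26, edgeR adjusted p = 0.317) between the diets, of 0.63 (standard error 0.28, edgeR adjusted p = 1.000) with EPA on CY and of -0.67 (standard error 0.14, edgeR adjusted p = 0.105) with EPA on GA.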

Despite low transcriptional levels in the GA-diet regime, peptidases like trypsin or chymotrypsin, aminotransferases and metallopepdiases were up-regulated in CY diets, especially at the lower temperature (E). This was also mirrored in the expression of Eip55E (Ecdysteroid-inducible polypeptide 55 subunit E), which is involved in sulphur amino acid metabolic processes like cysteine and glutathione biosynthesis.

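Eip55E, KZS05729.1, lies on scaffold LRGB01002864.1 from 142457 to 144284 and had 39.9 ± 1.32 CPM on GA, 35.5 ± 4.42 on GA + EPA, 20.7 ± 3.09 on CY and 25.4 ± 1.60 on CY + EPA at 15 °C. Between the diets without EPA it was lower in CY, with a log2 fold change of -0.97 (standard error 0.12, edgeR adjusted p = 0.00296), and with EPA on CY it changed by 0.29 (standard error 0.13, edgeR adjusted p = 1.000). The call between the diets was lost in 3 of the 6 fits without 1 library.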

The different expression profiles in carbohydrate and amino acid metabolism indicate a recruitment of different enzymes to extract energetic compounds like sugars or amino acids from the different basal diets [67]. 

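All 6 T-complex protein transcripts of the list were higher in CY than in GA at 15 °C, with log2 fold changes from 0.02 to 0.24 and a median of 0.10, while on the FPKM scale 2 of them were. With EPA they lay between -0.03 and 0.03 on CY (5 higher, and 6 on the FPKM scale) and between -0.12 and 0.06 on GA (2 higher). None of these genes reached an unadjusted p of 0.01 in these comparisons.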

Different digestive efforts for CY-diets are indicated through high expression levels of metallopepdidases, trypsins, and aminotransferases, as well as by chaperones like T-complex proteins. Therefore, different basal diets provoke different phenotypes to handle and digest the different food items.

In the ‘lipid metabolism’ category (I), high levels of acyl-CoA dehydrogenases were expressed at 20 °C, especially when EPA was available. This indicates the transcription of RNAs related to the degradation of fatty acids. 

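Of the temperature list, 2 transcripts belong to the transport of long chain fatty acids: long-chain fatty acid transport protein 4, KZS04100.1, and gastrotropin, KZS18358.1. With EPA on GA at 15 °C the log2 fold changes of the pair were -0.26 and -0.10, and on CY 1 of them rose by 0.28 while the other changed by -0.12. KZS04100.1 had 34.0 ± 1.25 CPM on GA, 28.2 ± 4.56 on GA + EPA, 26.4 ± 3.22 on CY and 24.4 ± 1.14 on CY + EPA, and changed with EPA on GA by -0.26 (standard error 0.13, edgeR adjusted p = 0.328). No change in KZS18358.1 or KZS04100.1 reached an unadjusted p of 0.01 with EPA on either diet.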

Transcript levels for transporters and intracellular transport structures associated with the transport mechanisms of long chain fatty acids were up-regulated when EPA was absent. This may be a mechanism to cover the higher demand for long chain PUFAs under EPA limitation. The higher expression levels of fatty acid transporters was accompanied by the expression of a transporter in the category ‘inorganic ion transport and metabolism’ (P), as well as by ABC transport proteins (ATP-Binding Cassette sub-family C/ member 4) and cytochrome P450 305a1, which are involved prostaglandin-mediated signalling (Q, secondary metabolites).

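The transporter in category P, KZS03830.1, changed with EPA by -0.13 on GA and by 0.21 on CY (log2 scale) at 15 °C, and on each diet its sign turned when single libraries were left out. The 3 ABC sub-family C member 4 transcripts lay between 0.25 and 0.39 with EPA on GA and between -0.43 and -0.13 on CY. KZS03178.1, which shares reads with another gene in all 15 libraries, changed by 0.30 (standard error 0.08, edgeR adjusted p = 0.155) on GA and by -0.43 (standard error 0.10, edgeR adjusted p = 1.000) on CY, a difference between the diets of 0.70 (standard error 0.13, edgeR adjusted p = 0.213). DESeq2 called this difference (0.71, DESeq2 adjusted p = 0.00100). The putative cytochrome P450 of category Q, KZS07637.1, changed with EPA on GA by 0.37 (standard error 0.12, edgeR adjusted p = 0.185) and on CY by -0.09, and its log2 fold change in CY against GA was 0.66 (standard error 0.11, edgeR adjusted p = 0.00985). That call between the diets was lost in 5 of the 6 fits without 1 library.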

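Of the genes whose product name holds vitellogenin, all 17 tested were higher with EPA on GA at 15 °C, with a median log2 fold change of 1.39 and a range from 0.17 to 2.42 (limma's fry, adjusted p = 0.0976 over 9 families). On CY 3 of 17 were higher (median -0.21, limma's fry, adjusted p = 0.752). With all 15 libraries in one fit the GA set passed (limma's fry, adjusted p = 0.0241). Without CY replicate 1 the CY median turned to 0.11. The difference between the diets, a test added after these values were seen, had a median of 1.58 (limma's fry, adjusted p = 0.0547). With all 15 libraries in one fit this difference passed (median 1.60, limma's fry, adjusted p = 0.0304), and with camera it did not (adjusted p = 0.0746). Without EPA, 16 of 17 were higher in CY than in GA, with a median of 3.04 and a range from -0.06 to 4.72 (limma's fry, adjusted p = 0.00723, and camera, adjusted p = 0.0878), a comparison of families that was not among the tests set beforehand. Glycerol-3-phosphate acyltransferase 3, KZS11164.1, had 171 ± 10.3 CPM on GA, 224 ± 5.46 on GA + EPA, 273 ± 39.5 on CY and 270.0 ± 11.1 on CY + EPA and changed with EPA on GA by 0.39 (standard error 0.08, edgeR adjusted p = 0.105). Acyl-CoA-binding domain-containing protein 7, KZS11136.1, had 83.4 ± 11.6 CPM on GA and 143 ± 16.6 on GA + EPA, a log2 fold change of 0.79 (standard error 0.14, edgeR adjusted p = 0.105). On CY the log2 fold changes of both lay between -0.02 and -0.01, and both turned positive with limma on the FPKM scale.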

High vitellogenin levels were pronounced in GA + EPA diets, accompanied by the expression of glycerol-3-phosphate acyltransferase and acyl-CoA-binding domain-containing protein 7, with slightly higher (perhaps compensatory) levels at 15 °C, this may be involved in the biogenesis of vitellogenin, as previously observed [43]. Further, a secretory phospholipase A2 was induced, indicating increased effort to digest liposomal-supplemented diets.

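The putative group 3 secretory phospholipase A2, KZS16890.1, lies on scaffold LRGB01000687.1 from 1457642 to 1460730 and had 36.6 ± 2.15 CPM on GA, 49.0 ± 11.3 on GA + EPA, 84.3 ± 12.3 on CY and 83.6 ± 9.68 on CY + EPA at 15 °C. With EPA it changed by 0.42 (standard error 0.15, edgeR adjusted p = 0.224) on GA and by -0.02 on CY, where the sign turned with limma on the FPKM scale, and it was higher in CY than in GA by 1.17 (standard error 0.12, edgeR adjusted p = 0.00180). Its call in CY against GA was lost in 3 of the 6 fits without 1 library.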

High levels of dynein, myosin, and tubulin (Z) indicate a remodelling of the cytoskeleton at lower temperatures. As the solubility and viscosity of the cytosol seems to be affected, a structural remodelling is indicated by the latter transcripts that are further supported by EPA availability. In this context, higher levels of fibronectin and endothelial growth factor receptor indicate a mediation of processes involved in cell division and growth [68].

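Of the 9 dynein, myosin and tubulin transcripts of the temperature list, 3 were higher with EPA on GA at 15 °C (median log2 fold change -0.12, range -0.44 to 0.37) and 4 on CY (median -0.05, range -0.36 to 0.32). Myosin-X, KZS18254.1, changed on GA by 0.37 (standard error 0.11, edgeR adjusted p = 0.179). Over all 118 tested genes named dynein, myosin, tubulin or kinesin, 56 were higher with EPA on GA (median -0.02, limma's fry, adjusted p = 0.534) and 50 of 116 on CY (median -0.02, adjusted p = 0.888).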

Expressed candidate genes connected to ‘inorganic ion transport and metabolism’ (P) were up-regulated in animals feeding on cyanobacteria at 20 °C. Further gene upregulation occurred at 15 °C, which indicates dynamic adjustments of the osmotic balance at the lower temperature. 

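A calcium-transporting ATPase, KZS02755.1, had 8.71 ± 0.204 CPM on GA and 11.6 ± 1.41 on GA + EPA at 15 °C, a log2 fold change of 0.41 (standard error 0.12, edgeR adjusted p = 0.156). The plasma membrane calcium-transporting ATPase 3, KZR97206.1, had 3.10 ± 0.192 and 5.05 ± 0.591 CPM, a log2 fold change of 0.71 (standard error 0.14, edgeR adjusted p = 0.105). With EPA on CY the log2 fold changes of the pair lay between -0.06 and 0.02. KZS02755.1 had 12.8 ± 1.48 CPM on CY and 13.0 ± 2.29 on CY + EPA. KZR97206.1 had 4.93 ± 0.793 CPM on CY and 4.76 ± 0.479 on CY + EPA. Both genes thus had levels on CY near those on GA + EPA. Levels at the higher temperature were not analysed here.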

Ca^2+^- and serotonin transporters were particularly more strongly expressed at the lower temperature in the GA- diet supplemented with EPA. This matches the observed pattern for G-protein transcripts and conjoined candidates in category T, which may contribute to the same messaging pathway [69]. Similarly, cytochrome P450 305a1 transcript displayed the same pattern in the category Q ‘secondary metabolites…’, which may also indicate a conjoined function in a signalling pathway. 

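KZS08909.1 and KZS12288.1, which the paper lists as cytochrome P450-like and the files as uncharacterised proteins, share reads with other genes in all 15 libraries. At 15 °C KZS08909.1 had 29.8 ± 2.08 CPM on GA and 34.8 ± 2.19 on GA + EPA, a log2 fold change of 0.23 (standard error 0.08, edgeR adjusted p = 0.225), and KZS12288.1 had 41.7 ± 3.05 and 47.5 ± 1.54 CPM, a log2 fold change of 0.19 (standard error 0.07, edgeR adjusted p = 0.247). With EPA on CY they changed by -0.17 and -0.16.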

Interestingly, other Cytochrome P450-like proteins seem to be highly temperature sensitive, and were expressed with low or high levels in GA + EPA diets at 20 °C and 15 °C, respectively.

Cytochrome P450 transcripts and subsequent proteins seem to play an important role in the metabolism and potential transformation of EPA into signalling cascades. Potential pathways for a transformation of the long chain polyunsaturated fatty acid EPA into other endocrine signalling molecules were proposed by [40, 53], these are: the cyclooxygenase (COx) pathway; 2) the lipoxygenase (LOX) pathway; or 3) the cytochrome P450 pathway. Recent expression studies, however, have shown that COx expression is not affected by EPA-availability [43, 52], and so far, no LOX genes have been found in *Daphnia* species [43]. Overall, our study delivers a profound insight into EPA-connected metabolism, and indicates that a transformation into endocrine signalling may rely on Cytochrome P450-based conversions; these outcomes should be explored in detail by further studies.

## Conclusions

This study illuminates the plastic transcriptional responses in *Daphnia magna* to different food types and temperature regimes. The expression patterns in different phenotypes were highly dependent on the dietary availability of the ω3-polyunsaturated fatty acid EPA. Our results suggest a distinct cascade effect, utilizing different forms of cytochrome P450 to mediate sensing the essential EPA compound by transformation and subsequent G-protein signalling. Affected target genes then stimulate further transcription, upregulate transport mechanisms of intermediates, and stimulate cellular growth and reproduction. Altogether, this promotes a positive overall physiological performance. This is the first time that the orchestrating gene responses of *Daphnia* to these stimuli are explicitly demonstrated. Our study thus reveals some of the molecular mechanisms underlying the positive effects of a particular dietary omega-3 fatty acid, and constitutes an important resource of transcriptional patterns, even in genes with little or no annotation. Further, we propose that many new candidates for future investigations on the characterisation of EPA-related pathways are to be found in the currently uncharacterised genes (see expression profiles: Additional file 4), which can be now be annotated to be EPA-responsive.

Since cladoceran zooplankton forms the link in the trophic transfer of matter and energy between primary producers to higher levels in the food chain, this is an important step for our understanding of resource-driven limitation at the aquatic plant-herbivore interface.

## Methods

### Food cultures

The green alga (GA) *Acutodesmus obliquus* and the cyanobacterium (CY) *Synechococcus elongatus* served as food sources. The diets were chosen to monitor effects of the fatty acid EPA via supplementation, as they do naturally not contain long chain (> 18 C) ω3 PUFAs [50, 70, 71].

Respective culture conditions of all used food sources are listed in Table 2.

**Table 2:** Algal and cyanobacterial culture conditions and respective growth media

Organism	Strain	Medium	Culture conditions	Temperature and light conditions
Green alga *Acutodesmus obliquus*	SAG 276-3a	Z/4 [72]	5 L semi-continuous batch culture with a 20% Vol. replacement with fresh sterile medium every other day	20 °C and a constant light intensity
Cyanobacterium *Synechococcus elongatus*	SAG 89.79	Cyano [73]	chemostat at a dilution rate of 20% d^−1^	of ~ 60 μmol photons m^−2^ s^−1^

### Animals and experimental design

*Daphnia magna* originating from the pond Driehoek in Heusden (clone P132.85; The Netherlands; N51°44′01″, E5°08′17″) were used for the experiments. Aerated tap water was aged for at least 2 days and was used as culture medium after sterile-filtration (45 μm). The animals were kept under dim light conditions and were pre-cultured at either 15 °C, or 20 °C for at least 2 months. A maximum density of 15 individuals L^− 1^ was not exceeded. Feeding was based on green algal diet (*A. obliquus*) with a standardized amount of 2 mg carbon L^− 1^ every second day during pre-culture.

Juveniles for experiments originated from the third clutch (parthenogenetic offspring) and were collected within 8 h after release from the mothers’ brood pouch. After pooling, neonates were randomly distributed into vessels containing 600 ml tap water with experimental diet and were either incubated at 20 °C or 15 °C. The exposure medium with food and supplements was exchanged on a daily basis (20 °C) or every other day (15 °C).

Food treatments comprised a green algal (GA), or cyanobacterial (CY) basal diets, as well as supplemented treatments with EPA liposomes (GA + EPA, CY + EPA). To control that liposomes themselves had no effect we included a control (GA + C) supplementing the empty vector. All conditions were replicated with *n* = 5. Each replicate comprised 15 individuals.

Liposomes were prepared as according to Martin-Creuzburg et al., 2008 [74]. Individuals were sampled when they reached maturity, indicated by the deposition of the first clutch of eggs into their brood pouch. As *D. magna* requires a minimum of PUFASs and sterols to produce offspring [8], cyanobacterial diets were further supplemented with at alpha linoleic acid (ALA, C-18:3 ω3) and cholesterol to ensure the reach of the sampling end-points. The total supplementation loading for all treatments was standardized to a concentration of 320 μl liposomes L^− 1^.

Sampling was carried out by picking single individuals, rinsing them twice with deionized water, blotting them dry with lint-free tissue and shock-freezing them by use of liquid nitrogen. Samples were stored at − 80 °C until extraction of RNA or fatty acids. Two individuals from each vessel were used for somatic growth rate analysis.

### Daphnia fitness parameters

Somatic growth rates were monitored using the mean dry weight of two adult individuals from each replicate vessel when reaching maturity. As a reference we used the mean dry weight of 40 neonates at the beginning of the respective experimental temperature. All collected animals were rinsed with deionized water and then dried for 24 h at 60 °C. Drying and mass determination was done in (pre-weighed) aluminium boats. Somatic growth rates (SGR) were determined in accordance to Lampert et al. [45] to monitor whole animal fitness by the formula:

$$ SGR=\left[\right(\ln \left({m}_t\right)-\ln \left({m}_0\right)\Big]/t. $$

As *Daphnia* grows with an exponential rate, the natural logarithms were applied to final weights m_t_ from each replicate and to the starting weight m_0_ to calculate the net weight gain by their difference. Growth rates were than put into relation to the time period t, the number of days until reaching maturity, which was indicated by formation of the first clutch of offspring in their brood chamber [75].

### Fatty acid composition

The analysis of fatty acid composition was done by means of fatty acid methyl esters (FAME), which were subsequently quantified by gas chromatography (GC). For each treatment 3 mature *D. magna* from each replicate (previously stored at − 80) were extracted with 5 ml extraction reagent (ExR, dichloromethane/methanol (2:1, v:v)) over night at 4 °C. Internal standards with uneven length of the fatty acid chain, which do not naturally occur in *Daphnia* or Alga, were added to the extraction as a mass reference: 10 μg heptadecanoic acid methyl ester (C-17:0 ME) and 5 μg tricosanoic acid methyl ester (C-23:0 ME). The extract was mixed on a vortexer and then sonicated for 1 min. The extract was collected using a glass Pasteur pipet and another 3 ml ExR were added to the tube containing the daphnids. After a second round of vortexing and sonication extracts were pooled and centrifuged at 5.000 rpm for 5 min at room temperature to remove cellular debris. The solvent was evaporated under a constant stream of nitrogen until the sample was dried. By adding 5 ml of 3 N methanolic HCl and incubation at 70 °C for 20 min the sample was transesterified to built FAMEs. Extraction of FAMES was carried out by adding ~ 2 ml isohexane, vigorously vortexing for a minute and collection of the upper liquid phase. The remaining phase was again extracted with isohexane to minimize loss FAMES that were not transferred in the first round. After solvent evaporation, FAMEs were collected from the glass vial by pipetting 3 × 100 μl, rinsing the walls of the vial. The extract was collected in a HPLC-vial. Again, the solvent was evaporated and FAMEs were finally dissolved in 50 μl isohexane to concentrate and standardize samples for the GC measurement. For all measurements 1 μl FAME-extract was analyzed on a 6890-N GC System (Agilent Technologies, Waldbronn, Germany) equipped with a DB-225 capillary column (30 m, 0.25 mm i.d., 0.25 μm film thickness, J&W Scientific, Folsom, CA, USA). The instrument was run with the following settings: injector and FID temperatures were 200 °C; the initial oven temperature was 60 °C for 60 s, followed by a thermal ramp to 180 °C with 2 °C/s, then a ramp to 200 °C with 0.83 °C/min followed by 630 s at 200 °C, followed by ramp to 220 °C with 2 °C/s followed by 630 s at 220 °C; helium with a flow rate of 0.025 ml/s was used as the carrier gas. The fatty acids were then quantified by referring to the mass and signals of internal standards and to standards for each FAME from mixtures of known composition [5, 76]. Each calibration for single FA had a correlation coefficient > 0.98. Single fatty acid contents were related to the carbon content of the body tissue using the previously determined carbon to dry mass conversion factor for body tissue, 0.41 μg carbon (μg dry mass)^− 1^ [77].

### Nucleic acid preparation and sequencing

Based on their different fitness at the physiological level, which was monitored by means of somatic growth rates, we selected sample pools for RNA extraction. From both experimental temperatures we prepared RNA from 4 treatment groups for sequencing with 3 replicates each. We did not include the GA (only food) treatment, as there were no differences to GA + C on physiological level (SGR) or in PUFA composition. We pooled the material of 5 specimens for each replicate to ensure appropriate amounts for RNA extraction and comparability. We used the NucleoSpin RNA extraction kit (Machery und Nagel, Düren/Germany) according to the manufacturer’s instructions for total RNA extraction. To ensure, that traces of genomic DNA do not give false signals, we additionally used the Turbo DNA-free Kit (Invitrogen, Karlsruhe/Germany) as an additional clean-up. The RNA-extract was analyzed on a Bioanalyzer (Agilent Technologies, Santa Clara/USA) to determine quality and quantity of the RNA. Samples with OD_280_/OD_260_ ≥ 2.0, OD_280_/OD_230_ ≥ 2.0 and RIN ≥ 8.0 were used for sequencing. The following cDNA library construction, fragmentation as well as sequencing was conducted at the University of Cologne’s ‘Cologne Centre for Genomics’ (CCG). cDNA libraries were built for each sample and subsequently sequenced on an Illumina HiSeq 4000 platform in the paired-end 75 bp –mode. All 30 samples were run in pools (5 treatment groups with 3 replicates at two temperatures) distributed to two lanes. The first raw data cleaning (clipping and trimming) was done by the CCG as well using Trimmomatic [78].

### Data analysis and processing

We sequenced mRNA of pools of 5 *D. magna* individuals from 4 different food treatments (GA + C, GA + EPA, CY, CY + EPA) originating from either 15 °C, or 20 °C with 3 replicates each. We used FastQC [46] to monitor sequence quality at a critical threshold score > 30, which was passed for samples. Reads originating from single treatment replicates were mapped to *D. magna* genome (NCBI BioProject accession No. PRJNA298946, comprised of ~ 130 million bases) to gather single specific expression profiles. The reference database (v2.4) contains 26.646 translations (open access since April 2016). We used RSEM v.1.2.31 [79] connected to bowtie2 [80] for mapping and to generate FPKM values for transcript analysis.

To gather a more functional overview, we assigned the translations of genomic sequence data with orthologous groups using the eggNOG v. 4.0 database [81]. In particular, we assigned sequences with artNOGs (arthropod Non supervised Orthologous Groups, composed of 21 species in this group), which are grouped in COG (Categories of Orthologous Groups). For assignments we used BLASTp at an e-value cut-off ≤10^− 3^ and a HSP cut-off length ≥ 33 bases to provide additional information for categorization.

For differential gene expression analysis we used MeV software v. 4.8.1 [82] connected to edgeR [83]. Two-Way ANOVA was used on the basis of normalized FPKM values to identify differently expressed genes driven by EPA-availability and temperature at respective basal food sources.

In addition, t-tests were conducted between treatments within temperatures, or vice versa characterise gene expression profiles at a critical threshold of *p* ≤ 0.01. Responsive transcripts were analysed via cross-match (Hulsen, de Vlieg, & Alkema, 2008) to gather consensus lists.

### Data validation

To corroborate the RNA-seq data, we examinated the gene expression profiles of five selected candidate and housekeeping genes from our RNA-seq experiment in comparison to qPCR data from literature.

Selected transcripts were assessed in a former qPCR-study by Schlotz et al. [42], who monitored the transcriptomic response of *Daphnia magna* fed with different natural food types. The experiments were carried out at 20 °C and daphnids were fed with either a green alga (*Scenedesmus obliquus*, now *Acutudesmus obliquus*), or a cryptomonad (*Cryptomonas* spec.) until the generation of the third clutch of offspring. Cryptomonads naturally contain numerous omega-3-fatty acids, including EPA.

Schlotz et al. observed increased levels of vitellogenin [42] when the EPA-rich *Cryptomonas* spec. Was fed to *D. magna*. We made similar observations in a recent feed supplementation study [43], where *D. magna* fed with a green alga (*Acutodesmus obliquus*) showed lower levels of vitelloginin transcripts than EPA-supplemented daphnids. The same pattern was detectable in our RNA-seq data. 

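The files name KZS21011.1, KZS21012.1 and KZS06496.1 uncharacterised proteins, and each shares reads with another gene in all 15 libraries. At 15 °C KZS21011.1, on scaffold LRGB01000084.1 from 460305 to 463592, had 28.6 ± 1.83 CPM on GA, 48.0 ± 4.59 on GA + EPA, 61.0 ± 16.8 on CY and 59.1 ± 6.55 on CY + EPA. KZS21012.1 had 65.1 ± 6.75 CPM on GA, 103 ± 5.58 on GA + EPA, 100.0 ± 7.68 on CY and 101 ± 16.9 on CY + EPA, and KZS06496.1 had 9.31 ± 0.902 CPM on GA, 15.4 ± 1.10 on GA + EPA, 16.5 ± 2.95 on CY and 17.2 ± 1.18 on CY + EPA. With EPA on GA their log2 fold changes were 0.75 (standard error 0.10, edgeR adjusted p = 0.0972), 0.67 (standard error 0.10, edgeR adjusted p = 0.0973) and 0.73 (standard error 0.11, edgeR adjusted p = 0.0973), in the same order. Every library with EPA was above every library without for each of them (exact permutation test, two-sided, p = 0.1, the smallest possible). None was called over all genes by edgeR, while DESeq2 called all 3. They were also called by edgeR when adjusted over the list alone, here the paper's named genes (edgeR adjusted p = 0.00438 each), which is not independent evidence because the paper chose them on these samples. With EPA on CY they changed by -0.05 (standard error 0.21, edgeR adjusted p = 1.000), 0.01 (standard error 0.13, edgeR adjusted p = 1.000) and 0.05 (standard error 0.15, edgeR adjusted p = 1.000). These signs turned when single libraries were left out, and that of KZS21011.1 also with limma on the FPKM scale. In CRY, the group fed *Cryptomonas*, the log2 fold changes of the 3 genes against GA lay between 0.07 and 0.12. None of them reached an unadjusted p of 0.01 there. Over all 17 tested genes named vitellogenin, 14 were higher in CRY than in GA, with a median of 2.87. 

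**Figure D1:**
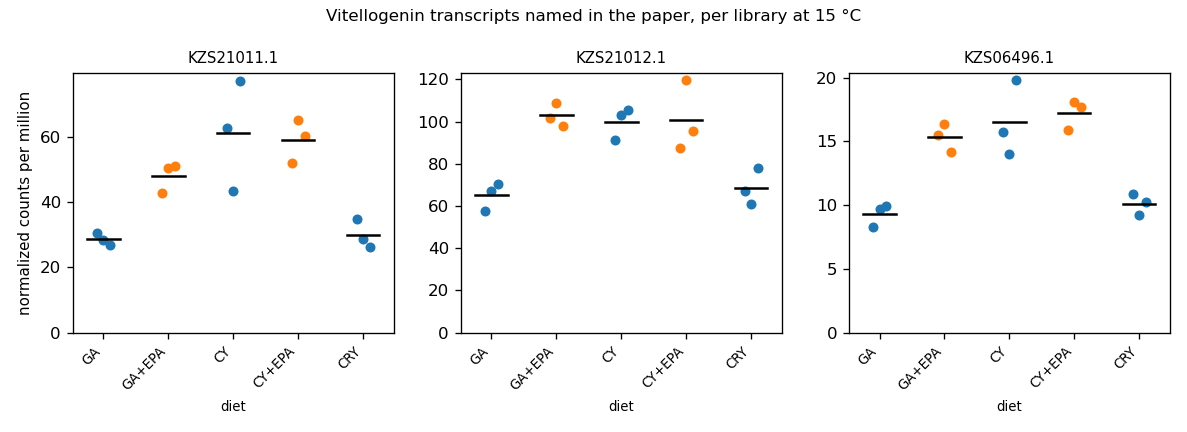
CPM of KZS21011.1, KZS21012.1 and KZS06496.1 in the libraries of each group at 15 °C. Each point is 1 library, and the horizontal lines give the mean of 3. On GA the libraries with EPA lie above those without, and on CY they overlap.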

Vitellogenin transcripts (product accessions KZS21011.1, KZS21012.1 and KZS06496.1) were significantly increased (2-way ANOVA) when dietary EPA was available (in the set of “significant to food GA”).

The transcript for juvenile hormone was another target in the study of Schlotz et al. [42]. They observed increased levels of juvenile hormone transcripts when *D. magna* were fed the EPA-rich food source *Cryptomonas* sp. The same pattern was detectable in our RNA-seq data (product accession KZS09289.1). Juvenile hormone was significantly increased (2-way ANOVA) when dietary EPA was available to *D. magna*.

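The gene that the paper gives for juvenile hormone, KZS09289.1, is annotated as putative Juvenile hormone-inducible protein 26 on scaffold LRGB01002078.1 from 3056 to 4075. At 15 °C it had 9.82 ± 0.828 CPM on GA, 11.5 ± 1.31 on GA + EPA, 11.8 ± 3.61 on CY and 7.84 ± 0.439 on CY + EPA. With EPA it changed by 0.24 (standard error 0.12, edgeR adjusted p = 0.348) on GA and by -0.60 (standard error 0.24, edgeR adjusted p = 1.000) on CY, and on each diet the libraries of the groups overlapped. The difference between the diets was 0.80 (standard error 0.28, edgeR adjusted p = 0.354).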

Fatty acid binding protein 3 was another candidate gene derived from the study of Schlotz et al. [42]. They found a down-regulation when *D. magna* were fed the EPA-rich food source *Cryptomonas* sp. We detected the same pattern in our RNA-seq data when dietary EPA was available to *D. magna* (product accession KZS18357.1).

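KZS18357.1 is annotated as a brain-type fatty acid-binding protein on scaffold LRGB01000512.1 from 101507 to 102499 and shares reads with another gene in 1 library. At 15 °C it had 6.37 ± 0.782 CPM on GA, 5.81 ± 0.517 on GA + EPA, 5.72 ± 0.208 on CY and 5.37 ± 0.333 on CY + EPA. Its log2 fold change with EPA was -0.13 (standard error 0.14, edgeR adjusted p = 0.648) on GA and -0.10 (standard error 0.14, edgeR adjusted p = 1.000) on CY, with overlapping groups on both diets.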

We further compared the expression of two housekeeping genes in our RNA-seq data (from the set “food GA non-significant”) with qPCR expression data from earlier, published studies: Schwarzenberger et al. [84, 85] and Windisch and Fink [6] used glycerinaldehyde-3-phosphate dehydrogenase (GAPDH) for normalisation of qPCR data. 

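Of the accessions that the paper gives for GAPDH, KZS01487.1, KZS01268.1 and KZR98522.1 are annotated as glyceraldehyde-3-phosphate dehydrogenase, KZS15286.1 as a glycerol-3-phosphate dehydrogenase 1-like protein, and KZS06031.1 and KZS02020.1 as WD repeat proteins, and KZS98609.1 is absent from the annotation. At 15 °C KZS01268.1, KZR98522.1 and KZS02020.1 had a count of 0 in all 12 libraries of the GA, GA + EPA, CY and CY + EPA groups. KZS01487.1 had 941 ± 30.8 CPM on GA, 923 ± 66.9 on GA + EPA, 1142 ± 70.9 on CY and 1198 ± 85.2 on CY + EPA. It changed with EPA by -0.02 (standard error 0.08, edgeR adjusted p = 0.885) on GA, where the sign turned without GA + EPA replicate 3, by 0.06 (standard error 0.10, edgeR adjusted p = 1.000) on CY, and in CY against GA by 0.25 (standard error 0.08, edgeR adjusted p = 0.101). KZS15286.1 changed by 0.31 (standard error 0.09, edgeR adjusted p = 0.164) with EPA on GA, -0.12 (standard error 0.10, edgeR adjusted p = 1.000) with EPA on CY and 0.37 (standard error 0.08, edgeR adjusted p = 0.0324) in CY against GA, where DESeq2 and all 15 libraries in one fit called it. KZS06031.1 changed by 0.44 (standard error 0.17, edgeR adjusted p = 0.233), -0.22 (standard error 0.16, edgeR adjusted p = 1.000) and 0.17 (standard error 0.15, edgeR adjusted p = 0.505) in the same comparisons, and in CY against GA its sign turned on the FPKM scale.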

Respective transcript levels in our RNA-seq data (product accessions KZS15286.1, KZS06031.1, KZS02020.1, KZS01487.1, KZS01268.1, KZS98609.1, KZR98522.1) also displayed only minor variation among treatments, thus corroborating the house-keeping character of the target gene.

Similarly, Succinate Dehydrogenase (Suc-DH), used in the studies mentioned above [84, 85], did not appear to be under differential regulation under the different treatments of our study (product accessions KZS06688.1, KZS04241.1, KZR98715.1, KZS19960.1, KZS19824.1). 

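Among these accessions the files name KZS19960.1 the iron-sulfur subunit and KZS19824.1 the cytochrome B small subunit of succinate dehydrogenase. KZS04241.1, which shares reads in all 15 libraries, and KZR98715.1 are assembly factors, and KZS06688.1 is calcium uptake protein 1. At 15 °C the 5 genes changed with EPA by -0.37 to 0.03 on GA and by 0.03 to 0.54 on CY, and by -0.68 to 0.26 in CY against GA, and 0 were called in any of these comparisons. At an unadjusted p under 0.05, KZR98715.1 and KZS19824.1 passed in CY against GA. KZS19960.1 had 162 ± 6.29 CPM on GA, 153 ± 3.55 on GA + EPA, 152 ± 8.11 on CY and 160.1 ± 3.47 on CY + EPA, and changed by -0.08 (standard error 0.07, edgeR adjusted p = 0.539) with EPA on GA. KZS19824.1 had 46.5 ± 1.12 CPM on GA, 44.9 ± 2.64 on GA + EPA, 56.9 ± 5.32 on CY and 58.3 ± 4.38 on CY + EPA. The largest changes were in KZR98715.1, with -0.37 (standard error 0.16, edgeR adjusted p = 0.281) with EPA on GA, 0.54 (standard error 0.30, edgeR adjusted p = 1.000) with EPA on CY and -0.68 (standard error 0.23, edgeR adjusted p = 0.103) in CY against GA. For KZS06688.1 and KZS04241.1 on GA, KZS19824.1 on CY and KZS06688.1 in CY against GA the sign turned when single libraries were left out, and for KZS06688.1 in CY against GA also with RLE scaling, with DESeq2 and with all 15 libraries in one fit.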

Taken together, our RNA-seq data match published expression pattern from literature determined via qPCR. This hence corroborates that our expression profiles determined via RNA-seq are representative and comparable to other methodologies and studies.

## Supplementary information

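Table S1 gives for each sample the reads sequenced and the share that mapped. The number of mapped pairs that follows from it was compared with the summed expected count of the 12 libraries of the GA, GA + EPA, CY and CY + EPA groups at 15 °C. In 10 libraries the ratio of the sum to the mapped pairs lay between 0.99994 and 1.00005. It was 0.954 for GA + EPA replicate 1 and 1.05 for GA + EPA replicate 2. The groups are unaffected by the numbering within a group.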

**Additional file 1: Table S1.** Summary of sequencing output and mapping success.

**Additional file 2.** Temperature significant gene expression profiles.

**Additional file 3.** EPA significant gene expression profiles and combined effects.

**Additional file 4.** Expression profiles of “poorly characterized” genes responsive to temperature, EPA and combined effects.

**Additional file 5: **Volcano plots of transcripts with LOG2-fold changes > 1 (identified by two-way ANOVA, based on means of triplicates in each group). Respective values were plotted against the adjusted *p*-values. A respective COG-annotation of single transcripts was included by colour of the data points. Single data points were also labelled with product accession numbers for identification. The underlying data sets were exported as Additional file 6.

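Additional file 6 holds log2 fold changes with EPA for the paper's lists. Of the 1635 transcripts on GA, 382 were above 0 and 1249 below, and of the 175 on CY 94 and 77. On GA, 1519 of 1534 transcripts compared had the same sign in the test at 15 °C (99.0%, 95% Wilson interval 98.4 to 99.4%), with a Spearman correlation across transcripts of 0.999; on CY 127 of 130 did (97.7%, 93.4 to 99.2%). Transcripts are not independent replicates, so the interval covers counting error only. The values of the file equal the log2 ratio of the mean FPKM of the 15 °C libraries within 0.01 in 1594 of 1609 transcripts on GA and 150 of 159 on CY, so that the fold changes come from these libraries alone. Leaving out single libraries kept the share with the same sign between 95.6 and 98.4% on GA, and between 95.5 and 99.2% on CY.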

**Additional file 6:** Datasets of responsive gene sets with LOG2-fold change values, adjusted p-values and the respective COG category.

## Data Availability

RNA-seq data are available at the NCBI sequence read archive under accession number SRP109969 with sample accessions SAMN07259933 - SAMN07259947 (20 °C) and SRS2947545 - SRS2947559 (15 °C). A detailed description and overview of the respective sampling material is available under the BioProject accession number PRJNA391248. The results of the RNA-seq experiment are also accessible under the GEO entry GSE130674.

## Abbreviations

+ C: Supplementation with control liposomes
+ E or EPA: Supplementation with EPA liposomes
ALA: Alpha linoleic acid, C-18:3 ω3
ANOVA: Analysis of variance
ARA: Arachidonic acid, C-20:4 ω6
artNOG: Arthropod non-supervised orthologous groups
BLAST: Basic Local Alignment Search Tool
bp: Base pair
C-17:0 ME: Standard for FAME analytics, heptadecanoic acid methyl ester
C-18: Fatty acids with total length of 18 carbon molecules
C-20: Fatty acids with total length of 20 carbon molecules
C-23:0 ME: Standard for FAME analytics, tricosanoic acid methyl ester
CCG: Cologne Centre for Genomics
cDNA: Complementary DNA
COG: Categories of orthologous groups
COx: Cyclooxygenase
CY: Cyanobacterium (here in particular of the species *Synechococcus elongatus*)
Cyano: Cyanophycea medium, used for the culture of *Synechococcus elongatus*)
CYP: Cytochrome p-450
DHA: Docosahexaenoic acid, C-22:6 ω3
DNA: Deoxyribonucleic acid
EETeTrs: Epoxyeicosatetraenoic acids
eggNOG: Database for orthologous groups hosed by the EMBL
EPA: Eicosapentaenoic acid, C-20:5 ω3
ExR: Extraction reagent for lipids extraction
FA: Fatty acid
FAME: Fatty acid methyl esters
FastQC: Quality assessment software for sequencing data
FPKM: Fragments per kilobase of exon model per million reads mapped
GA: Green alga (here in particular of the species *Acutodesmus obliquus*)
GC-FID: Gas chromatography-flame ionization detector
HEPE: Hydroxyeicosapentaenoic acids
HSP: High scoring pairs
LOX: Lipoxygenase
MeV: Multi Experiment viewer
MUFA: Monounsaturated fatty acid
NCBI: National Centre for Biotechnology Information
PUFA: Polyunsaturated fatty acid
Ran: Ras-related Nuclear protein
Ras: Protein family involved in G-Protein signalling
RNA: Ribonucleic acid
RNA-seq: Ribonucleic acid sequencing
rpm: Rotations per minute
SAFA: Saturated fatty acid
SAG: International acronym for Culture Collection of Algae at Göttingen University, Germany
SAPA: Substrate-associated protein A
SD: Standard deviation
SEM: Standard error of means
SGR: Somatic growth rate
THAP: Thanatos Associated Protein, indicates death-domain in protein
v:v: Percent of volumes
Z/4: Name of the medium used for *Acutodesmus obliquus* culture
ω3: Fatty acid species with unsaturation (carbon double bond) at the n-3 position
ω6: Fatty acid species with unsaturation (carbon double bond) at the n-6 position

# Supplementary material for: Transcriptome sequencing of a keystone aquatic herbivore yields insights on the temperature-dependent metabolism of essential lipids
**Source:** BMC Genomics. 2019 Nov 21;20:894. doi: 10.1186/s12864-019-6268-y
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Summary of sequencing output and mapping success.

Supplementary Tables

**Table 1:** **Summary of sequencing output and mapping success.**

| **Temperature** | **Treatment** | **Number of reads** | **Sequences flagged as poor quality** | **Seq. length** | **% GC content** | **Mapping success** |
| --- | --- | --- | --- | --- | --- | --- |
|  | CY-E #1 | 51493224 | 0 | 35-76 | 46 | 78.79 |
|  | CY-E #2 | 45486580 | 0 | 35-76 | 46 | 79.42 |
|  | CY-E #3 | 48302302 | 0 | 35-76 | 46 | 79.69 |
|  | CY+E #1 | 50584252 | 0 | 35-76 | 46 | 79.18 |
|  | CY+E #2 | 56803308 | 0 | 35-76 | 46 | 78.47 |
|  | CY+E #3 | 50936050 | 0 | 35-76 | 46 | 79.47 |
| 15°C | GA-E #1 | 52530620 | 0 | 35-76 | 46 | 80.12 |
|  | GA-E #2 | 46454188 | 0 | 35-76 | 46 | 80.29 |
|  | GA-E #3 | 54939898 | 0 | 35-76 | 46 | 80.23 |
|  | GA+E #1 | 50156498 | 0 | 35-76 | 46 | 79.99 |
|  | GA+E #2 | 48010156 | 0 | 35-76 | 46 | 79.76 |
|  | GA+E #3 | 47226976 | 0 | 35-76 | 46 | 80.2 |
|  | CY-E #1 | 57429222 | 0 | 35-76 | 46 | 79.34 |
|  | CY-E #2 | 54164982 | 0 | 35-76 | 46 | 80.82 |
|  | CY-E #3 | 50853402 | 0 | 35-76 | 46 | 79.75 |
|  | CY+E #1 | 49917634 | 0 | 35-76 | 46 | 79.89 |
|  | CY+E #2 | 55526990 | 0 | 35-76 | 46 | 79.91 |
|  | CY+E #3 | 58833380 | 0 | 35-76 | 46 | 80.95 |
| 20°C | GA-E #1 | 53185492 | 0 | 35-76 | 46 | 80.14 |
|  | GA-E #2 | 51957976 | 0 | 35-76 | 46 | 80.04 |
|  | GA-E #3 | 50926358 | 0 | 35-76 | 46 | 80.68 |
|  | GA+E #1 | 57620528 | 0 | 35-76 | 46 | 80.55 |
|  | GA+E #3 | 55729748 | 0 | 35-76 | 46 | 80.45 |
|  | GA+E #3 | 45555500 | 0 | 35-76 | 46 | 80.35 |

# Supplementary material for: Transcriptome sequencing of a keystone aquatic herbivore yields insights on the temperature-dependent metabolism of essential lipids
**Source:** BMC Genomics. 2019 Nov 21;20:894. doi: 10.1186/s12864-019-6268-y
**Supplement:** Supplementary file 2 — Additional file 2. Temperature significant gene expression profiles.

# Information storage and processing

## Category A - RNA processing and modification

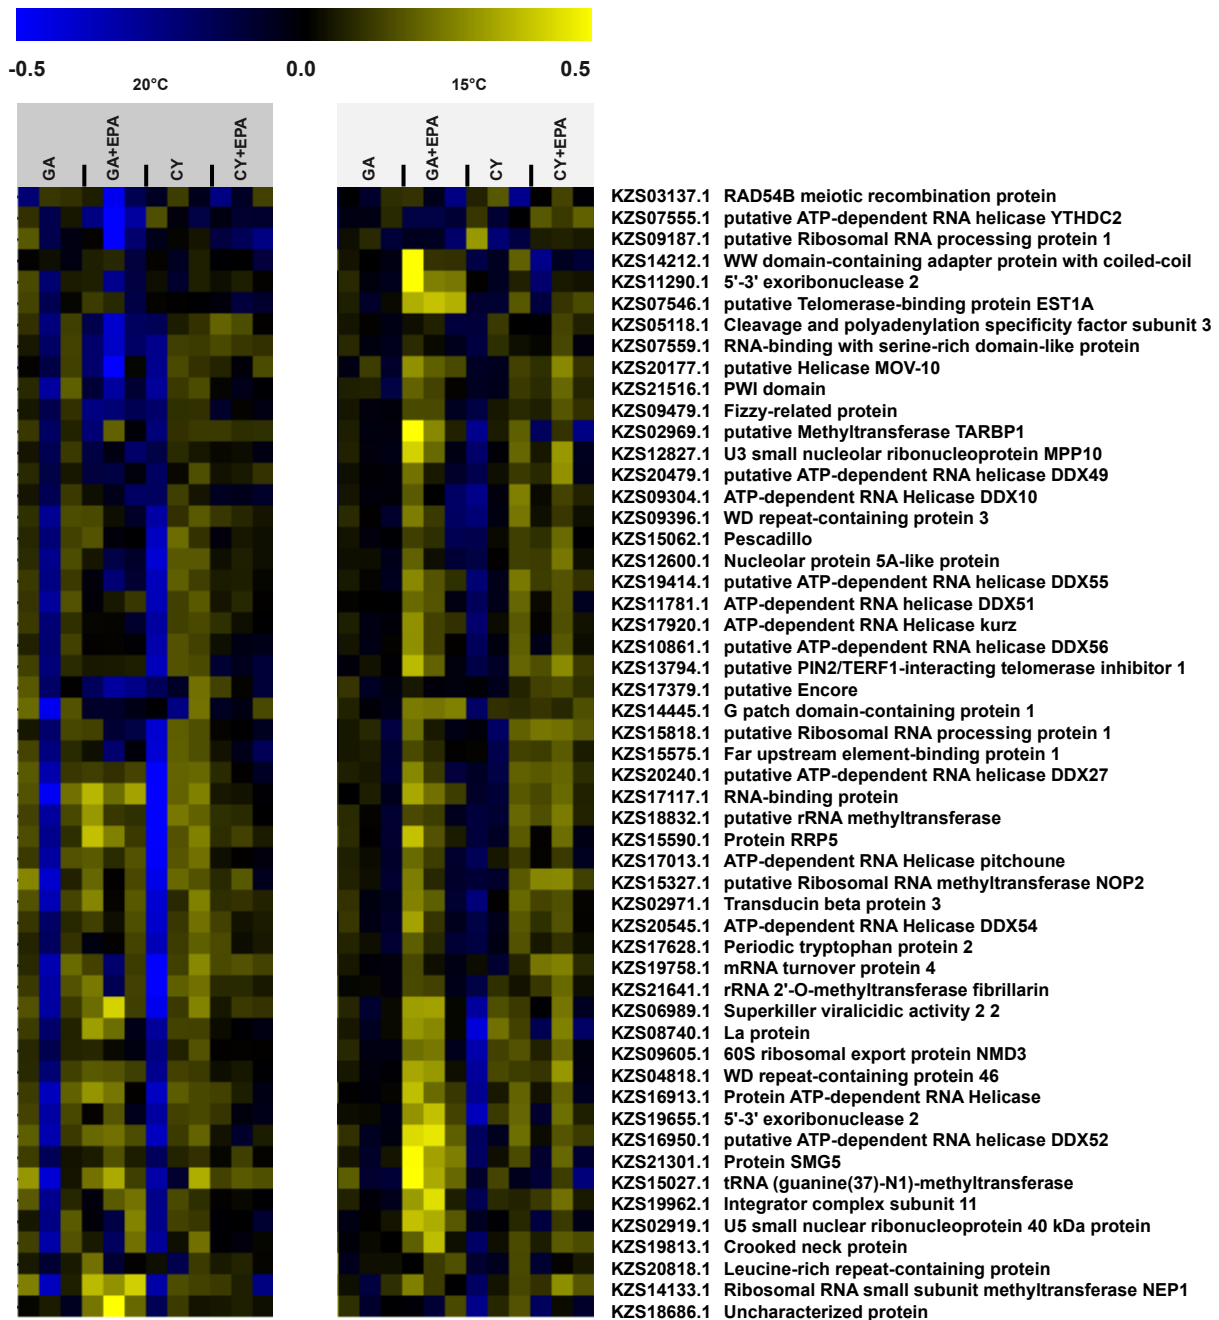

## Information storage and processing

### Category J - Translation, ribosomal structure and biogenesis

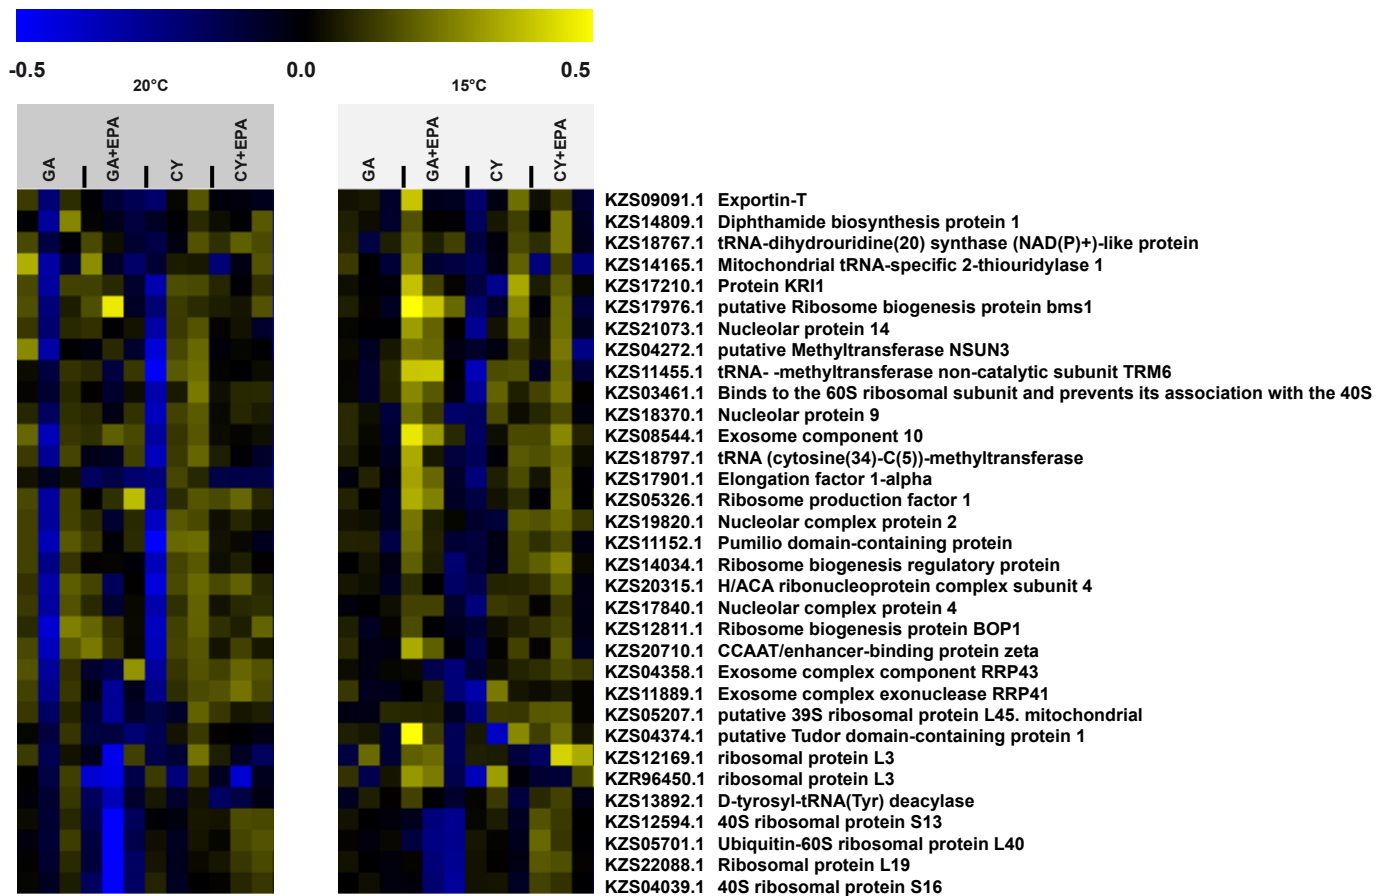

# Information storage and processing

## Category K - Transcription

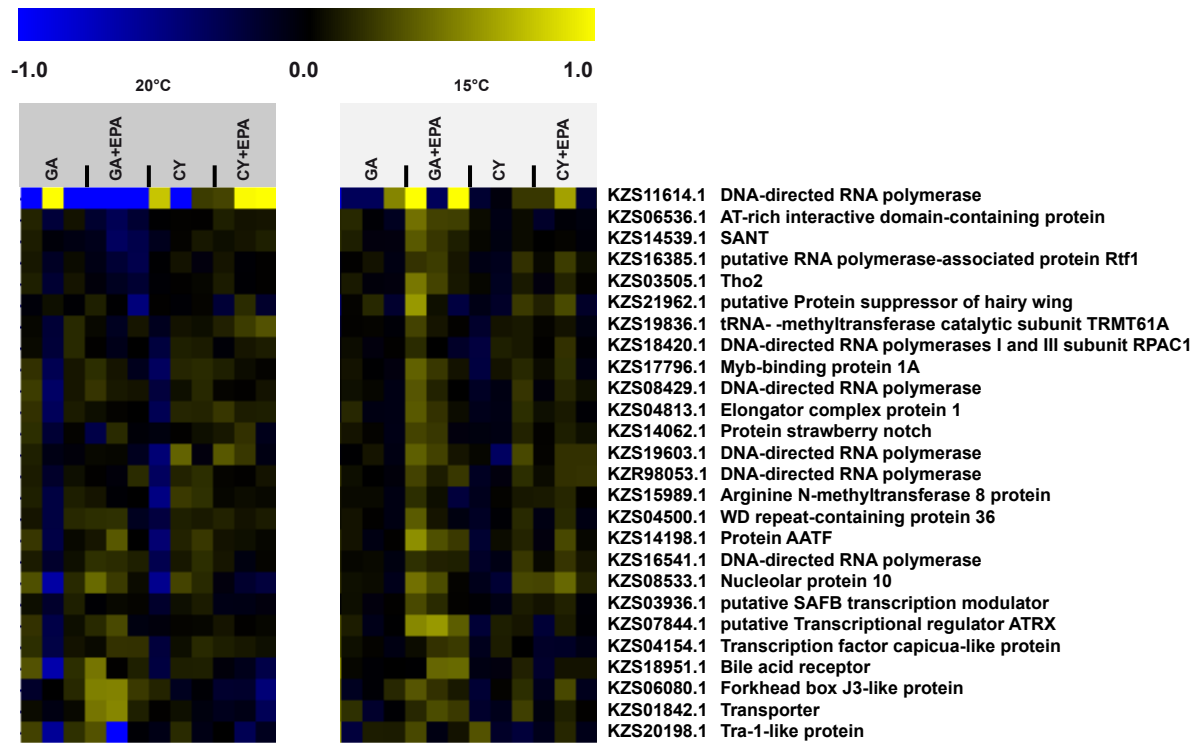

## Cellular processes and signalling

### Category O - Posttranslational modification, protein turnover, chaperones

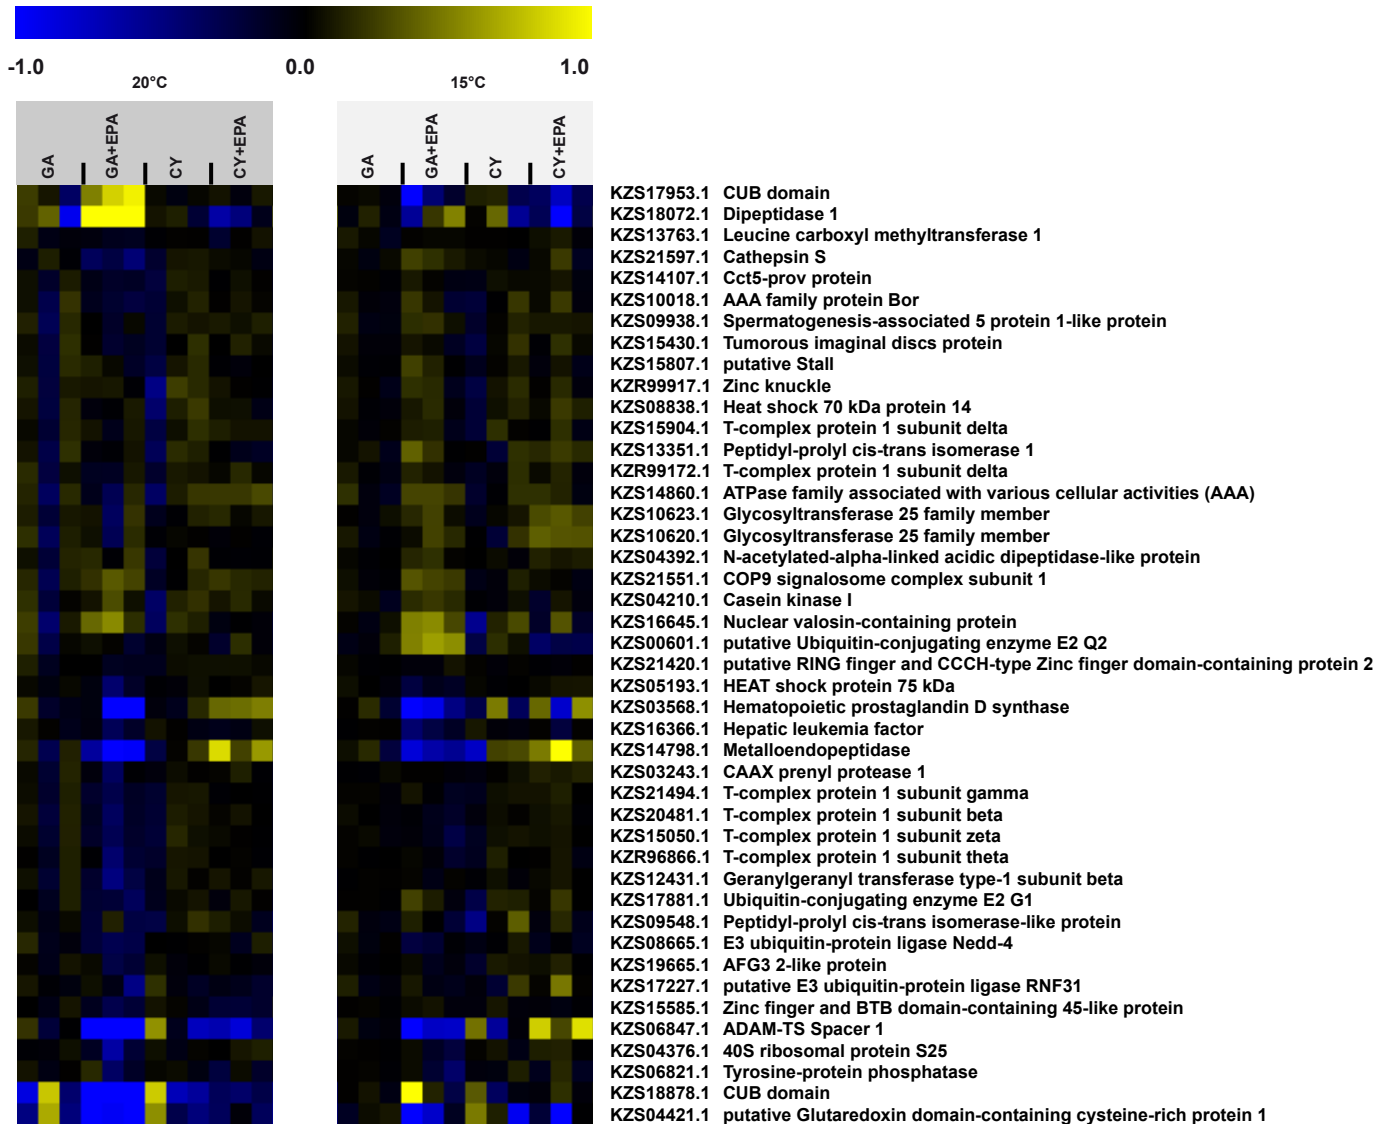

# Cellular processes and signalling

## Category T - Signal transduction mechanisms

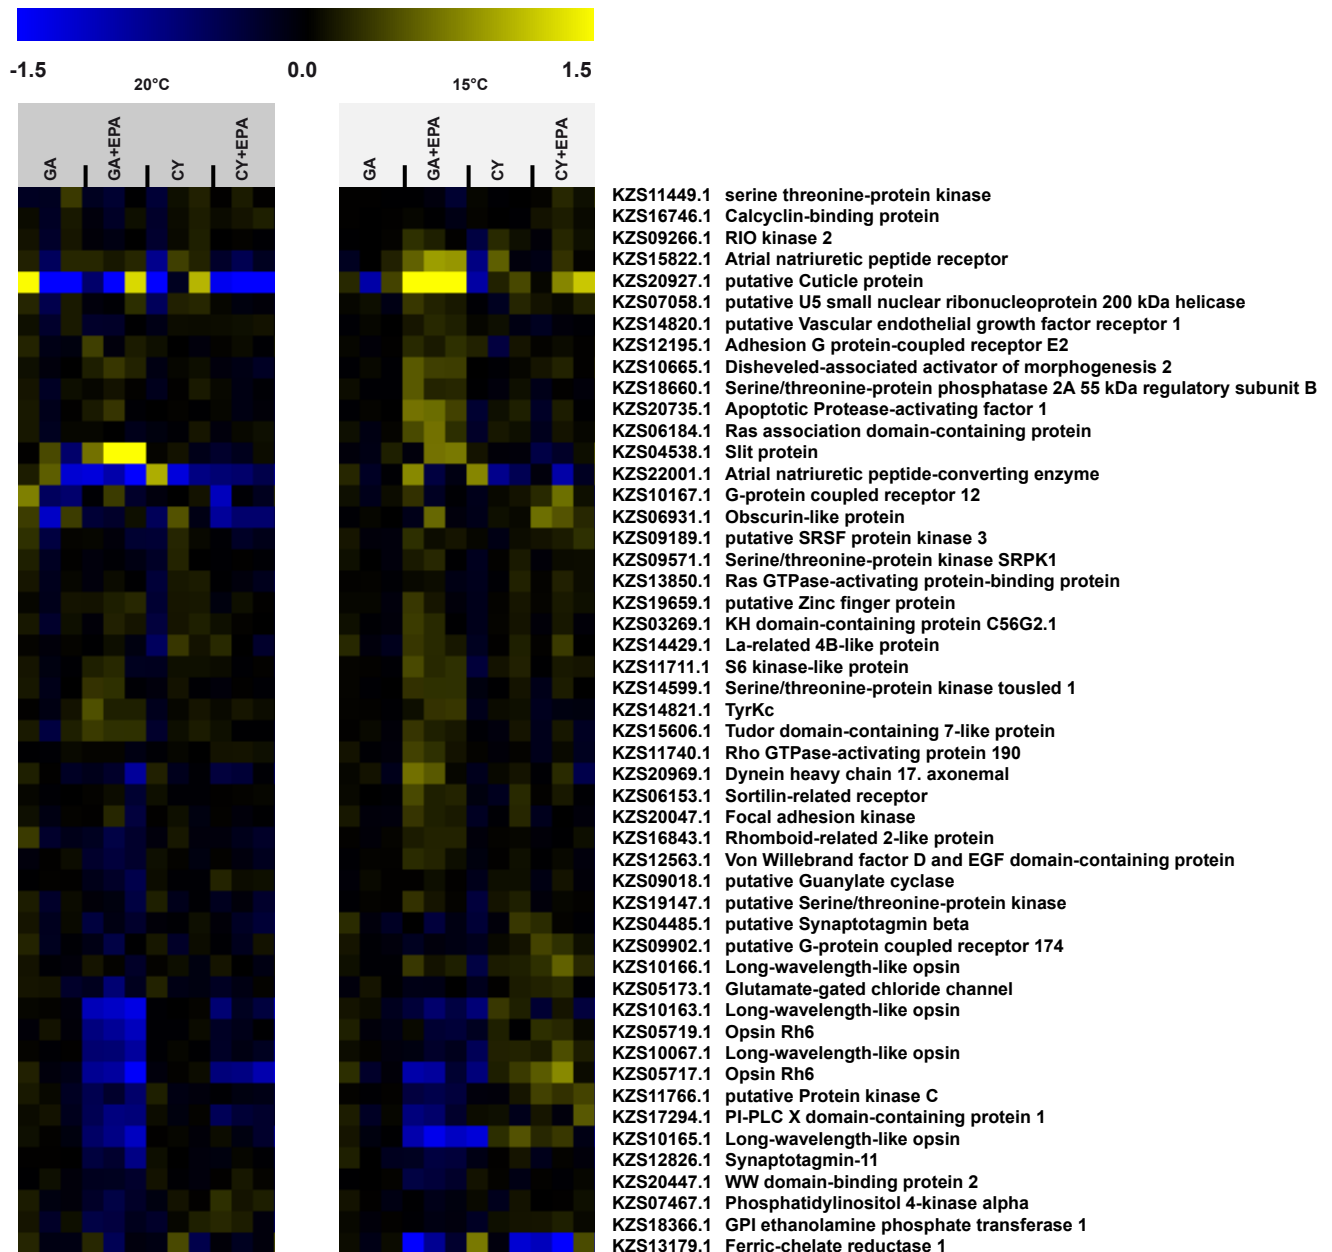

## Cellular processes and signalling

### Category U - Intracellular trafficking, secretion, and vesicular transport

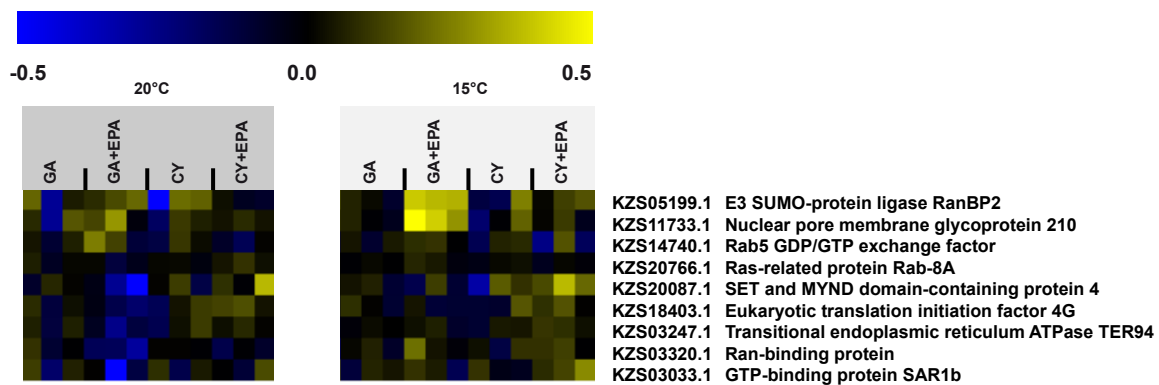

# Cellular processes and signalling

## Category Z - Cytoskeleton

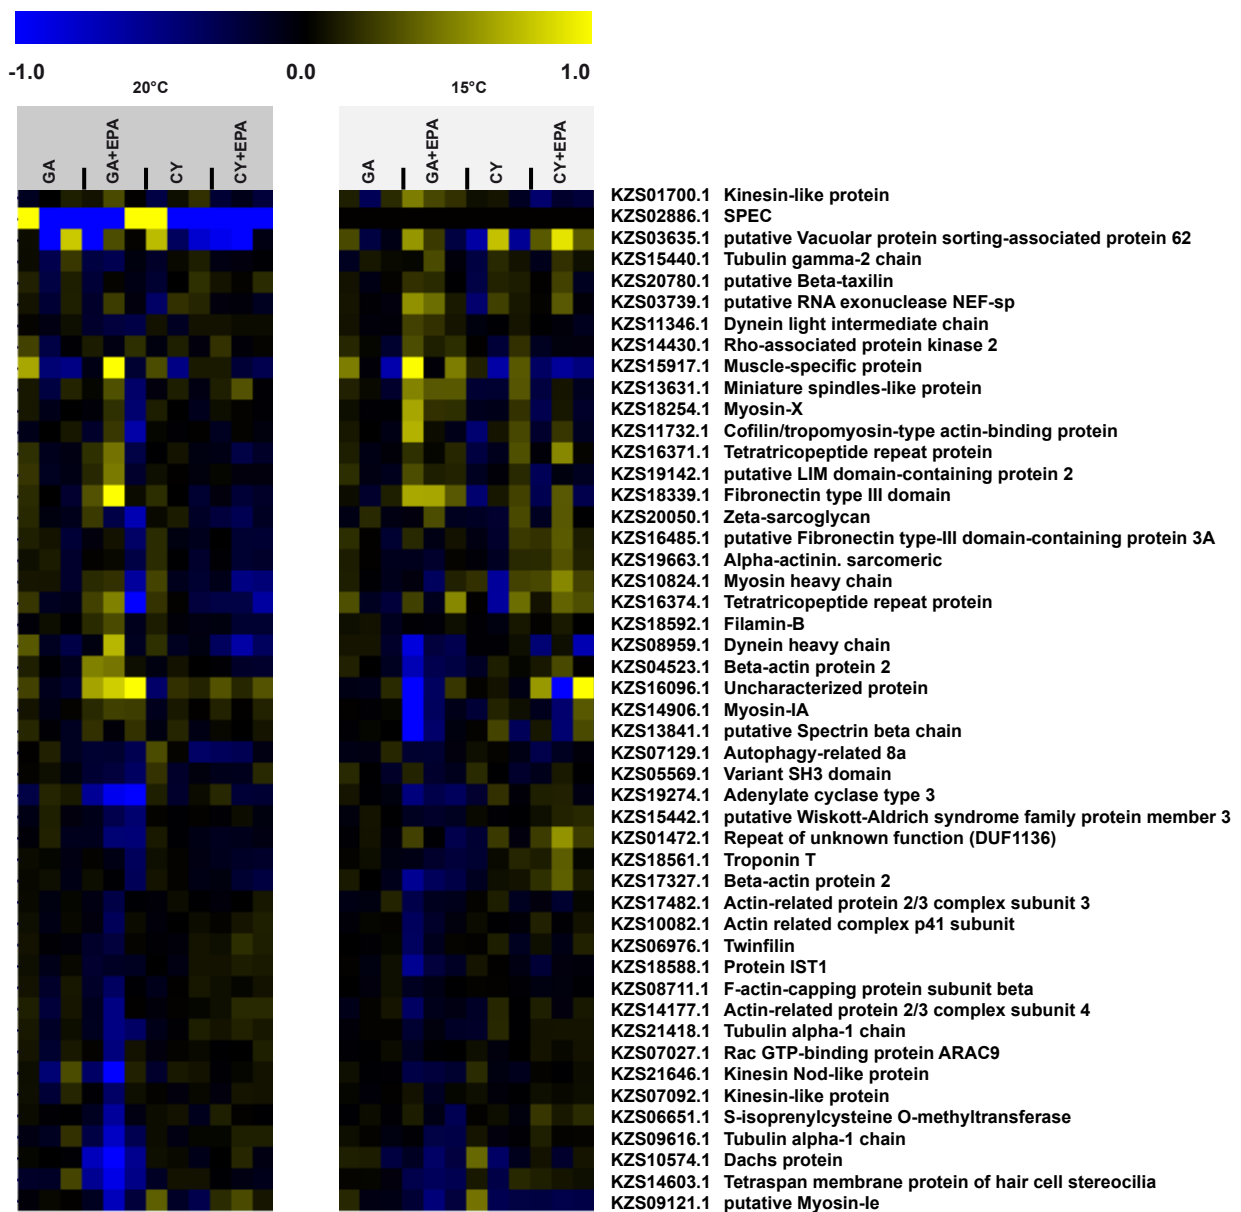

# Metabolism

## Category E - Amino acid transport and metabolism

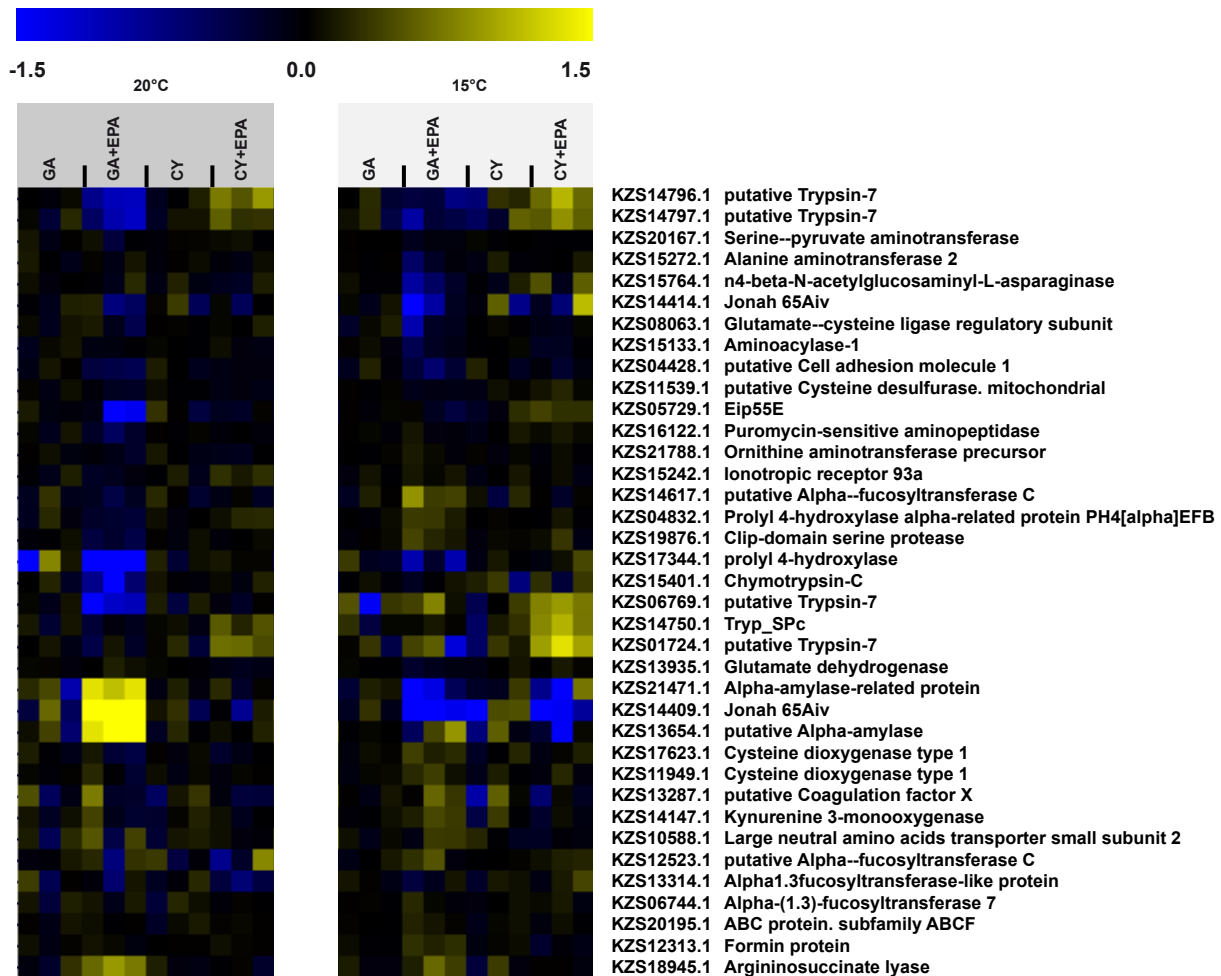

Metabolism

Category G - Carbohydrate transport and metabolism

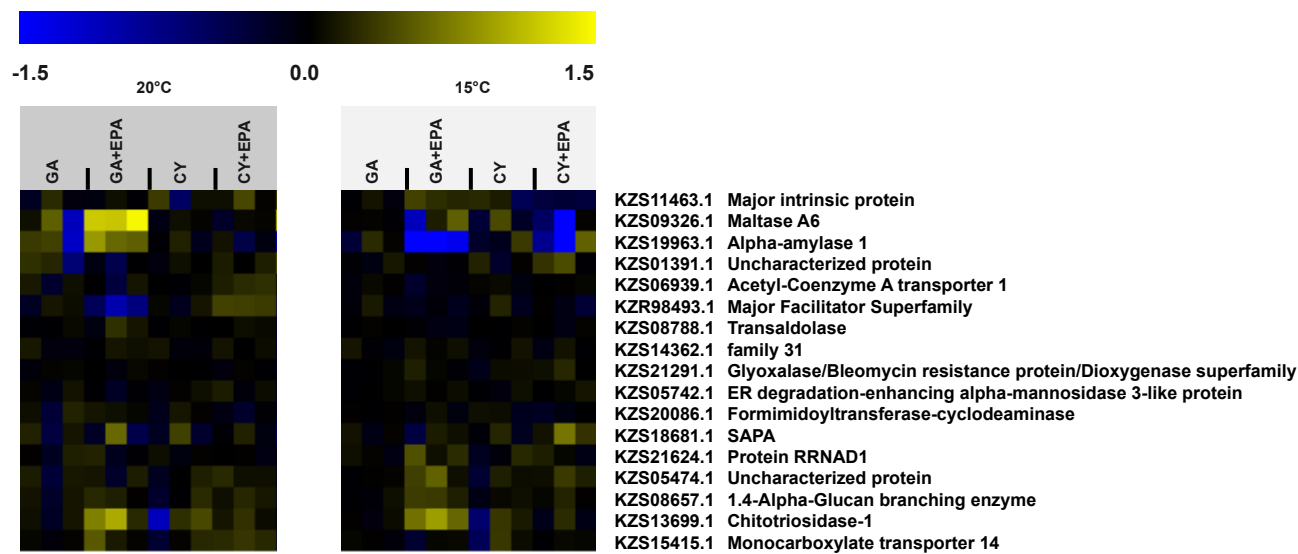

Metabolism

Category I - Lipid transport and metabolism

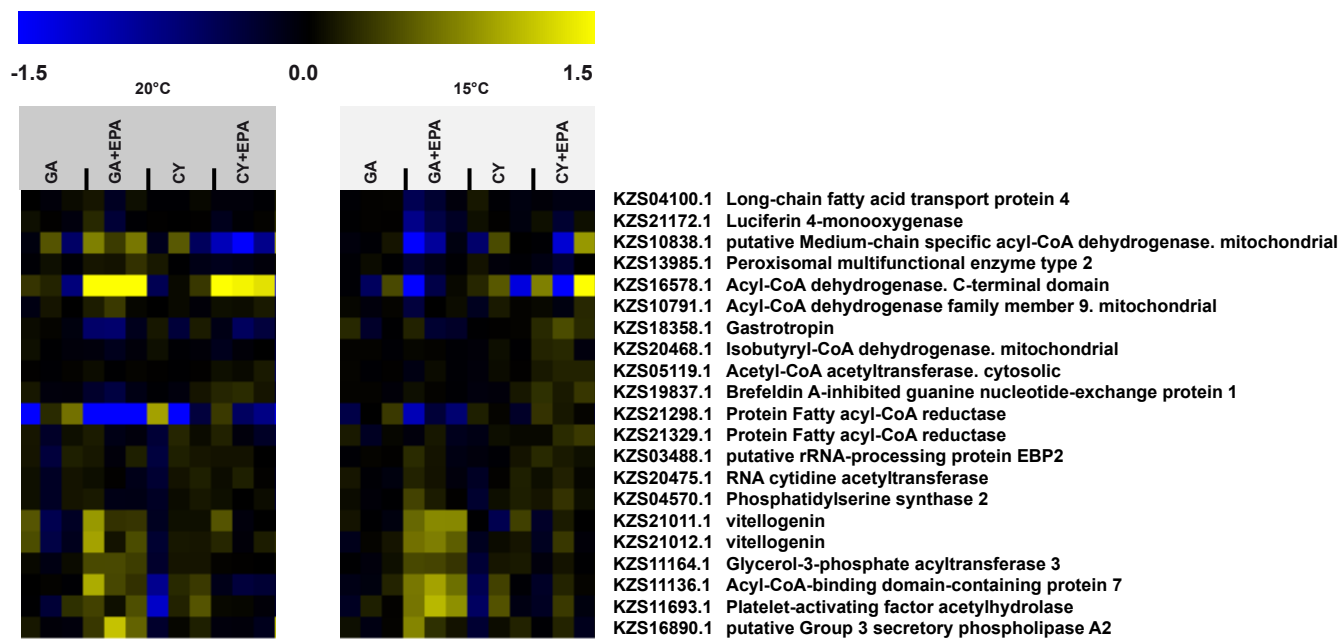

Metabolism

Category P - Inorganic ion transport and metabolism

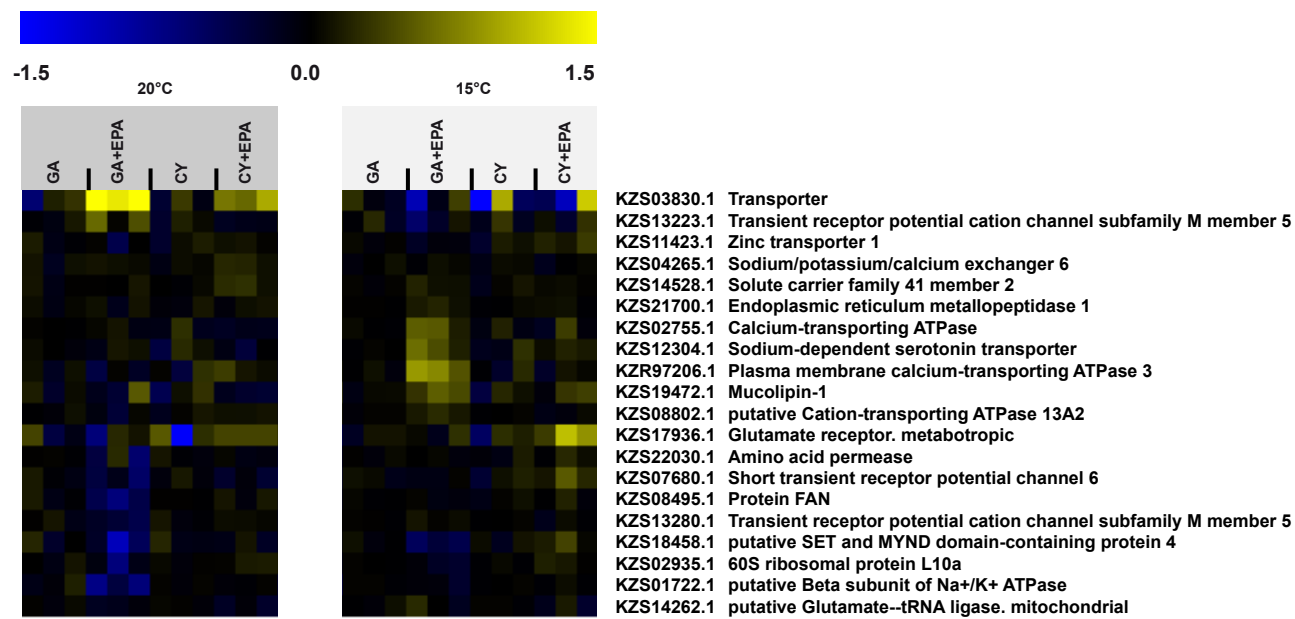

## Metabolism

### Category Q - Secondary metabolites biosynthesis, transport and catabolism

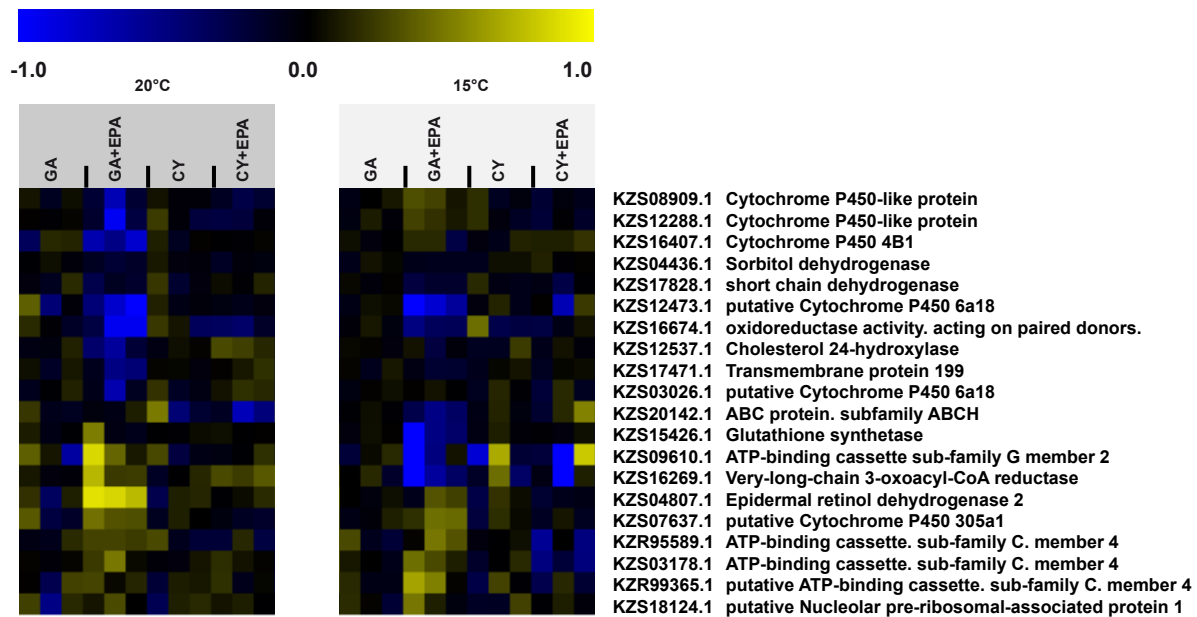

# Poorly characterized genes

## Category R - General function prediction only in artNOG

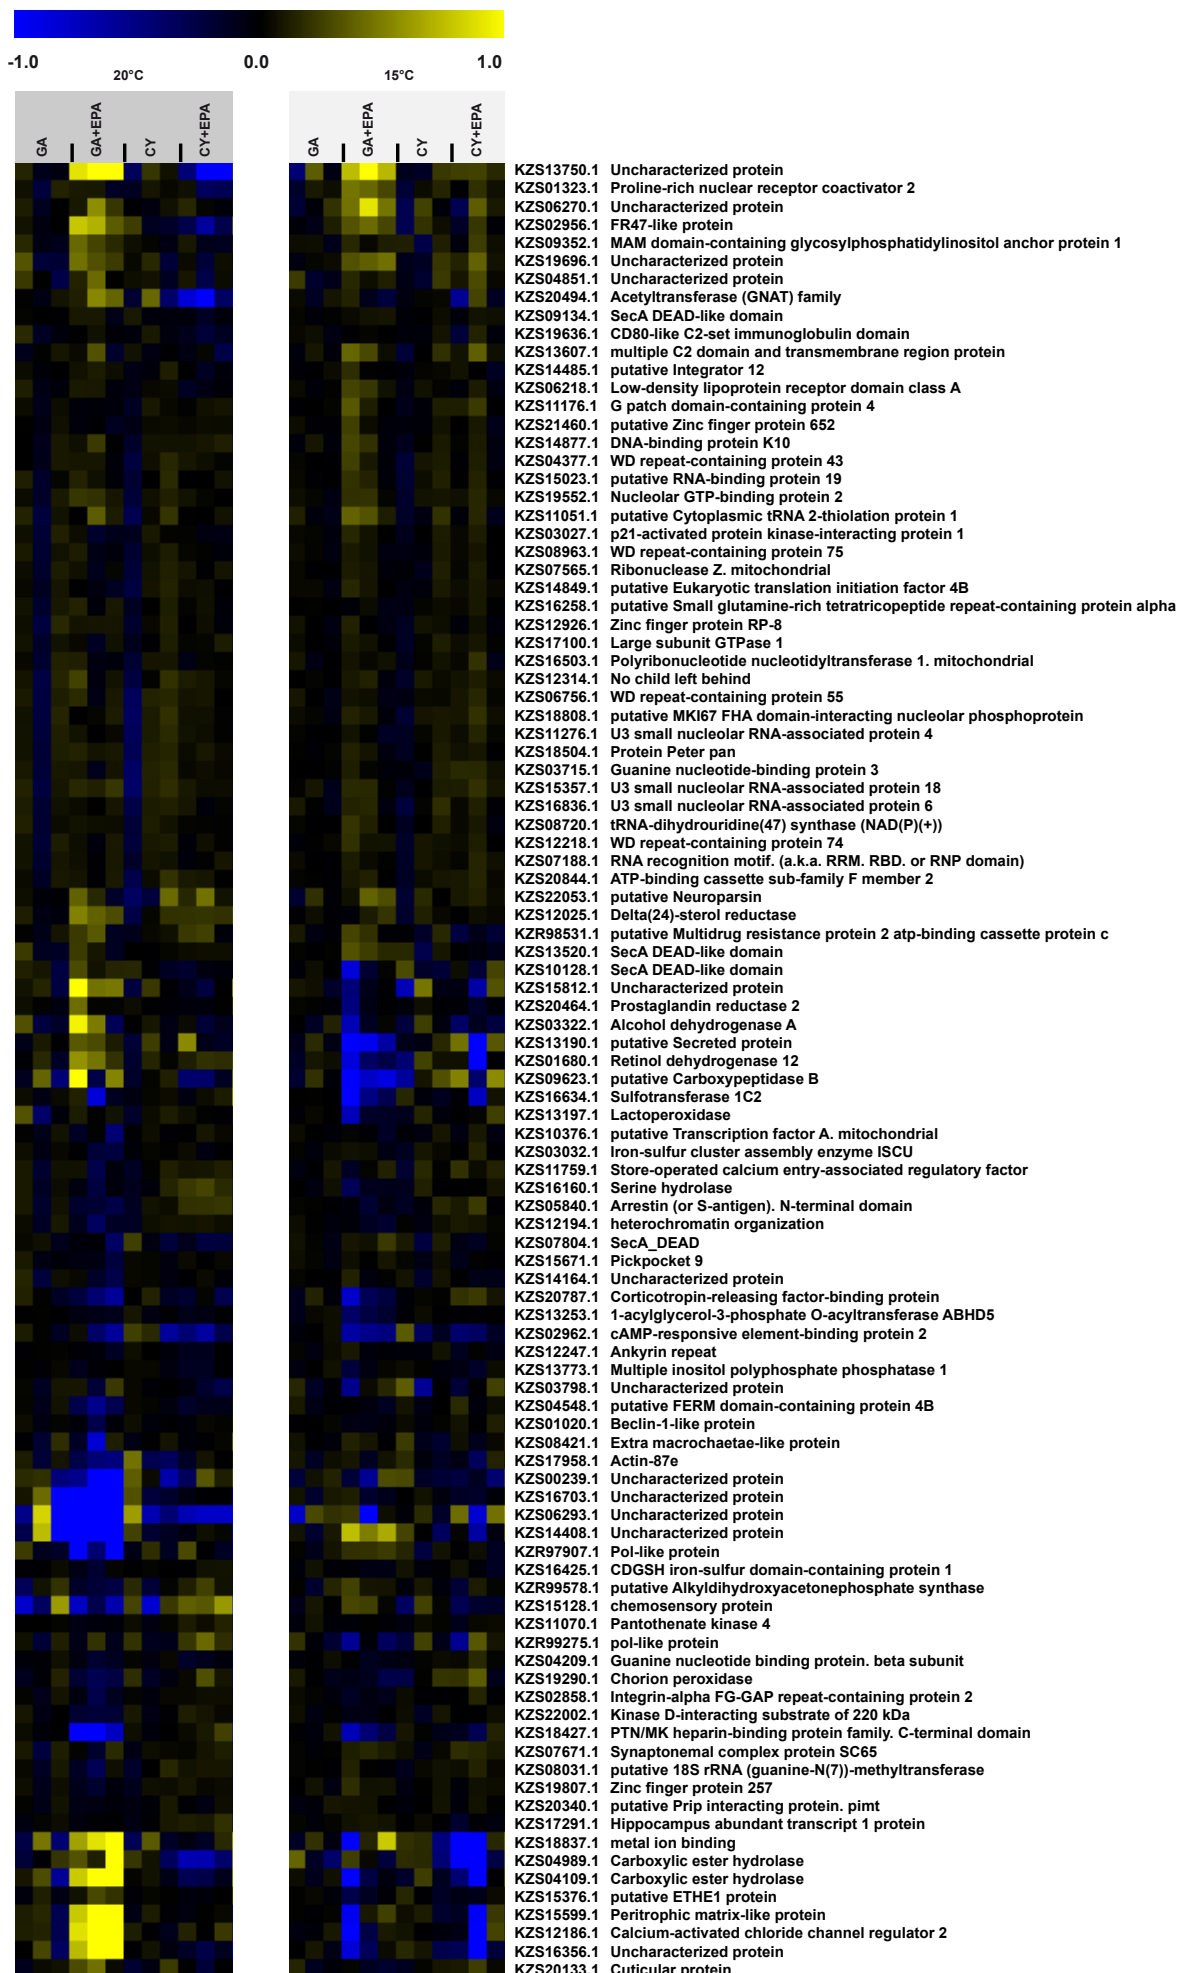

# Poorly characterized genes

## Category S - Functions unknown in artNOG

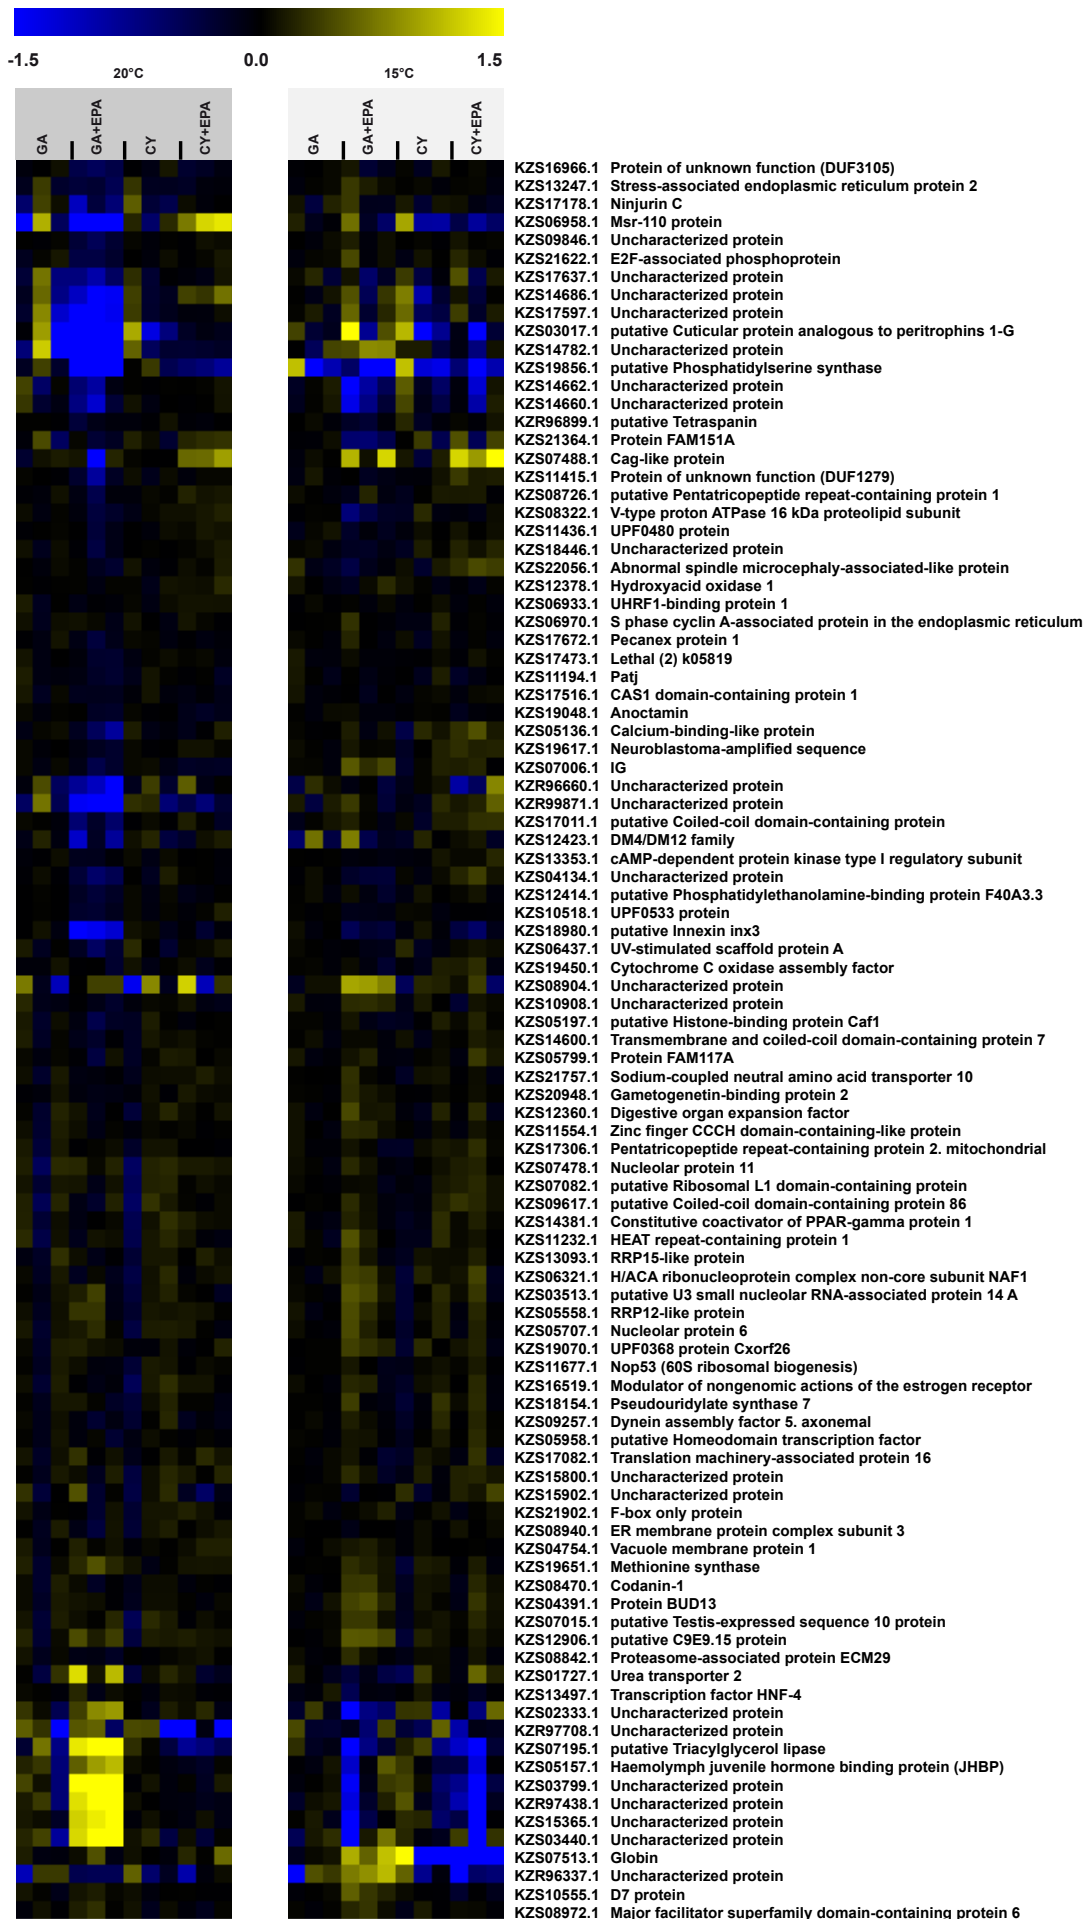

Poorly characterized genes

Category X - No result in artNOG database

Temperature - significant gene expression profiles

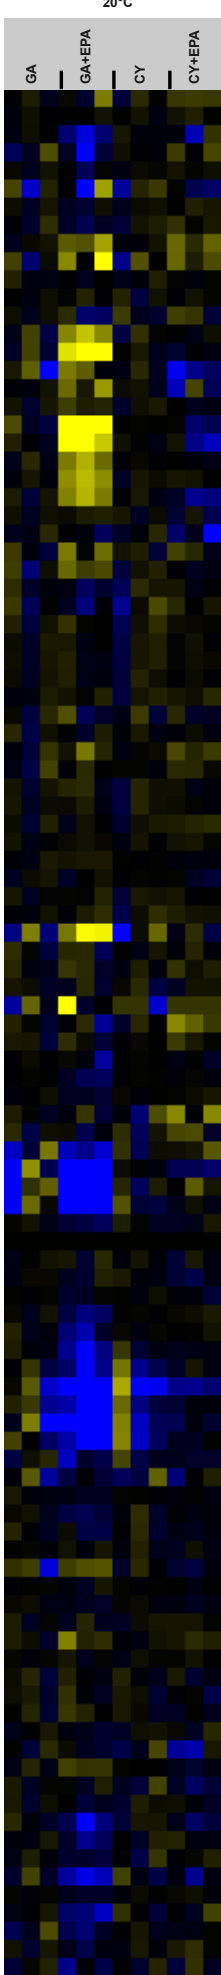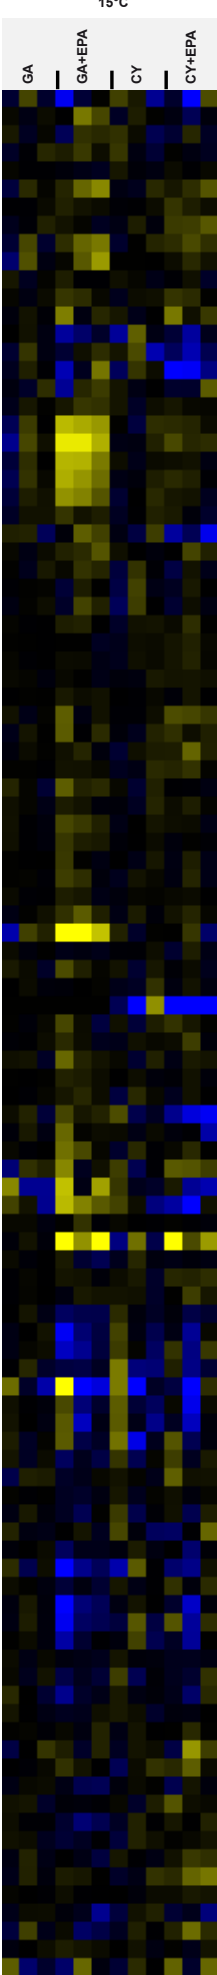

# Supplementary material for: Transcriptome sequencing of a keystone aquatic herbivore yields insights on the temperature-dependent metabolism of essential lipids
**Source:** BMC Genomics. 2019 Nov 21;20:894. doi: 10.1186/s12864-019-6268-y
**Supplement:** Supplementary file 3 — Additional file 3. EPA significant gene expression profiles and combined effects.

## EPA - significant genes

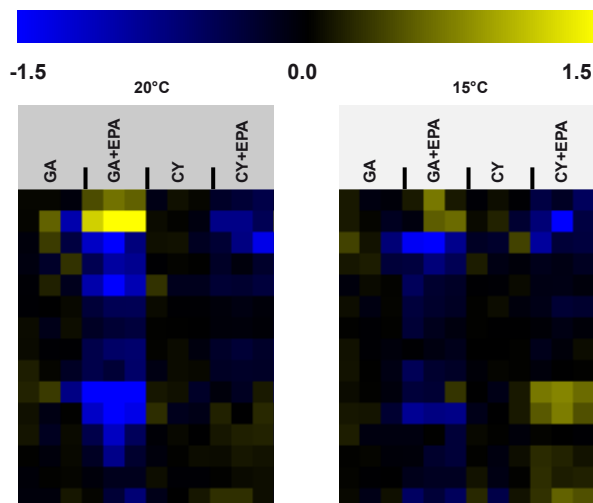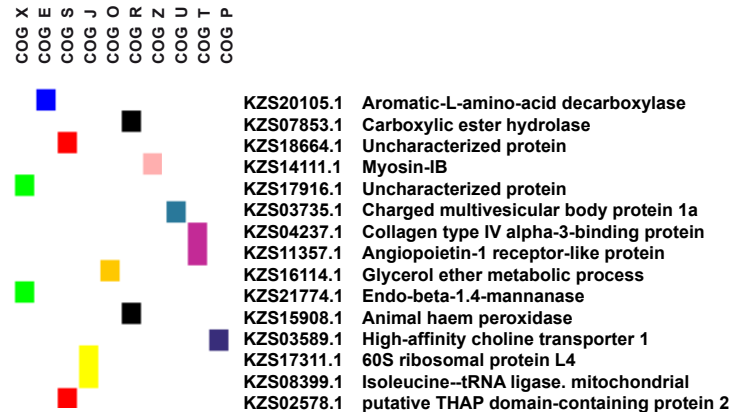

## Combined effects of EPA and temperature

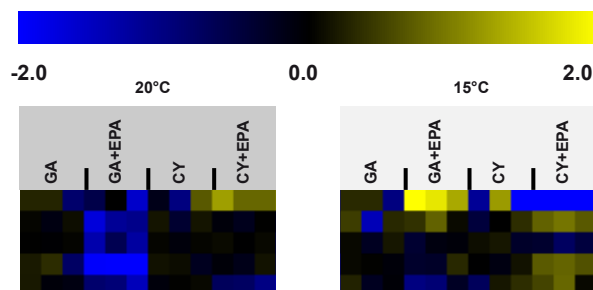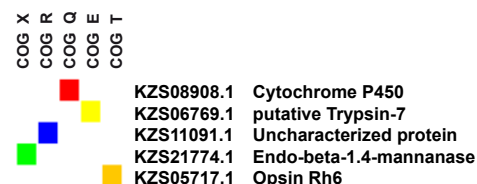

### Abbreviations

**[E]** Amino acid transport and metabolism  
**[J]** Translation, ribosomal structure and biogenesis  
**[O]** Posttranslational modification, protein turnover & chaperones  
**[P]** Inorganic ion transport and metabolism  
**[Q]** Secondary metabolites biosynthesis, transport and catabolism

**[R]** General function prediction only in artNOG  
**[S]** Function unknown in artNOG  
**[T]** Signal transduction mechanisms  
**[U]** Intracellular trafficking, secretion, and vesicular transport  
**[X]** No result in artNOG  
**[Z]** Cytoskeleton

# Supplementary material for: Transcriptome sequencing of a keystone aquatic herbivore yields insights on the temperature-dependent metabolism of essential lipids
**Source:** BMC Genomics. 2019 Nov 21;20:894. doi: 10.1186/s12864-019-6268-y
**Supplement:** Supplementary file 4 — Additional file 4. Expression profiles of “poorly characterized” genes responsive to temperature, EPA and combined effects.

# Poorly characterized genes responsive to temperature

## Category R - General function prediction only

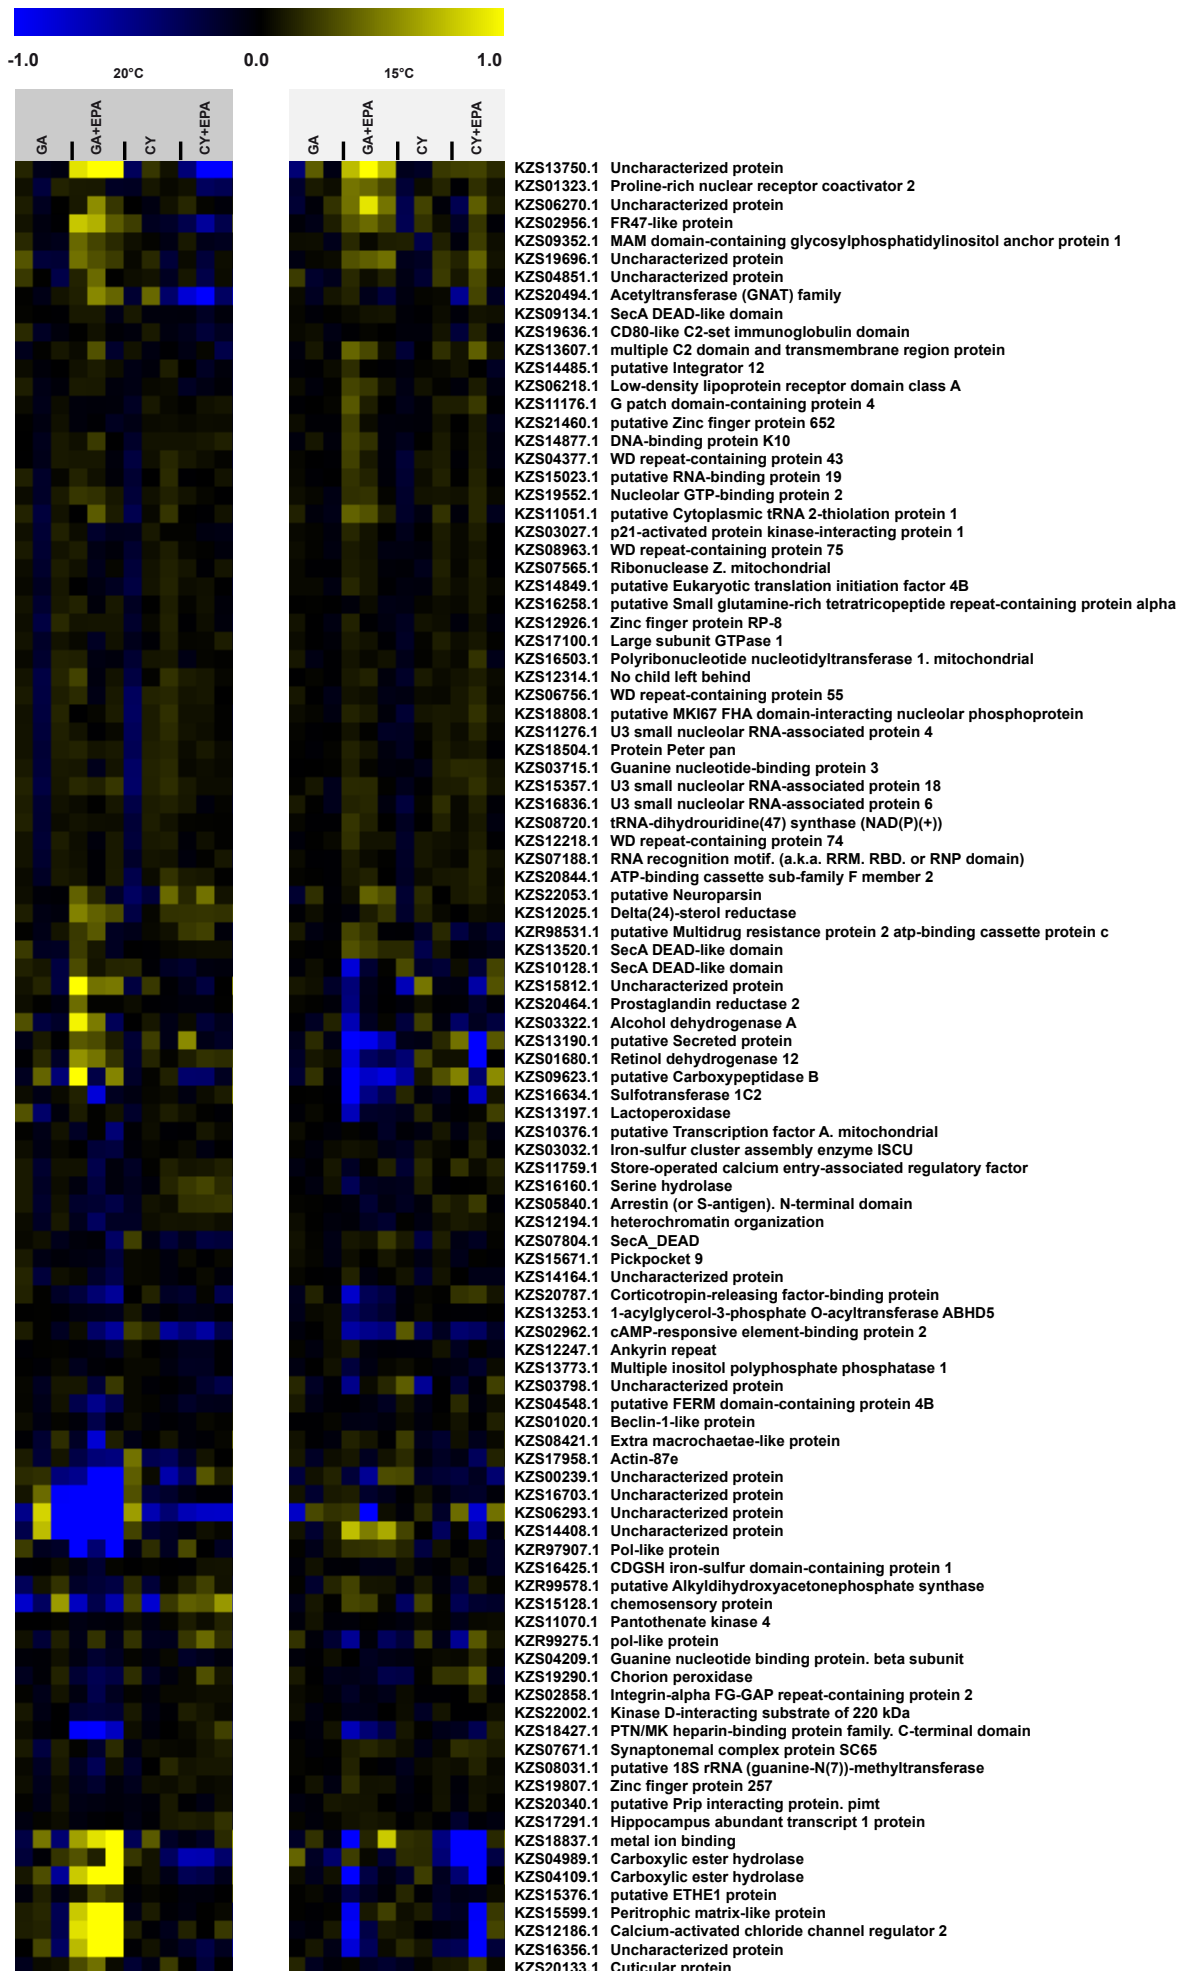

# Poorly characterized genes responsive to temperature

## Category S - Functions unknown

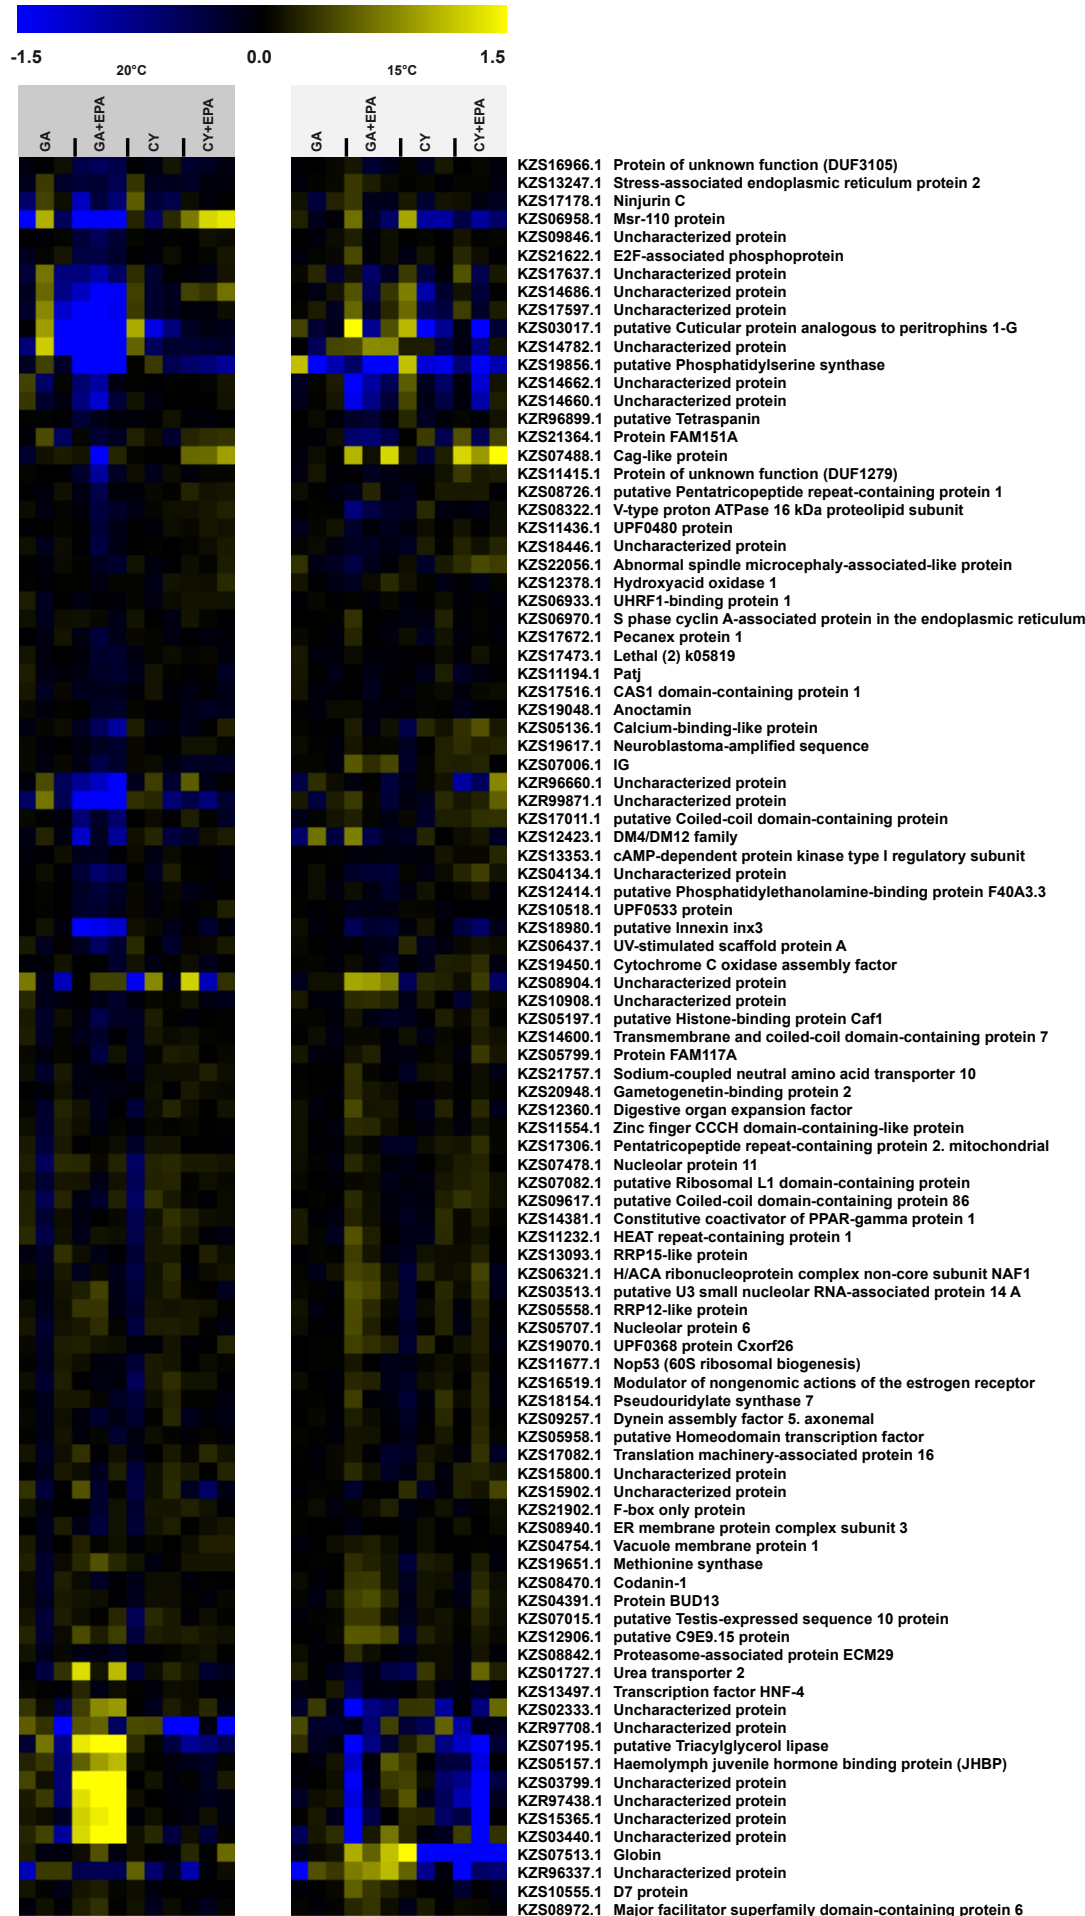

# Poorly characterized genes responsive to temperature

## Category X - No result in ArtNOG database

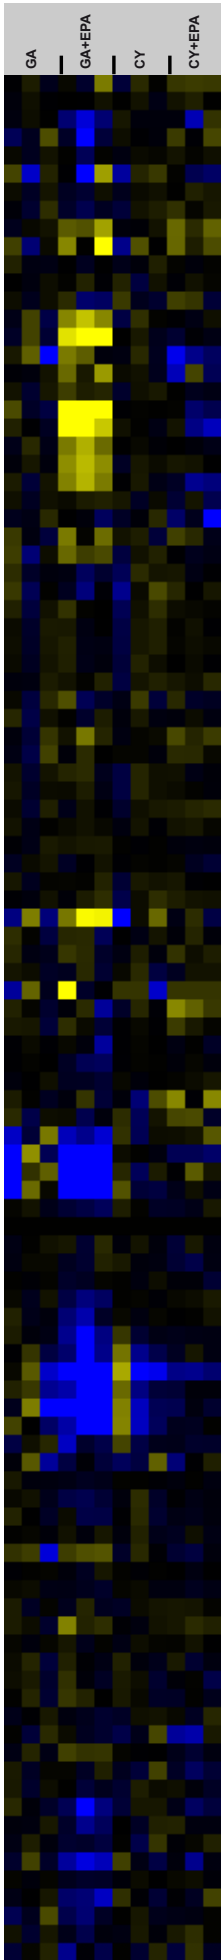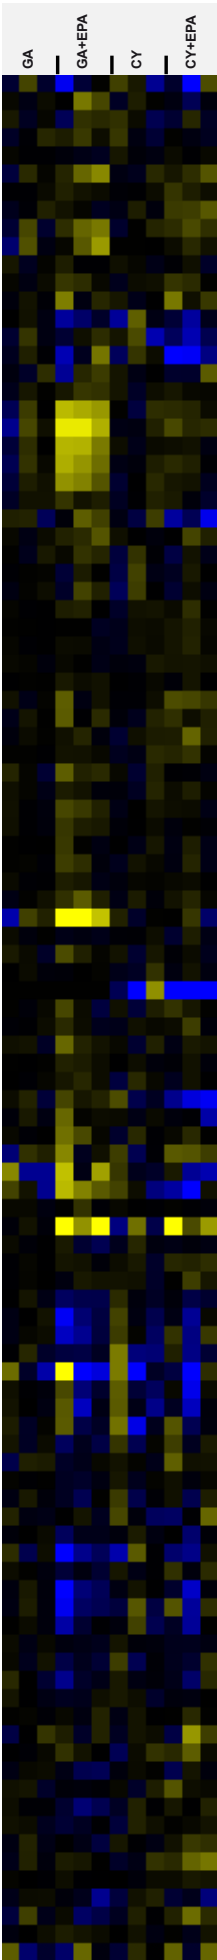

# EPA - significant genes and

## Combined effects of EPA and temperature

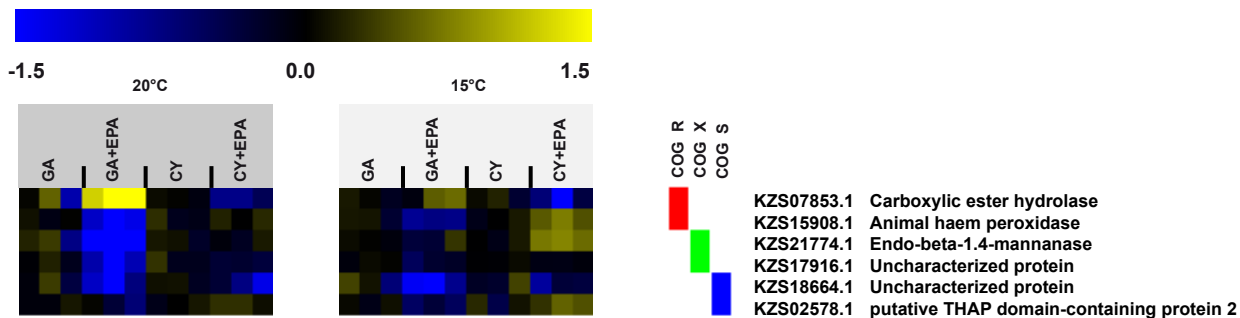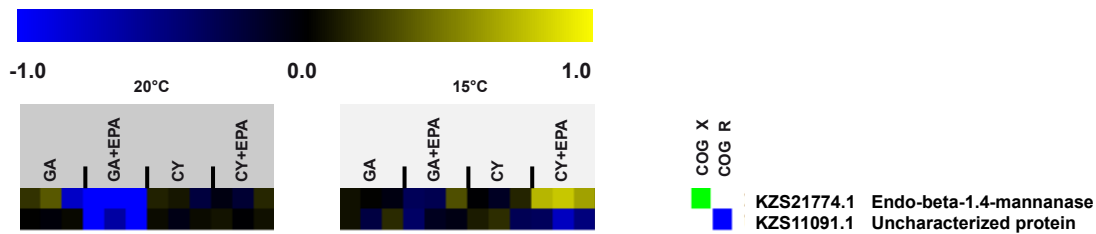

### Abbreviations

- [R] General function prediction only
- [S] Function unknown
- [X] No match in artNOG

# Supplementary material for: Transcriptome sequencing of a keystone aquatic herbivore yields insights on the temperature-dependent metabolism of essential lipids
**Source:** BMC Genomics. 2019 Nov 21;20:894. doi: 10.1186/s12864-019-6268-y

Volcanoplot temperature difference in GA-EPA

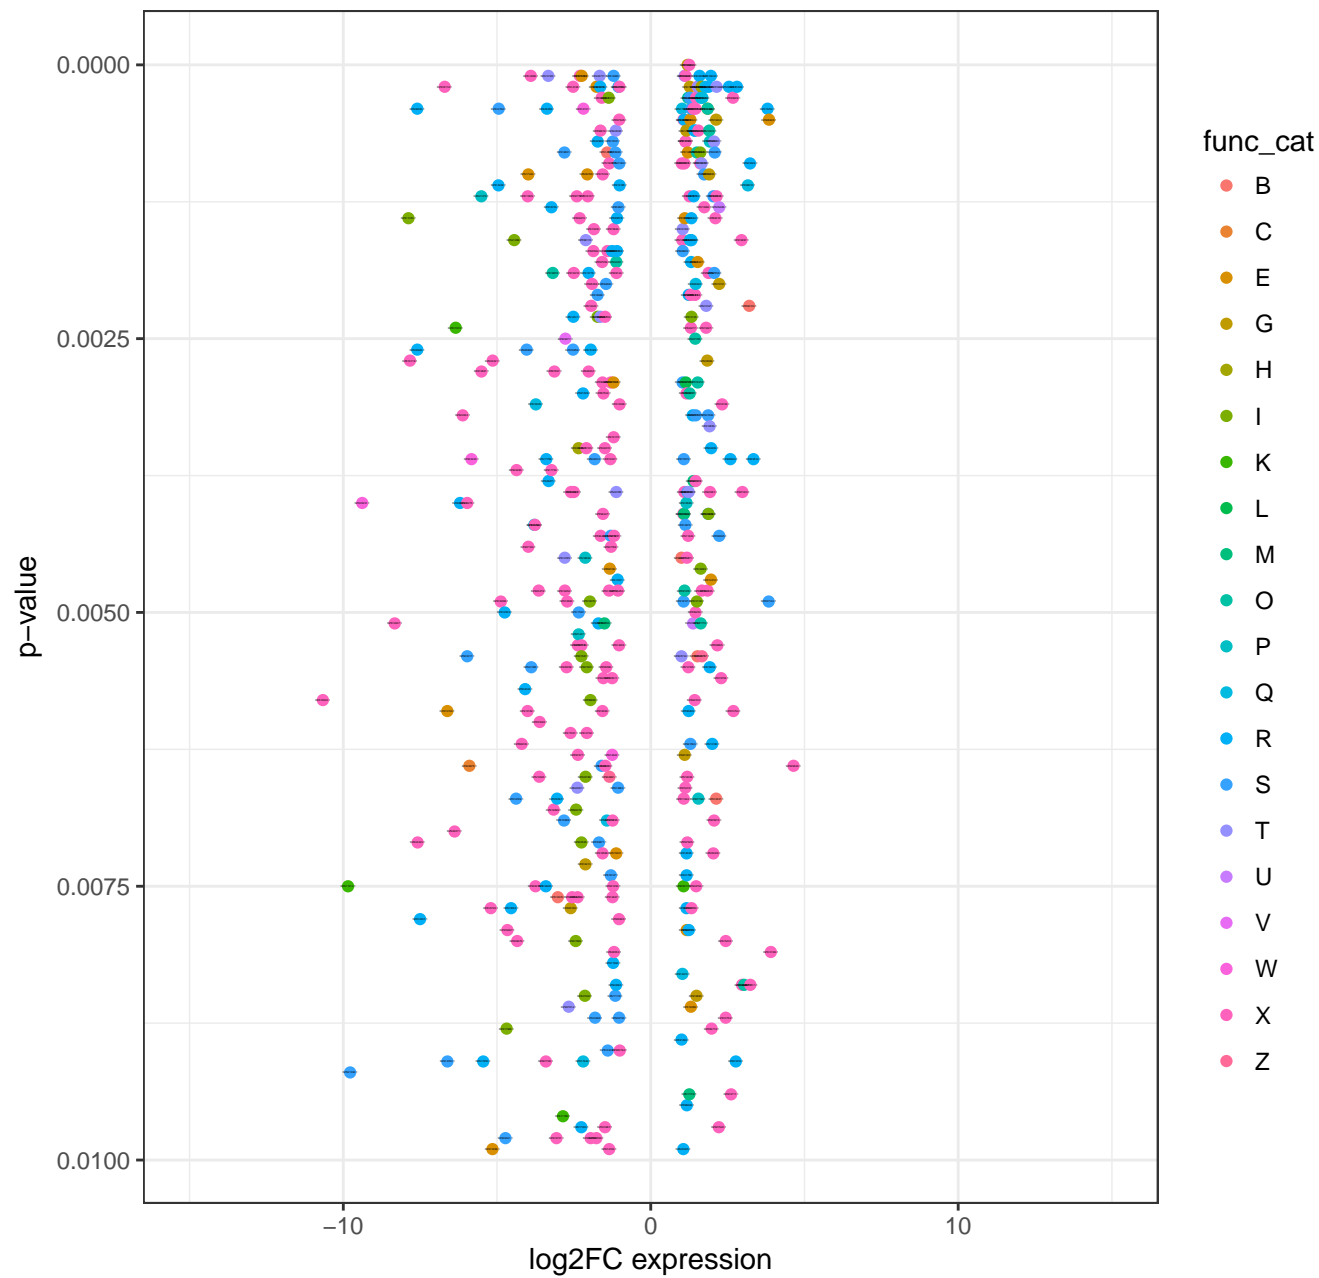

Volcanoplot temperature difference in GA+EPA

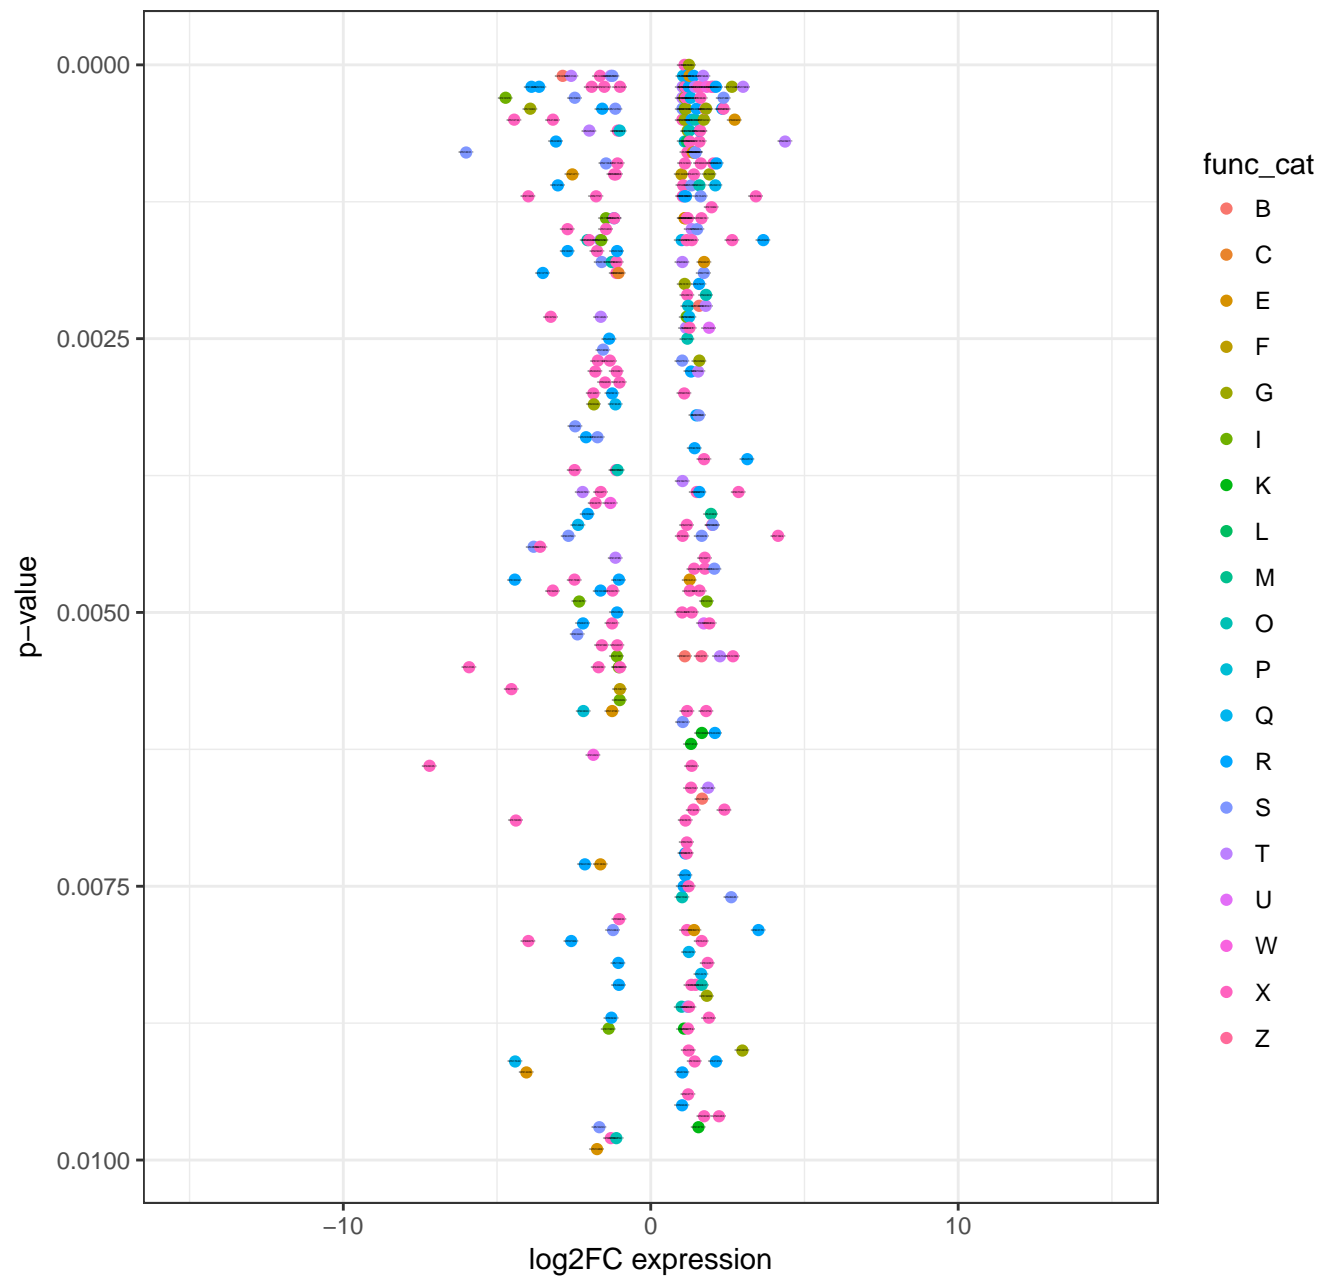

Volcanoplot temperature difference in CY-EPA

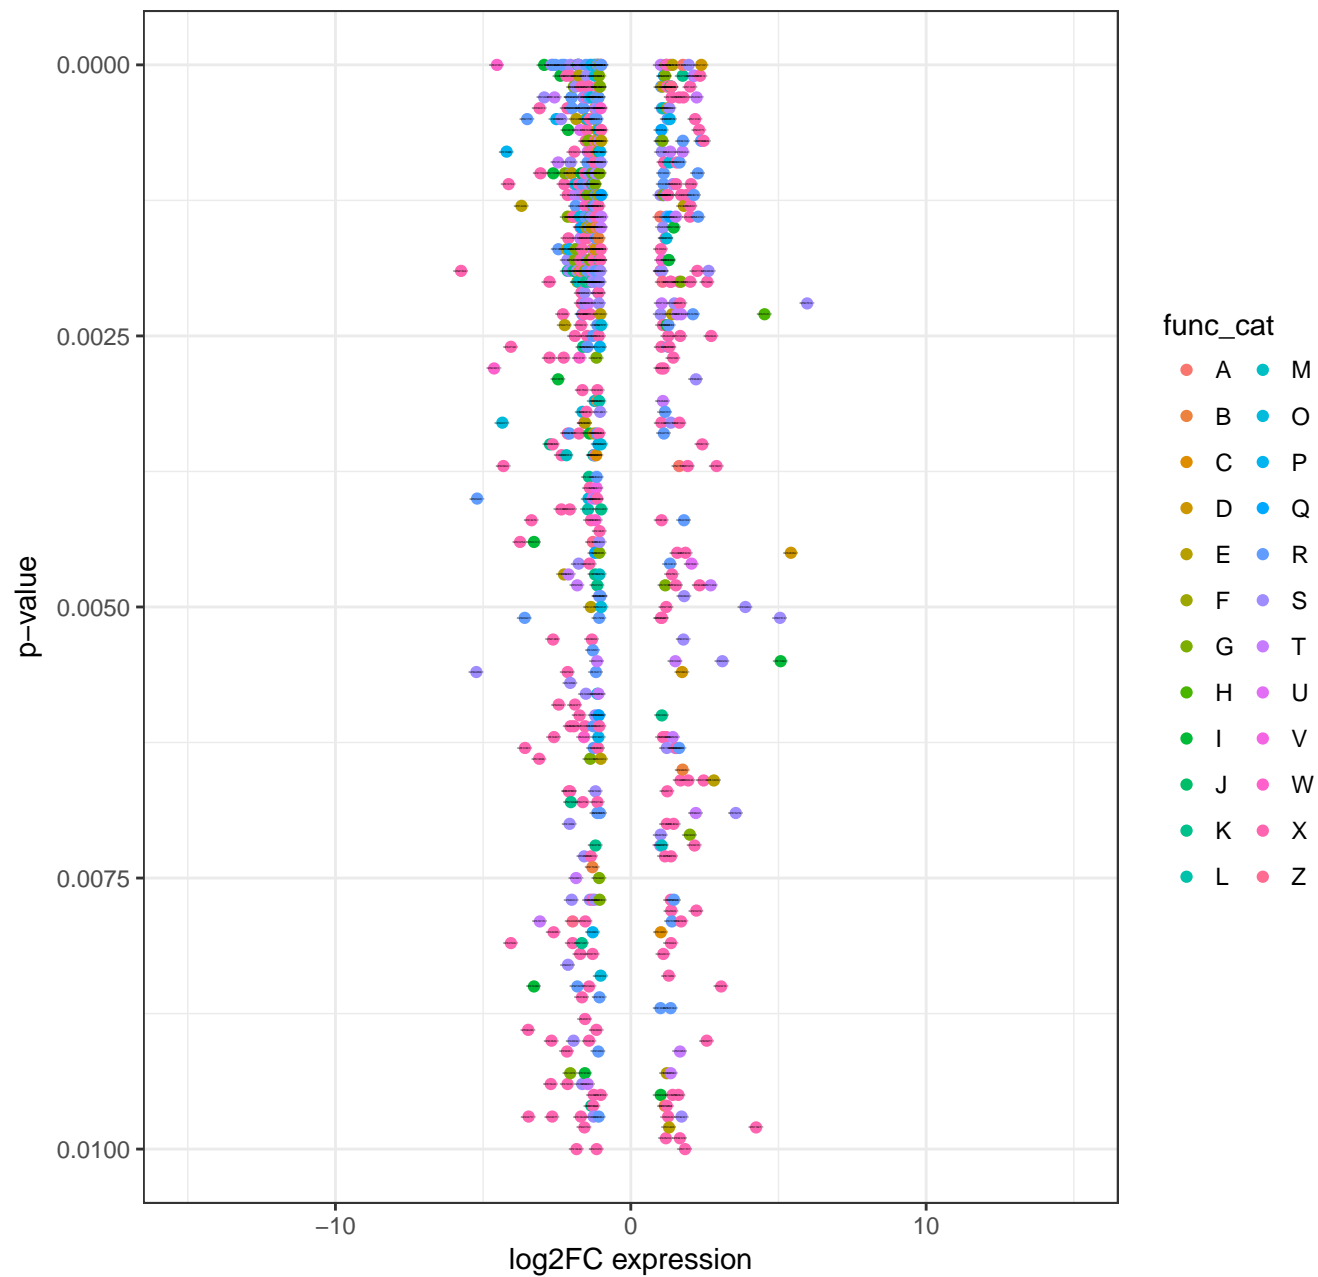

Volcanoplot temperature difference in CY+EPA

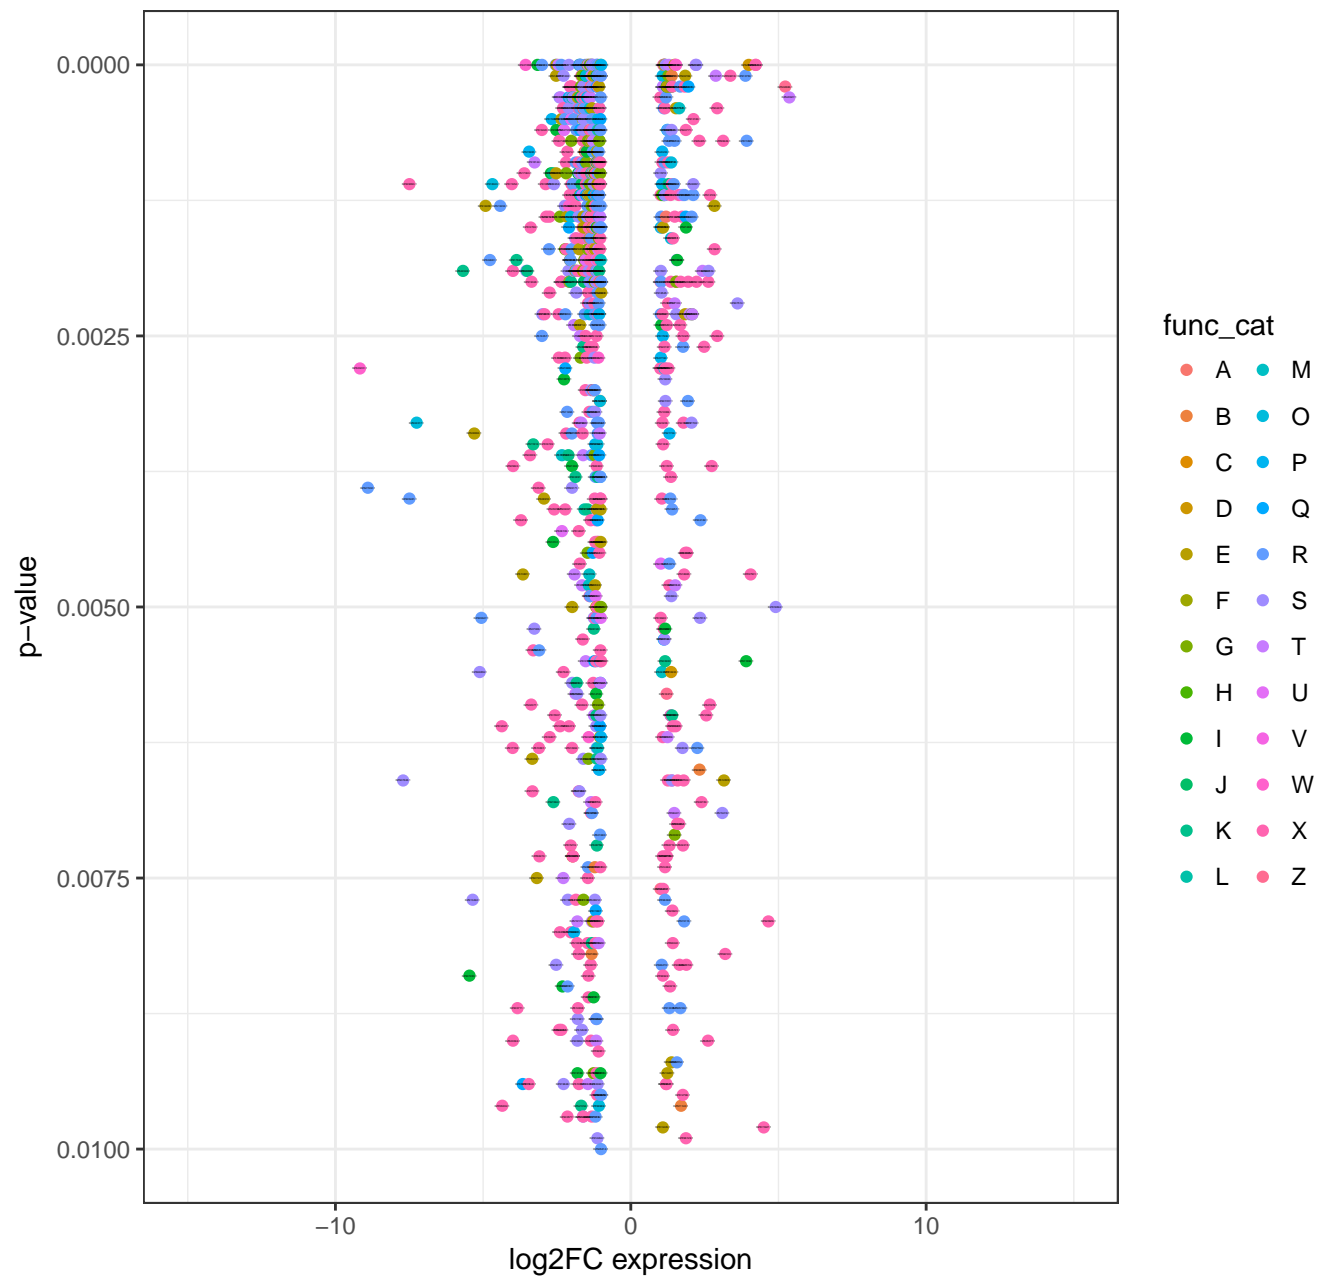

Volcanoplot food difference in GA at 15°C

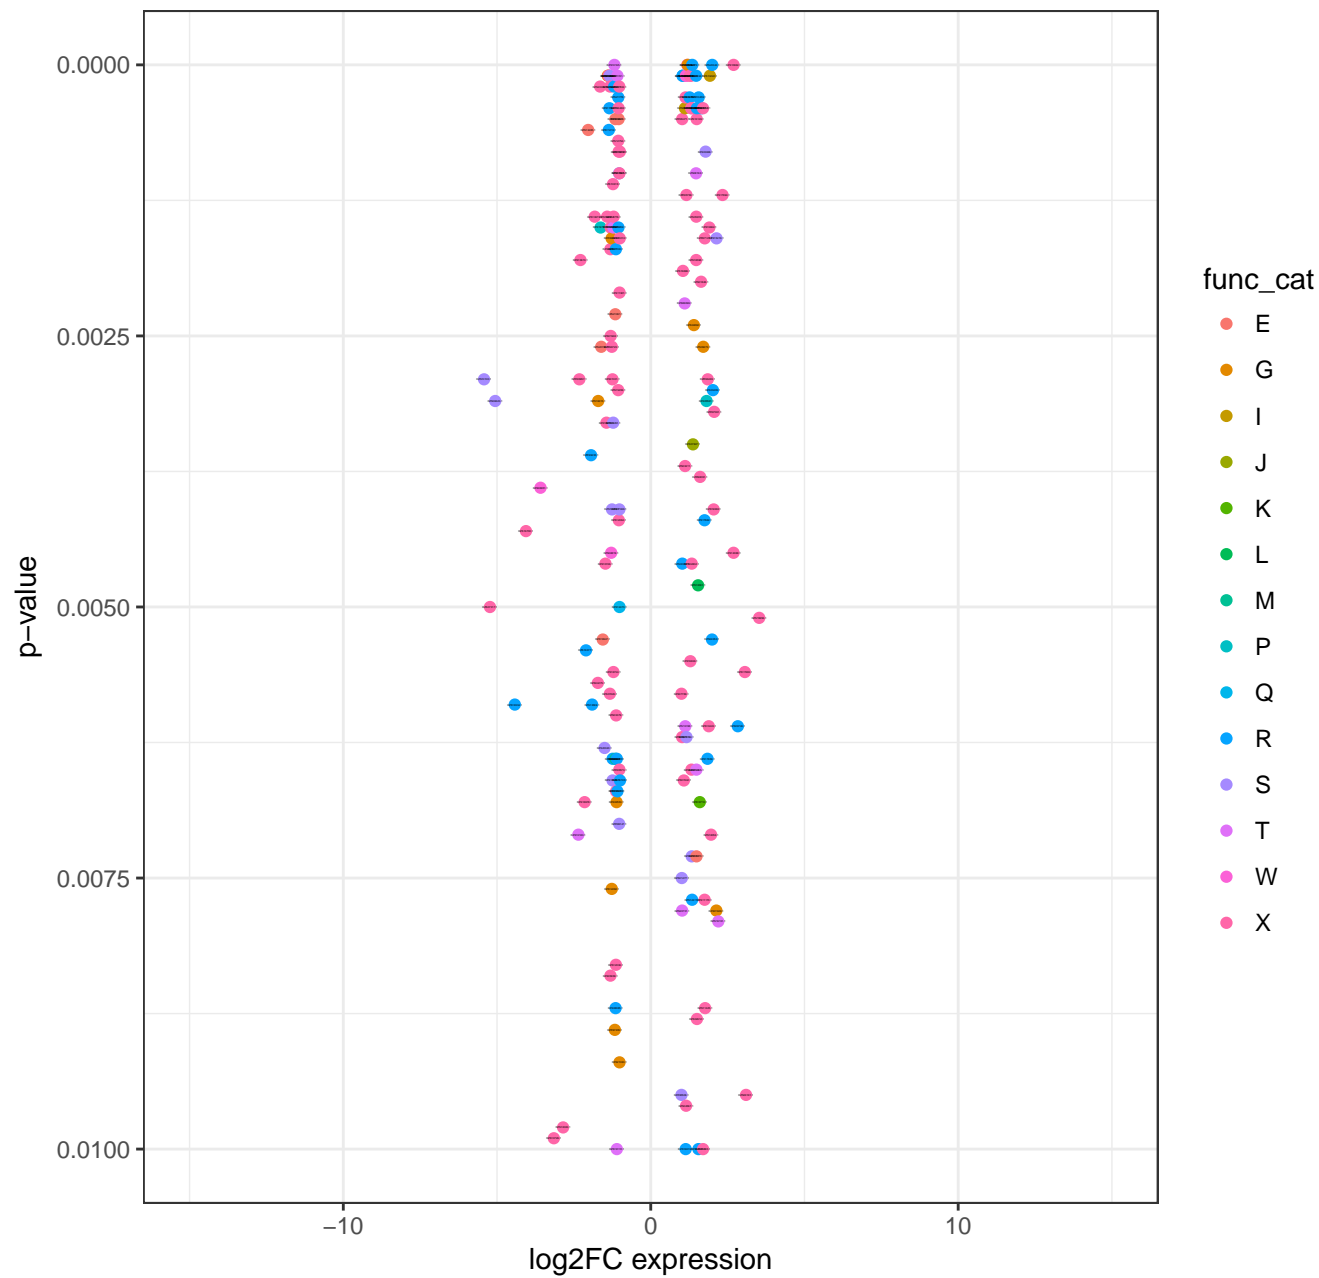

Volcanoplot food difference in GA at 20°C

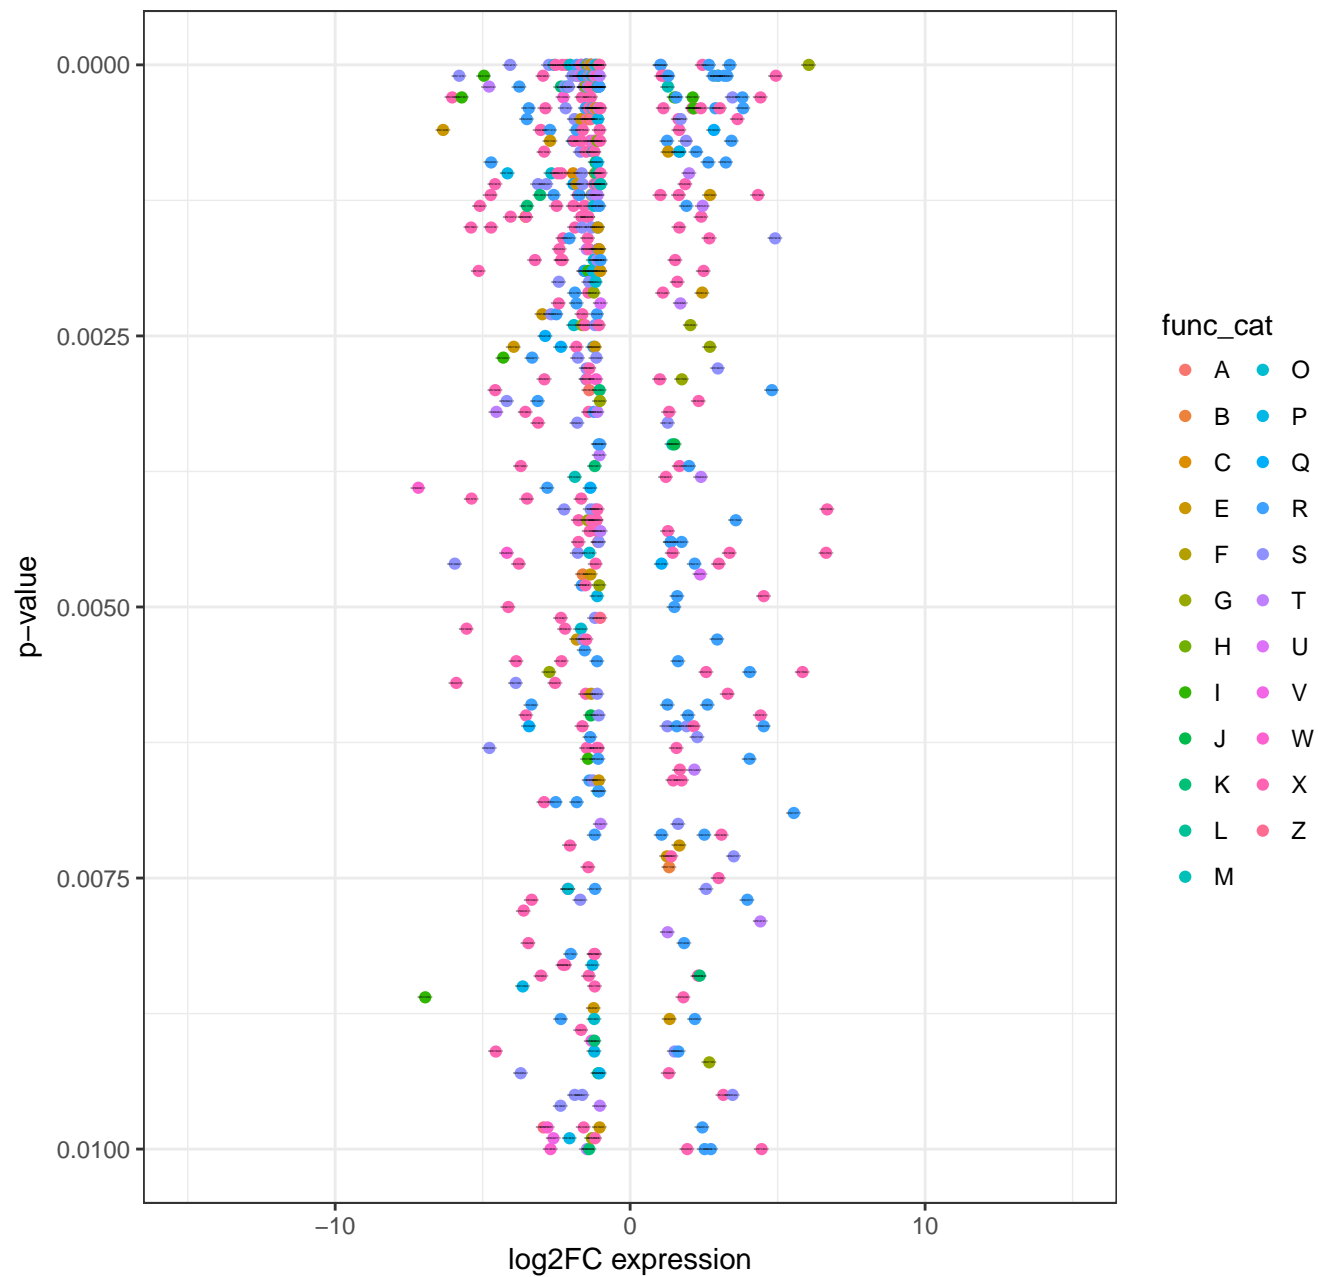

Volcanoplot food difference in CY at 15°C

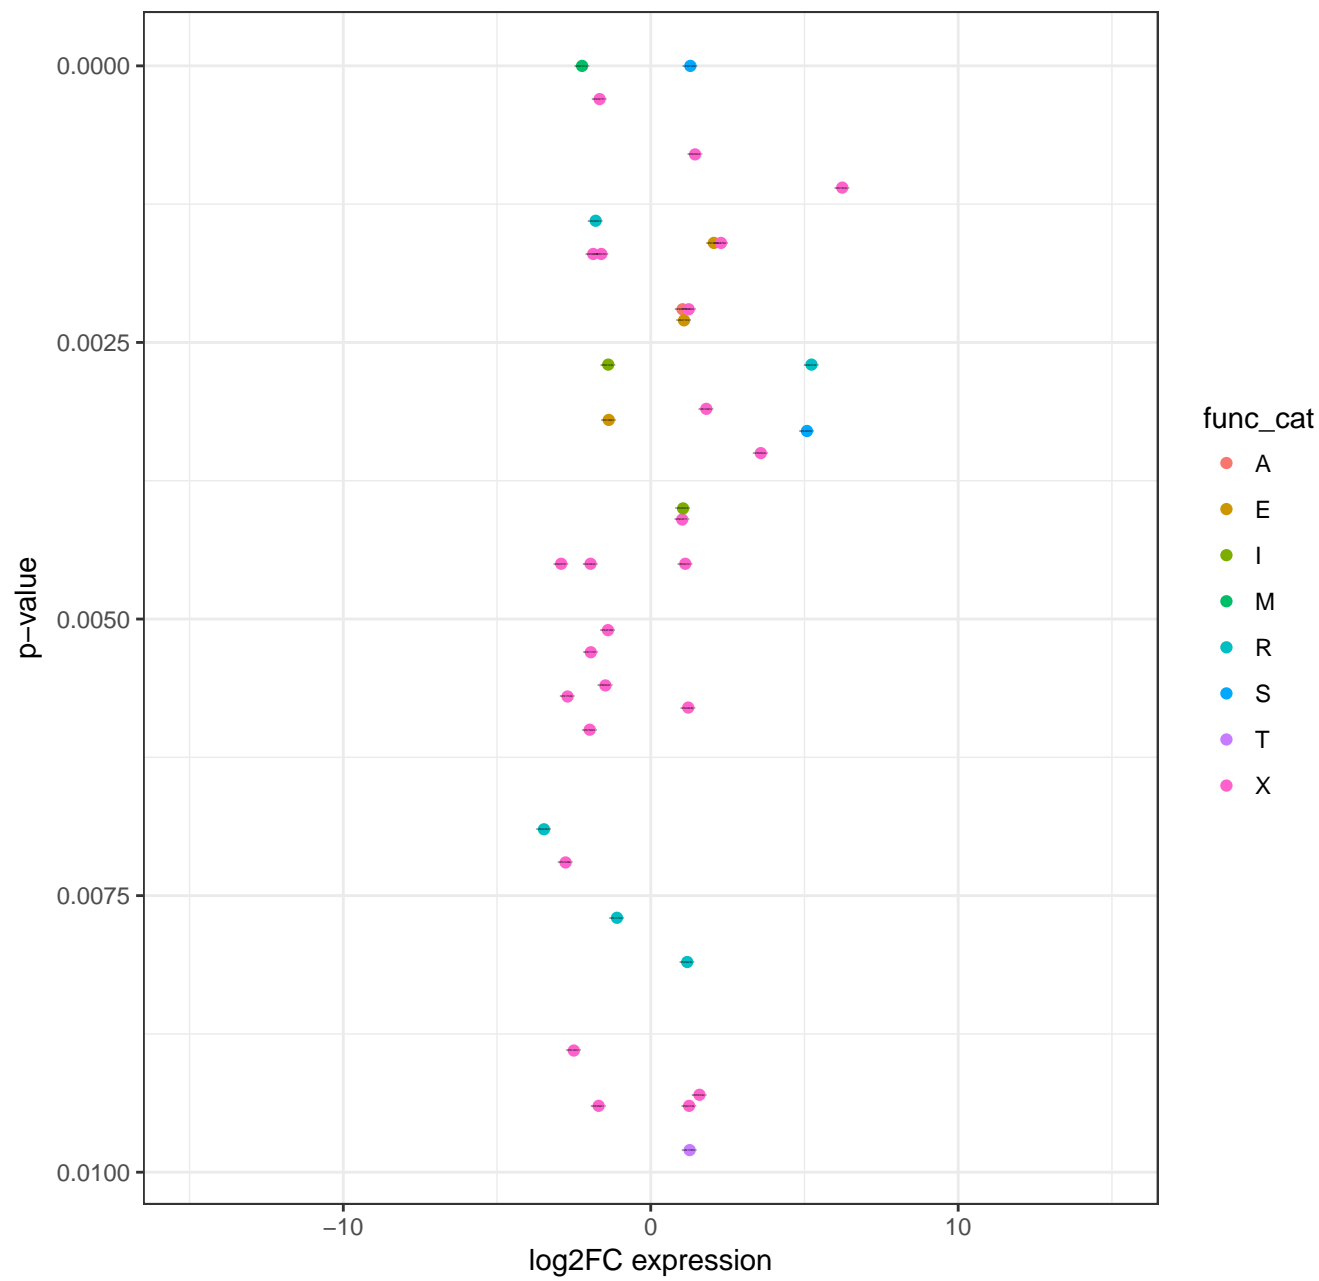

Volcanoplot food difference in CY at 20°C

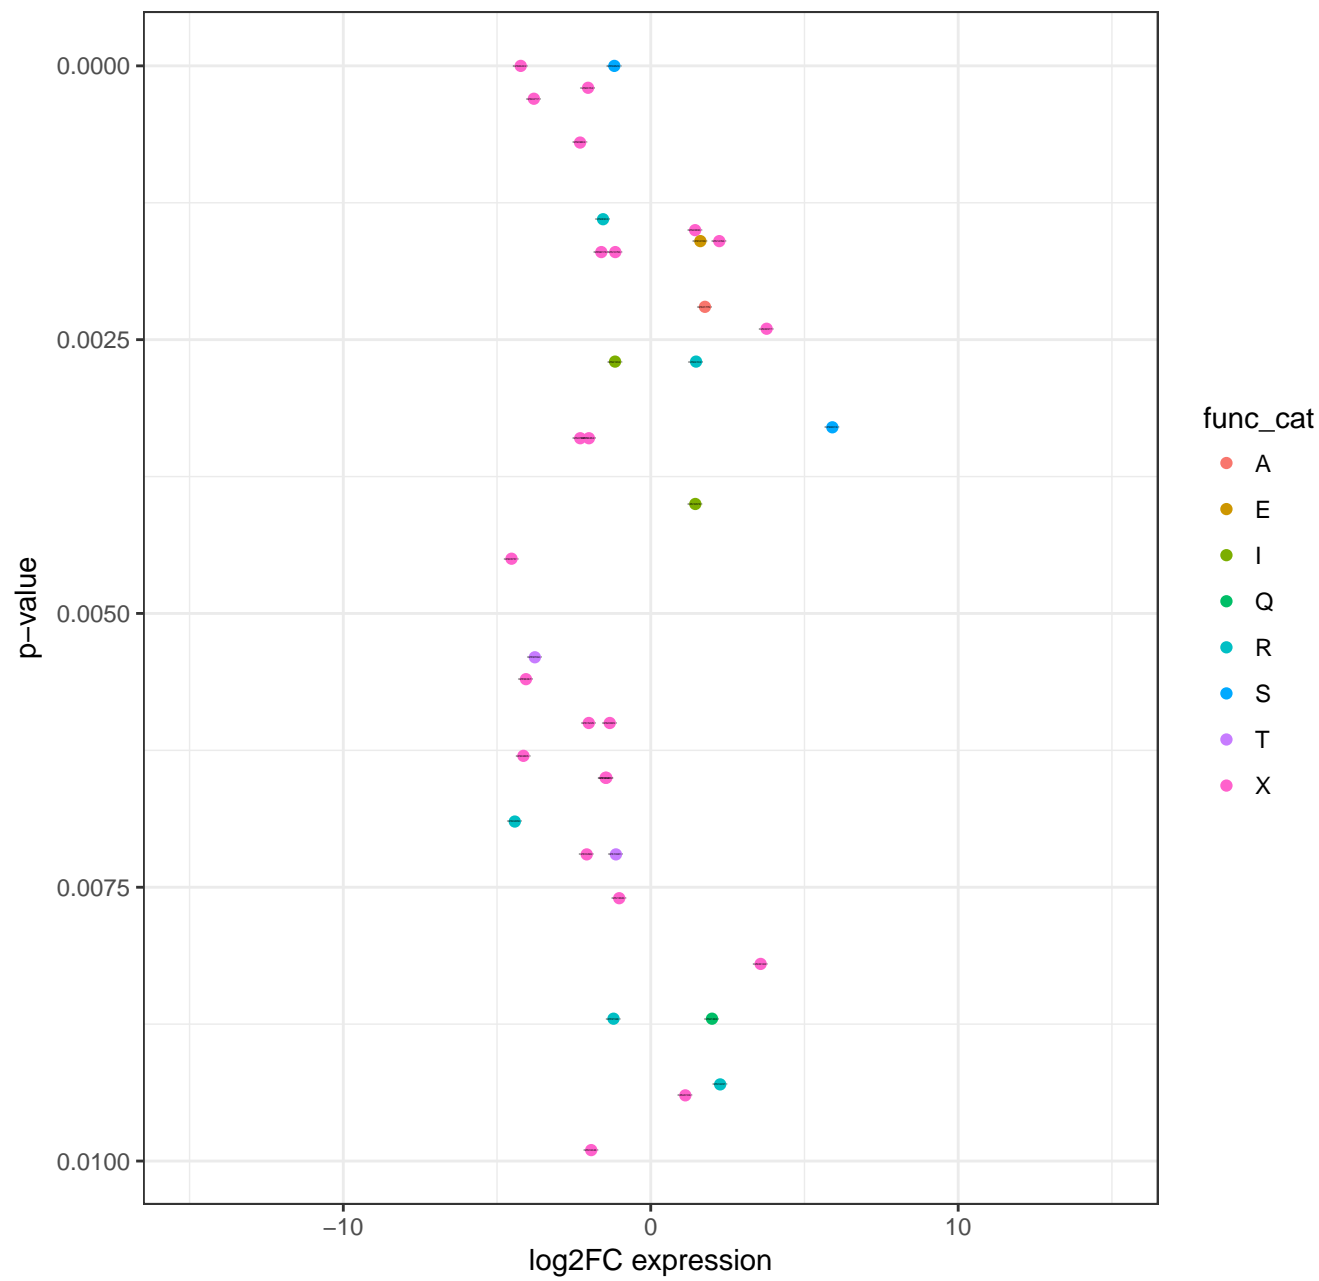

Volcanoplot interaction GA-EPA 15°C vs GA+EPA 20°C

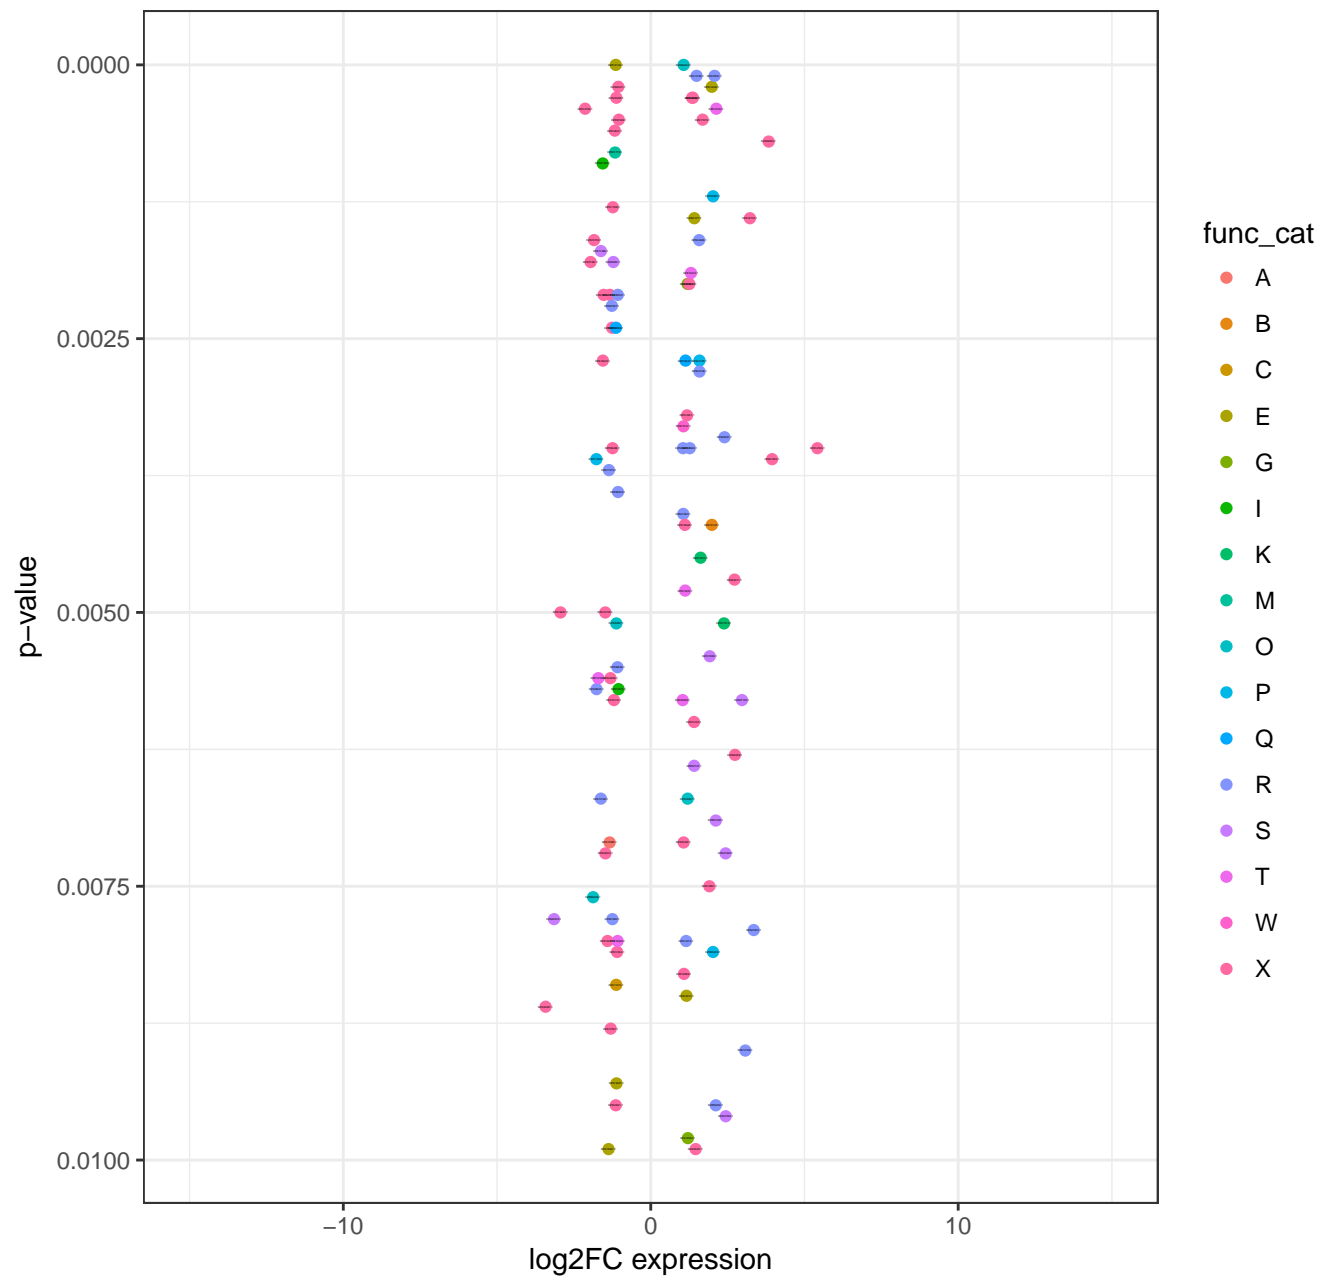

Volcanoplot interaction GA-EPA 20°C vs GA+EPA 15°C

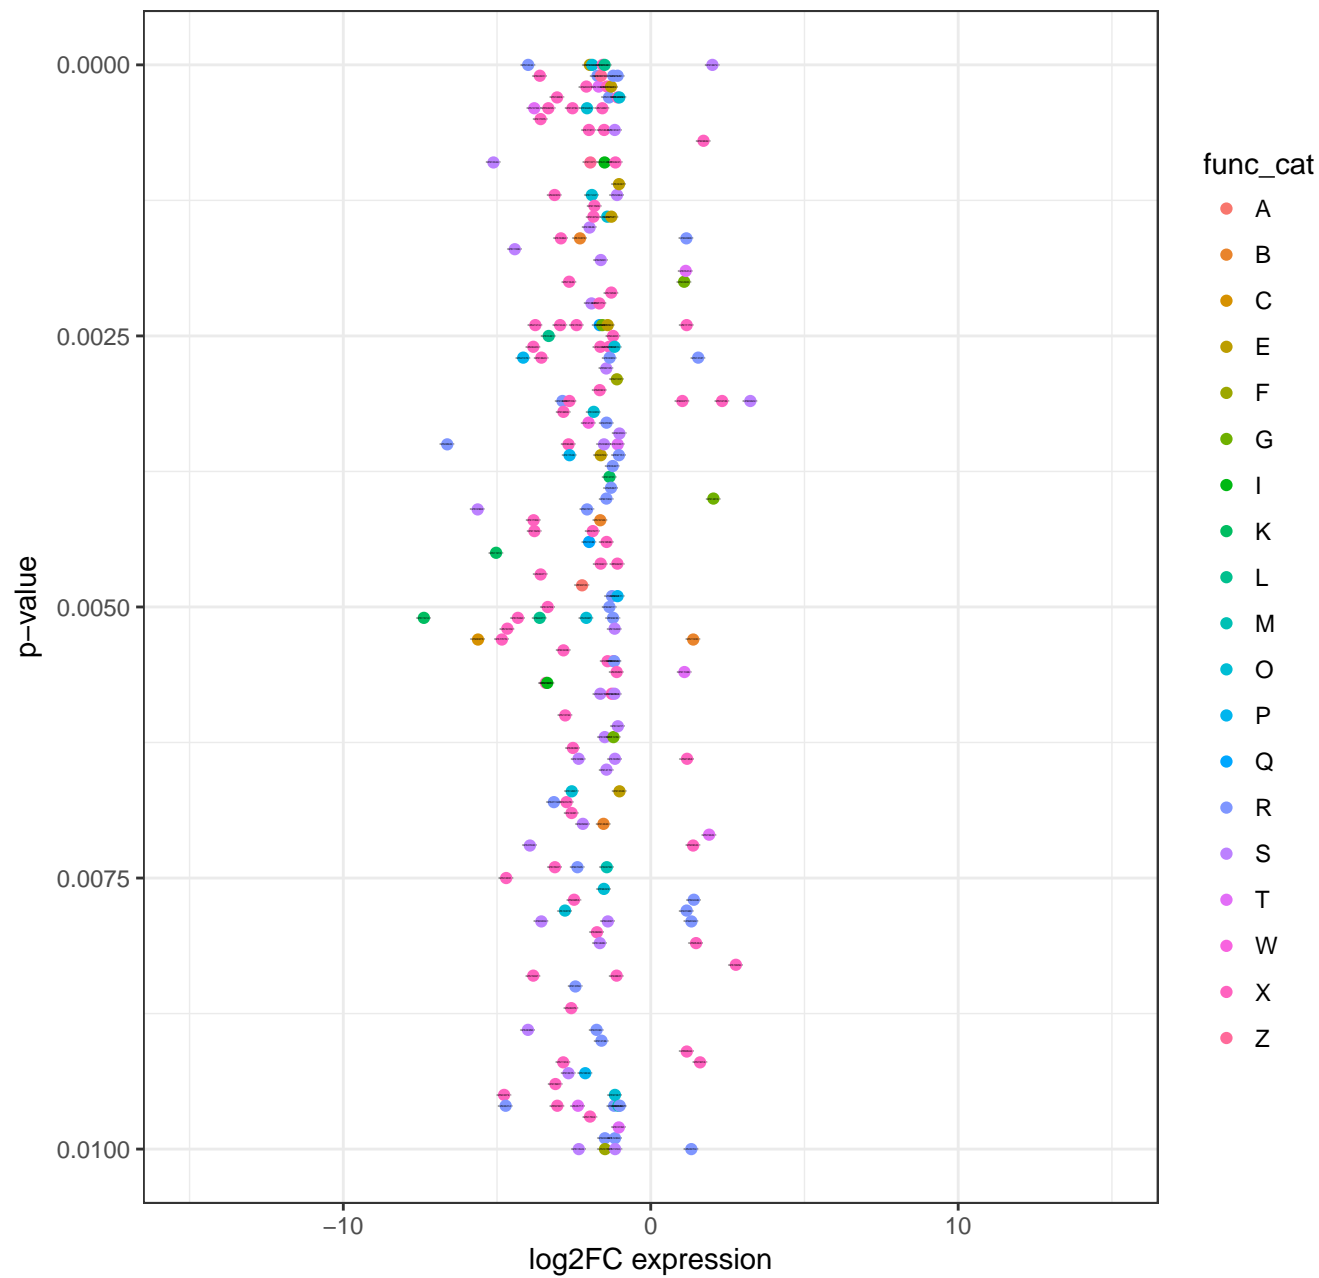

Volcanoplot interaction CY-EPA 15°C vs CY+EPA 20°C

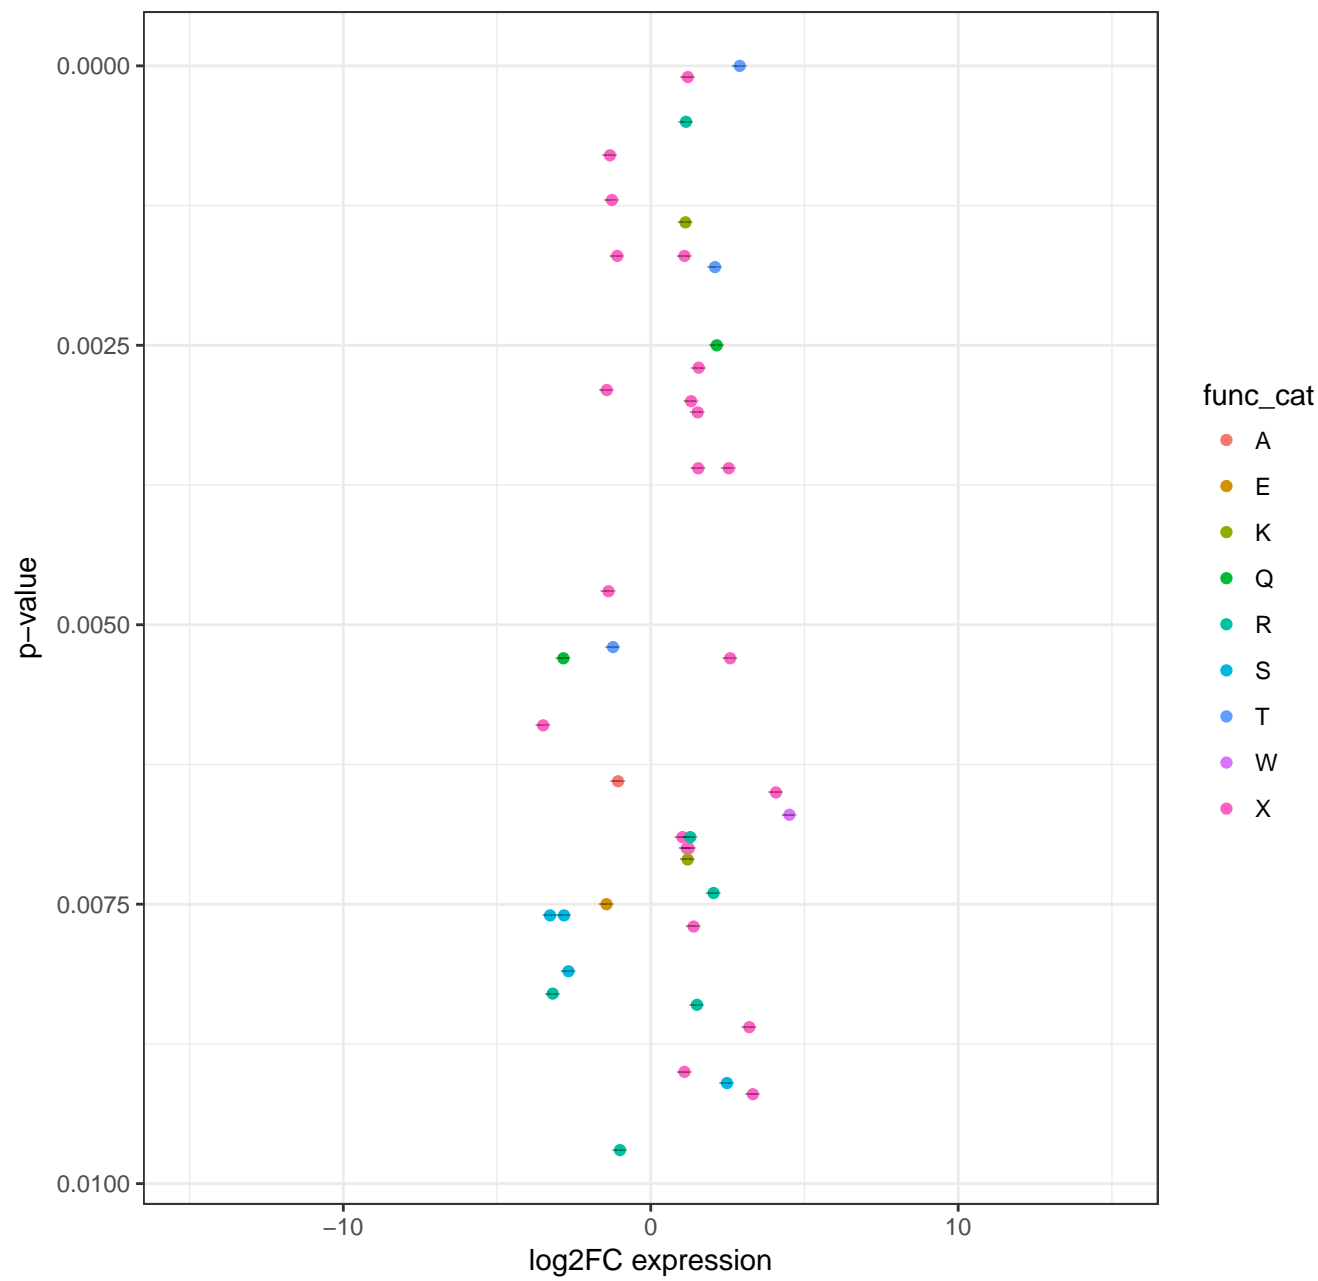

Volcanoplot interaction CY-EPA 20°C vs CY+EPA 15°C

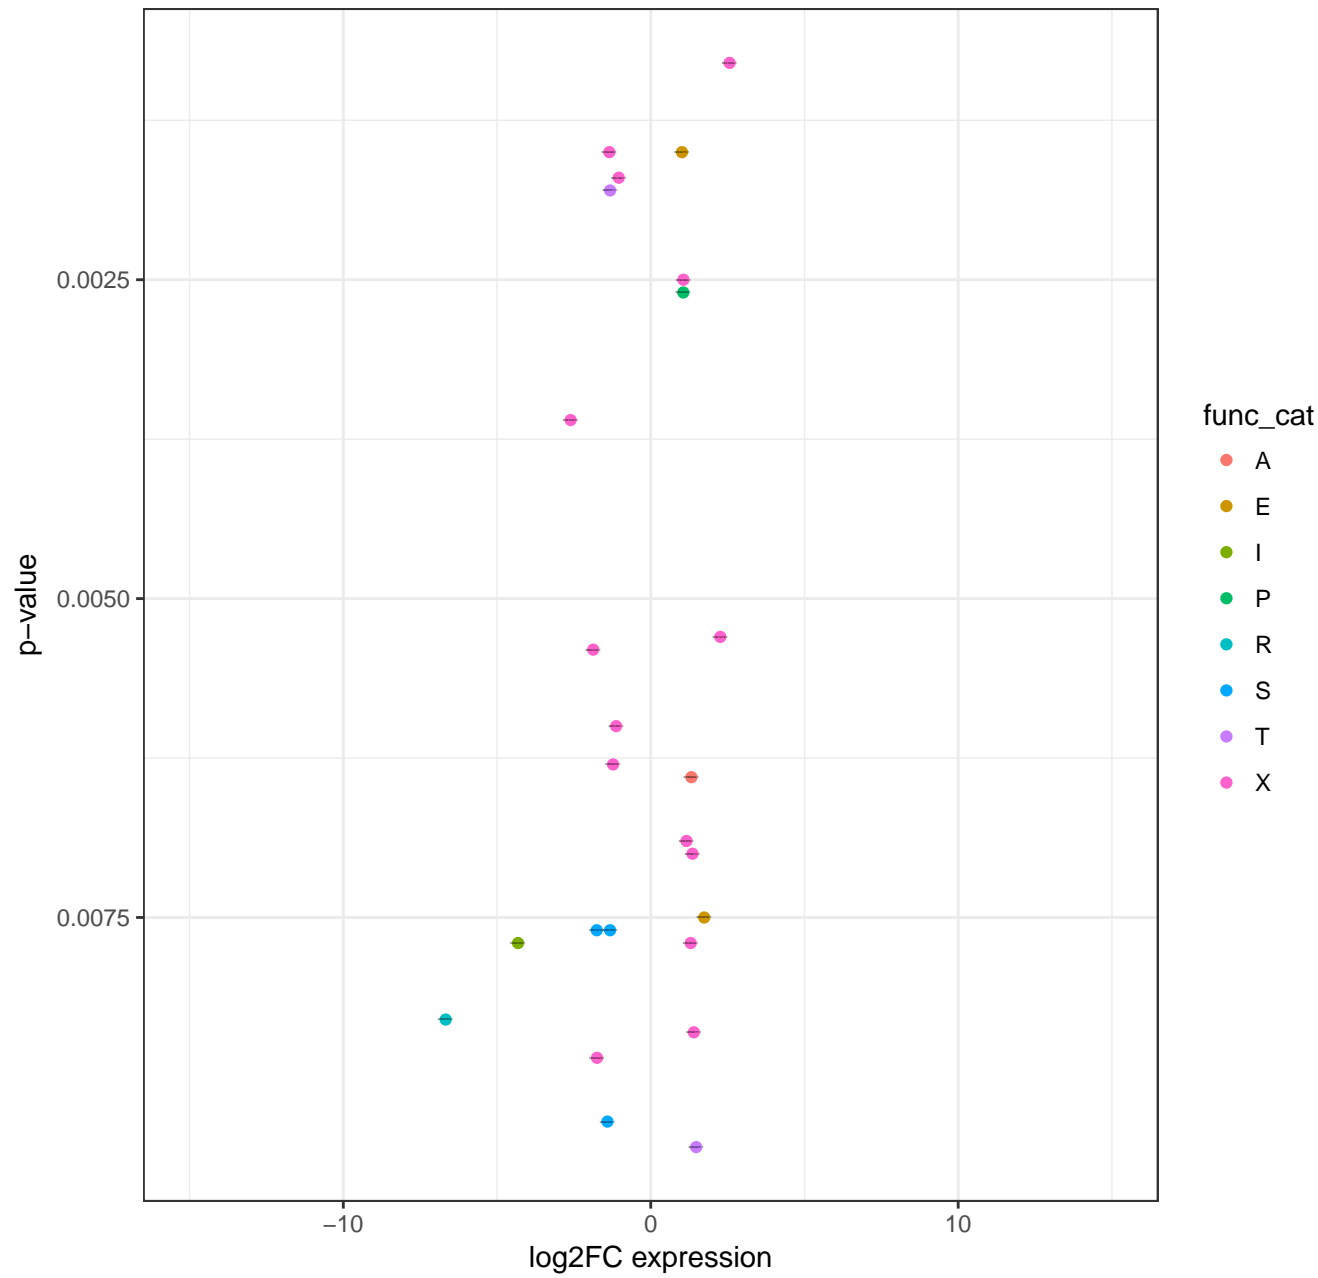

**Supplement:** Supplementary file 5 — Additional file 5: Volcano plots of transcripts with LOG2-fold changes > 1 (identified by two-way ANOVA, based on means of triplicates in each group). Respective values were plotted against the adjusted p-values. A respective COG-annotation of single transcripts was included by colour of the data points. Single data points were also labelled with product accession numbers for identification. The underlying data sets were exported as Additional file 6.

How the deposited data were processed for this re-analysis (not part of the article)

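The data analysed here are 15 RNA-seq libraries from whole *D. magna* raised at 15 °C, 3 replicate pools for each of 5 groups: the basal diets GA and CY, each with and without EPA, and CRY. The groups were taken from the sample labels of the deposited data. The libraries of the 20 °C treatments were not analysed here, so that every effect of EPA is an effect at 15 °C and no effect of temperature was tested. The CRY animals were fed *Cryptomonas*, a food that is not among the treatments in the paper's methods.

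The authors trimmed the reads with Trimmomatic, checked them with FastQC, aligned them with bowtie2 to the *D. magna* reference v2.4 and quantified each gene with RSEM v1.2.31. The expected count of a gene, as the authors deposited it, is RSEM's estimate of the read pairs from that gene, without normalisation, and is not whole where reads were split between genes. The FPKM values that the authors deposited are these estimates per kilobase of effective length and scaled to the library total. The TPM values that the authors deposited were scaled by RSEM to the same sum in every library, and are not used here. The files list 26646 genes by product accession, and 26645 of these have an entry in the authors' annotation of locations, product names and artNOG categories. No identifier matched the RefSeq gene table, so genes carry the names of the authors' annotation.

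The expected counts of a library summed to between 18062681 and 22287959, with a median of 19749270. Pools of animals were the unit of replication. The biological coefficient of variation that edgeR estimated was 0.189 for GA with and without EPA, 0.236 for CY with and without EPA and 0.199 for CY and GA, and the spread between pools, not the counting error, sets the precision of most values. Groups with at most 3 counts in every library were treated as a floor, and folds against them are lower bounds.

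Expected counts were rounded and tested with edgeR 4.0.16 in R 4.3.3: genes were kept by filterByExpr, libraries scaled by TMM and groups compared with glmQLFit and glmQLFTest. P-values were adjusted after Benjamini and Hochberg, and a gene was called at an adjusted p of at most 0.01. The paper uses a level of 0.01 for its ANOVA and t-tests and does not state whether that p was adjusted. Each comparison used only the libraries of its groups. The comparisons were GA + EPA with GA, CY + EPA with CY, the difference between these effects (12 libraries), CY with GA, CRY with GA and CRY with CY. The paper states that alpha linoleic acid and cholesterol were added to the CY diets. Comparisons of CY with GA or CRY, and the difference between the EPA effects, therefore do not isolate the basal food. Sets of genes were tested with fry of limma 3.58.1 at an adjusted p of at most 0.05: the paper's temperature-responsive transcripts, as far as they could be read from the heatmaps of Additional file 2 (378, fewer than the paper counts), with their clusters, and 9 families found by patterns in the product names. Overlaps and artNOG categories were tested with Fisher's exact test against all tested genes, and library totals with an exact permutation test. Fisher's test treats genes as independent, which genes of the same libraries are not, so its p-values are descriptive. Where an exact permutation test compares 3 libraries with 3 there are 10 splits, so that its smallest p is 0.1.

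The alternatives were RLE size factors, DESeq2 1.42.0, no filter beyond a count above 0, at least 10 counts in every library, all 15 libraries in one fit, the replicate number as a block, an adjusted p of at most 0.05, an unadjusted p of at most 0.01, limma on log2(FPKM + 0.1) and on log2(FPKM + 1), a test of each gene on FPKM after the paper's methods, camera with an estimated correlation in place of fry, and each library left out in turn. The paper's test over temperature and EPA could not be run on the libraries at 15 °C alone. The count of categories at an unadjusted p of at most 0.01, with each background, the categories of the paper's own list, and the paper's signs without each library were added after the data were seen.

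Genes are named by a rule set beforehand: every gene the paper names, and in each comparison the 3 highest and 3 lowest log2 fold changes among called genes with a mean of at least 1 CPM and every library of one group above every library of the other. The transcripts that stand for a group of genes in the paper's discussion were collected after the numbers of called genes were known and before the values of the single genes were read. Examples from these groups, and genes named from a count of 5 or fewer, were chosen after their values were seen. The tests of the families on the difference between the diets were also added later, and those on CY against GA were not among the tests set beforehand.

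The tests were run on simulated data: counts of 14163 genes for 3 libraries against 3, of which 200 were changed. At the threshold used here edgeR called 132 of the changed genes and 4 others, DESeq2 175 and 33 others, and the test of each gene on FPKM without adjustment 160 and 133 others. The changed genes were well expressed, with log2 fold changes of at least 1 in size, and counts varied independently between genes. In the data, 211 of the 929 genes with an unadjusted p of at most 0.01 for EPA on GA changed as much. The simulated counts are thus not rates of recovery or of false calls for the real comparisons.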

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

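The tests of shared reads and of single libraries for KZS15908.1 were chosen after its result was seen.

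The paper does not report on the animals fed *Cryptomonas*, and their libraries differed from those of the GA group: 2319 of 14303 genes were called, 947 higher and 1372 lower in CRY, and 801 of them had a log2 fold change of at least 1 in size. The split between directions moved with the fit, though more were lower in every alternative on all libraries. It was 414 higher and 437 lower with all 15 libraries in one fit, and 421 and 2030 with limma on log2(FPKM + 1). The test of each gene on FPKM gave 497 and 2936. KZR97243.1 was at least 164-fold, KZR98009.1 at least 58.6-fold and KZS18144.1 at least 19.7-fold higher in CRY, each with reads shared with another gene in some libraries, and KZS08828.1 was at least 54.5-fold lower. KZS18442.1 fell from 24.9 ± 9.07 to 0.942 ± 0.383 CPM and KZS15812.1 from 154 ± 19.8 to 7.64 ± 1.94 CPM.

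Library size and a few large genes were tested as explanations of this count. The summed expected counts differed by -7.63% between CRY and GA (exact permutation test, p = 0.3), and with every library drawn down to the smallest total 2281 genes were called. Without the 50 genes with the largest counts 2303 were called. Both counts lie close to the full one and argue against these explanations as the whole cause. Of the 10 splits of the 6 libraries, 1, the real one, gave as many called genes, while the others called 0 and had 5 to 59 genes at an unadjusted p of at most 0.01, against 3844 in the real one. With 10 splits the share cannot fall below 0.1, so that the number of splits alone cannot exclude a grouping by chance. The paper states that the pooled samples were run on 2 lanes, but not which sample was on which lane, so that an effect of the lane was not tested, and reads from the food organism were not tested. The food, which differs between these groups in more than EPA, stays open as a biological explanation and was not tested.

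The effect of EPA on KZS15908.1, which the paper names animal haem peroxidase, differed between the basal diets. The interaction log2 fold change was -1.37 over 12 libraries, and adjusted over the paper's named genes alone its edgeR adjusted p = 2.23e-04, which is not independent evidence because the paper chose these genes on these samples. Adjusted over all 14816 genes it was not called (edgeR adjusted p = 0.0784). Over the alternatives on all libraries, apart from a block, its adjusted p ranged from 5.62e-10 with DESeq2, which called it, to 0.115 with limma on log2(FPKM + 0.1). All 3 libraries with EPA lay below those without on GA, and all 3 lay above on CY. The expected counts of the gene were not whole in 0 of the 15 libraries, which argues against reads shared with another gene. Without single libraries the value nearest to 0 was -1.30, so that no single library accounts for it. Over all genes, 100 of 100 splits of the 12 libraries gave as many called genes as the real one, which called 0 and had 1599 genes at an unadjusted p of at most 0.05; a count of 0 is always matched, so that this decides nothing. As many genes at an unadjusted p of at most 0.01 as in the real split were found in 10 splits, with up to 1815 genes. Most of these splits keep the real groups on GA and so carry the effect of EPA on GA, and the counts over all genes leave a grouping by chance open. A diet-dependent response of this gene may be biological, as a hypothesis that rests on the same libraries. The CY diets also held added alpha linoleic acid and cholesterol, so the basal food and these supplements cannot be told apart.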

How the results depend on the processing

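The alternatives below were set before the data were examined, apart from the counts of categories and the signs without single libraries, which were chosen after seeing the data. For single genes, families and clusters, each value was counted once under each alternative. The counts are thus of values under an alternative, and the same value can count several times. Of these results 1071 kept their direction and their side of the threshold across the alternatives on all libraries, 22 became weaker, 26 stronger and 7 turned in sign. Across the fits that each left out 1 library, 836 kept both, 45 became weaker, 11 stronger and 26 turned in sign. Where a value changed, the cause was not tested, except that a higher threshold passes more genes by construction.

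The count of 0 genes called with EPA on GA, with EPA on CY, for the difference between the diets and in CRY against CY stayed at 0 with RLE size factors, no filter, at least 10 counts, all 15 libraries in one fit, an adjusted p of at most 0.05 and limma on both FPKM scales, while 2638, 274, 1599 and 2204 genes had an unadjusted p of at most 0.05. DESeq2 called 360, 4, 44 and 161 genes, in this order. An unadjusted p of at most 0.01 passed 929, 45, 431 and 523, and the test of each gene on FPKM 561, 83, 449 and 429. Across the fits without 1 library the counts ranged from 0 to 1 on GA (KZS05160.1, without GA + EPA replicate 1), were 0 on CY and for the difference, and ranged from 0 to 100 in CRY against CY, the highest without CY replicate 1.

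For CY against GA (854 genes called), DESeq2 called 1794, an adjusted p of at most 0.05 passed 2059, an unadjusted p of at most 0.01 2320 and the test of each gene on FPKM 2458. The other alternatives on all libraries, without a block, gave 775 to 1122. Without 1 library the count ranged from 114 (without GA replicate 3) to 1271 (without CY replicate 1). For CRY against GA, all 15 libraries in one fit called 851, an adjusted p of at most 0.05 passed 4314 and an unadjusted p of at most 0.01 3844. The others gave 2052 to 3433, and the fits without 1 library 1369 (without GA replicate 3) to 2488 (without CRY replicate 2). The fits without 1 library have fewer samples.

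The temperature-responsive transcripts in CY against GA passed with all 15 libraries in one fit (median 0.18) and without CY replicate 1, with medians of 0.12 to 0.19 across the fits without 1 library. The number of families that passed with EPA on GA was 0 with camera and 2 with all 15 libraries, and 0 to 1 without 1 library. For the difference between the diets it was 1 with no filter, 3 with all 15 libraries and 0 to 2 without 1 library, the highest without CY replicate 1 or GA + EPA replicate 3.

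At an unadjusted p of at most 0.01, 3 genes passed with EPA on both diets, and 188 and 652 genes of the GA effect had the same sign in CRY against CY and in CRY against GA. Chosen after seeing the data, 5 categories passed at that threshold, 11 against all annotated genes and 8 in the paper's list. All annotated genes include untested ones, which could not enter the list. The share of the paper's signs ranged from 95.6 to 98.4% on GA and from 95.5 to 99.2% on CY without 1 library.

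Of the values counted above, some turned in sign when 1 library was left out. With EPA on GA these were the medians of the cellular processes (-3.16e-04 to 0.0482) and metabolism (-0.00931 to 0.0464) clusters and of the trypsins (-0.20 to 0.0272), and KZS21774.1 (-0.34 to 0.0688), KZS01487.1 (-0.0747 to 0.00904), KZS06688.1 (-0.0759 to 0.0540), KZS04241.1 (-0.0314 to 0.12) and KZS16485.1 (-0.0163 to 0.14). With EPA on CY they were the medians of the metabolism cluster (-0.0239 to 0.0439), the trypsins (-0.0333 to 0.17) and the vitellogenins (-0.35 to 0.11), and KZS03589.1 (-0.0760 to 0.0349), KZS21011.1 (-0.23 to 0.16), KZS21012.1 (-0.13 to 0.12), KZS06496.1 (-0.0292 to 0.21) and KZS19824.1 (-0.0324 to 0.11). In CY against GA it was KZS06688.1 (-0.0501 to 0.0608), which also turned with RLE (0.00500), all 15 libraries (0.00428) and DESeq2 (0.00452). On the FPKM scales KZS06031.1 turned in CY against GA (-0.00553 and -0.00193), as did KZS21011.1 with EPA on CY (0.0101 and 0.00875). Signs also turned in values that were not counted, such as KZS03830.1 with EPA on either diet without single libraries, and KZS16890.1, KZS11164.1 and KZS11136.1 with EPA on CY on the FPKM scales.

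The groups share replicate numbers. Of 30 pairs of libraries with the same number, 8 had deviations from their group means that correlated by over 0.1 (range -0.24 to 0.48), so that the numbers do not pair the samples. With the number as a block, 173 genes were called in CY against GA, 2165 in CRY against GA and 0 with EPA on GA, with EPA on CY, for the difference and in CRY against CY, and 0 families passed with EPA on GA.

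The median summed expected count was 19749270 over all genes and 19725838.4 over the genes kept by the filter. Depth limits genes such as KZS08908.1, which fell below the filter with EPA on both diets.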

Differences from the paper's values

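The paper gives 1635 transcripts that responded to EPA on GA, 175 on CY and 15 on both, the paper's values from a test over both temperatures. Within 15 °C, 0 genes were called on GA, 0 on CY and 0 on both, with 2638 and 274 genes at an unadjusted p of at most 0.05. None of the alternatives set before the data were examined closed these gaps. DESeq2 called 360 genes on GA and 4 on CY, an unadjusted p of at most 0.01 passed 929, 45 and 3 on both, and the test of each gene on FPKM passed 561 on GA and 83 on CY. The libraries at 20 °C were not analysed here. Of the genes named here for EPA on GA that were not called, DESeq2 called the vitellogenins KZS21011.1, KZS21012.1 and KZS06496.1, KZS15908.1, the opsin KZS10165.1, KZS05199.1, KZS18339.1, KZS19963.1, KZS14798.1, KZS11164.1, KZS11136.1 and KZS13729.1. The vitellogenins as a family passed with all 15 libraries in one fit (median 1.39), and KZS05160.1 was called without GA + EPA replicate 1. Adjusted over the paper's list alone, 3 of its GA transcripts were called and 0 of its CY transcripts.

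For KZS16114.1 with EPA on CY, the paper's log2 fold change is -0.0240 and the value here was -0.0537. The values fell within the paper's by the spread between replicates with the log2 ratio of mean FPKM, RLE size factors, no filter, all 15 libraries in one fit, DESeq2, limma on both FPKM scales and without CY replicate 1, CY replicate 2, CY + EPA replicate 1 or CY + EPA replicate 2. They did not with at least 10 counts in every library, with the replicate number as a block, without CY replicate 3 or without CY + EPA replicate 3.

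The following results disagree with statements of the paper in direction or rank. The paper gives GA + EPA as the food with the highest levels of the carboxylic ester hydrolase KZS07853.1 and the decarboxylase KZS20105.1; at 15 °C, among the GA and CY foods with and without EPA, the mean of each was highest on CY (31.7 ± 5.77 and 18.9 ± 0.853 CPM, against 8.59 ± 2.30 and 13.4 ± 3.20 on GA + EPA). It gives CY + EPA as the food with the highest level of the THAP protein KZS02578.1; the mean was highest on GA (3.18 ± 0.241 CPM, against 2.32 ± 0.170 on CY + EPA).

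The paper describes opsins as elevated with EPA; on GA 1 of its 6 opsins was higher with EPA, and on CY 5 of 6 were. It describes cytoskeletal transcripts as raised by EPA; on GA 3 of 9 dynein, myosin and tubulin transcripts were higher with EPA, and on CY 4 of 9.

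It describes ABC transporters as raised without EPA; on GA 3 of 3 ABC transcripts were higher with EPA, and on CY 0 of 3, in the paper's direction. It describes Eip55E as following the higher levels of peptidases on CY; KZS05729.1 had a log2 fold change of -0.97 in CY against GA. It gives aminotransferases as raised on CY; 0 of 3 were higher in CY than in GA, and 1 with RLE size factors. It gives juvenile hormone as increased with EPA, without naming the diet. KZS09289.1 changed by 0.24 with EPA on GA, in the paper's direction, and by -0.60 on CY, against it. On each diet the libraries of the groups overlapped. Apart from these, the paper describes the transcripts listed for GAPDH as varying little, which is no statement of direction or rank. Of them KZS15286.1, annotated as a glycerol-3-phosphate dehydrogenase 1-like protein, changed by 0.37 in CY against GA. It was not called there in the main test, but was with DESeq2, with all 15 libraries in one fit and without CY replicate 1.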

Other observations

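The test of library size on the differences between replicates and the exchange of numbers against Table S1 were chosen after the result was seen, and the reading of the test of the GA effect against these differences was made more cautious after its value was seen.

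Libraries of one group differed from each other along an axis that held 29.3% of the variance within groups. It had a Pearson r of 0.168 with the library total (permutation test over 15 libraries, p = 0.553), which argues against library size as its cause. Without the 2 libraries farthest in total r was 0.340, and the Spearman rho was 0.0821 (permutation p = 0.774). The 50 genes with the largest counts held 28.3% of the counts, and without them the library scores correlated with the original ones by 0.99999. So few genes could hardly move an axis over all genes, so this cannot decide whether a few genes took most of the counts. The 86 cuticle and chitin genes had a median within-group SD of 0.688 (log2 CPM), against 0.285 in lists matched for expression, and lay at percentile 100 of 10000 such lists. A candidate explanation is that the pools were caught at different points of the moult cycle. The paper states that animals were sampled at maturity, judged by the first eggs in the brood pouch. It does not give the moult stage of the pools, so the explanation remains a hypothesis.

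The fold changes with EPA on GA correlated across genes by 0.385 with the within-group axis of the 9 libraries of the other groups. Of the 10 splits of the 6 libraries, 1, the real one, gave a correlation as strong, and the next reached 0.373. With 10 splits and so small a gap, an effect of EPA and a difference in the moult stage of the pools cannot be told apart. The cuticle and chitin genes had a median log2 fold change with EPA of 0.42 on GA, 51 of 74 higher (limma's fry, adjusted p = 0.0976).

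Other splits of the same libraries were counted for each comparison, the real split included. With EPA on GA, 10 of 10 splits gave as many called genes (0), 1 as many genes at an unadjusted p of at most 0.01 (others 12 to 107), 2 as many families and 1 a p as small for the temperature-responsive transcripts. With EPA on CY these numbers were 10, 7 (others 5 to 732), 10 and 4. For the families and the difference between the diets, 100 of 100 splits gave as many as the real number of 0. In CY against GA, 1 of 10 gave as many called genes and 1 a p as small for the temperature-responsive transcripts, and in CRY against CY 10 gave as many called genes (0). A real count of 0 is matched by every split, so that these numbers say nothing about it, and splits of 3 libraries against 3 cannot give a share under 0.1.

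Opsins were lower with EPA on GA in 17 of 20 genes. Of the 10 opsins with whole counts in all libraries, 9 were lower, with a median of -0.13, which argues against reads shared between opsin copies as the whole cause. On CY 16 of 18 opsins were higher with EPA. In CY without EPA, 1 of 21 opsins was higher than in GA (median -0.80, limma's fry, adjusted p = 0.00497, and camera, adjusted p = 0.127). In CRY 2 of 19 were (median -1.07, limma's fry, adjusted p = 2.01e-05, and camera, adjusted p = 0.0150). Both comparisons share the GA libraries, and the first shows lower opsin levels than in GA without EPA. The test on CY was not among those set beforehand. The opsins were chosen as a family by their names, and a response to EPA may be a biological explanation that other libraries would have to test.

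In the group fed *Cryptomonas*, 0 of 14164 genes were called against CY, 2204 at an unadjusted p of at most 0.05. Of 909 genes with an unadjusted p of at most 0.01 for EPA on GA, 188 had the same sign in CRY against CY (20.7%). In CRY against GA, which shares the GA libraries, 652 of 911 did (71.6%). In 20 simulations of unchanged groups that share a control the share was 90.6% (range 86.8 to 96.0%). There 104 to 157 genes passed per run, all by chance, so that the shared control builds in their agreement. The real list was longer than any simulated one. The simulated share is thus no reference for it and decides nothing. CRY differed from CY in summed counts by -0.995% (exact permutation p = 0.8). The library nearest to CY replicate 1 was CRY replicate 1 (r = 0.986, against 0.966 for the nearest of its own group). It was not the only library nearest to another group: CY replicate 3 and CY + EPA replicate 2 were nearest to each other (r = 0.985), GA + EPA replicate 1 to CY replicate 3 (r = 0.977) and GA + EPA replicate 3 to GA replicate 3 (r = 0.988).

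The totals of GA + EPA replicates 1 and 2 differ from the mapped pairs of Table S1. With the numbers 1 and 2 exchanged, the ratio for replicate 1 was 0.99994, within the range of the other libraries, so that an exchange of the numbers in one of the sources is a candidate explanation. Both libraries belong to the same group, so that an exchange would change no comparison of groups except those with the replicate number as a block. It would also bear on the correlations between libraries with the same number. Neither was repeated with the numbers exchanged.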
